# Osteocalcin of maternal and embryonic origins synergize to establish homeostasis in offspring

**DOI:** 10.1038/s44319-023-00031-3

**Published:** 2024-01-16

**Authors:** Danilo Correa Pinto Junior, Isabella Canal Delgado, Haiyang Yang, Alisson Clemenceau, André Corvelo, Giuseppe Narzisi, Rajeeva Musunuri, Julian Meyer Berger, Lauren E Hendricks, Kazuya Tokumura, Na Luo, Hongchao Li, Franck Oury, Patricia Ducy, Vijay K Yadav, Xiang Li, Gerard Karsenty

**Keywords:** Osteocalcin, Developmental Effect, Postnatal Physiology, Development, Metabolism

## Abstract

Many physiological osteocalcin-regulated functions are affected in adult offspring of mothers experiencing unhealthy pregnancy. Furthermore, osteocalcin signaling during gestation influences cognition and adrenal steroidogenesis in adult mice. Together these observations suggest that osteocalcin may broadly function during pregnancy to determine organismal homeostasis in adult mammals. To test this hypothesis, we analyzed in unchallenged wildtype and *Osteocalcin*-*deficient*, newborn and adult mice of various genotypes and origin maintained on different genetic backgrounds, the functions of osteocalcin in the pancreas, liver and testes and their molecular underpinnings. This analysis revealed that providing mothers are *Osteocalcin*-*deficient*, *Osteocalcin* haploinsufficiency in embryos hampers insulin secretion, liver gluconeogenesis, glucose homeostasis, testes steroidogenesis in adult offspring; inhibits cell proliferation in developing pancreatic islets and testes; and disrupts distinct programs of gene expression in these organs and in the brain. This study indicates that *osteocalcin* exerts dominant functions in most organs it influences. Furthermore, through their synergistic regulation of multiple physiological functions, osteocalcin of maternal and embryonic origins contributes to the establishment and maintenance of organismal homeostasis in newborn and adult offspring.

## Synopsis

In three distinct *Osteocalcin-deficient* mouse strains, osteocalcin signaling during pregnancy determines homeostasis in adult offspring.

- Osteocalcin functions are dominant.
- Maternal and embryonic osteocalcin influences homeostasis postnatally.

## Abstract (web summary)

In three distinct *Osteocalcin-deficient* mouse strains, osteocalcin signaling during pregnancy determines homeostasis in adult offspring.

## Introduction

From energy metabolism to fertility and from musculoskeletal functions to behaviors, hormones regulate most physiological functions in adult mammals. As a result, they are essential contributors to the establishment and maintenance of organismal homeostasis (Drucker, 2018; Friedman, 2019; Kliewer and Mangelsdorf, 2019; Kreymann et al, 1987; Lo et al, 2014; Wu et al, 1995). The observation that children born from mothers who experienced an unhealthy pregnancy have a high propension to develop metabolic, endocrine, and neuropsychiatric diseases later in life (Burger et al, 1948; Hales and Barker, 2001) has long suggested that hormones made in the mother and crossing the placenta and/or made by the embryo might influence energy metabolism and other physiological processes in adult progenies (Chida et al, 2007; Choi et al, 2016; Karpac et al, 2005). Addressing this critical question of metabolism and endocrinology has been challenging because several hormones that could explain such an influence of gestation on postnatal energy metabolism and organismal homeostasis are either necessary for life (insulin), fertility (leptin), and/or are synthesized by the placenta (leptin, steroid hormones) (Accili et al, 1996; Ashworth et al, 2000; Hummel et al, 1966; Osinski, 1960; Oury et al, 2013b).

Osteocalcin is a peptide hormone that, following its binding to one of its three known receptors, regulates a broad array of physiological functions (Karsenty and Ferron, 2012; Karsenty and Olson, 2016; Pi et al, 2021; Pi et al, 2017). Those include glucose homeostasis, energy expenditure, exercise capacity, electrolyte homeostasis, blood pressure, male fertility, cognition, anxiety, and the acute stress response (Berger et al, 2019; De Toni et al, 2014; Glatigny et al, 2019; Gupte et al, 2014; Lee et al, 2007; Mao et al, 2021; Mera et al, 2016a; Oury et al, 2013b; Pi et al, 2016; Qian et al, 2021; Yadav et al, 2022). Remarkably, many physiological processes that are regulated by osteocalcin such as glucose homeostasis, cognition and even fertility are hampered in adult animals born from mothers experiencing an unhealthy pregnancy (Burger et al, 1948; Lee et al, 2007; Oury et al, 2013b; Oury et al, 2011). Furthermore, by signaling through the same one of the three osteocalcin receptors, Gpr158, in the adrenal glands and developing brain, the embryonic and maternal (i.e., developmental) pools of osteocalcin regulate adrenal steroidogenesis and behaviors in adult offspring (Oury et al, 2013b; Yadav et al, 2022). When considered together, these observations raise the prospect that osteocalcin of maternal and/or embryonic origins may be a more significant and global regulator of physiological functions and organismal homeostasis in adult offspring than anticipated. Moreover, the facts that osteocalcin is not synthesized in the placenta but crosses it and that inactivation of *Osteocalcin* does not cause perinatal lethality or sterility (Oury et al, 2011) make this hormone a good candidate to assess, in a proof-of-principle study, to what extent the functions of hormones during gestation influence organismal homeostasis in adult animals. Moreover, the fact that osteocalcin of both maternal and embryonic origins contribute to post-natal physiology allows one to further refine the question, and through rigorous crosses to determine which functions of osteocalcin are of maternal origin and which ones are of embryonic origins (Oury et al, 2013b; Yadav et al, 2022).

We addressed this question through physiological, cellular, and molecular means in newborn and adult *Osteocalcin (Ocn)-deficient* mice of different genotypes or origins and maintained on diverse genetic backgrounds. This analysis revealed that if mothers are *Ocn* haplo-insufficient, haploinsufficiency for *Ocn* in embryos hampers cell proliferation in developing pancreas and testes, testes steroidogenesis, insulin secretion, liver gluconeogenesis and altogether glucose homeostasis in newborn and adult heterozygous offspring. Molecular analyses revealed that, providing that mothers are *Osteocalci*n-*deficient*, O*steocalcin* haploinsufficiency in offspring affects in testes, liver and pancreas, where osteocalcin signals through the same receptor, Gprc6a, programs of gene expression that differ from those affected in the brain, an organ in which osteocalcin signals through different receptors. Furthermore, there is also an influence of embryonic osteocalcin on physiology postnatally. Hence, an interplay between *Osteocalcin* expression in mothers and embryos contributes to determine multiple physiological functions and homeostasis in offspring.

## Results

### Definition of the models and genotypes used in this study

To test whether maternal and/or embryonic osteocalcin exerts regulatory functions during pregnancy that affect physiology in adult offspring we analyzed *Osteocalcin* (*Ocn)+/−* mice born from either WT, *Ocn*+/− or *Ocn*−/− mothers using as negative controls WT mice born from WT mothers and as positive controls *Ocn*−/− mice born from *Ocn*+/− or *Ocn*−/− mothers (Fig. 1A). We also analyzed *Ocn*+/− mice born from WT mothers. Our reasoning in analyzing offspring of these various crosses was the following. First, if an osteocalcin-regulated function is affected in adult *Ocn*+/− offspring born from either *Ocn*+/− or *Ocn*−/− mothers, it shows that *Osteocalcin* haploinsufficiency suffices to hamper this function, in other words that this function is dominant. Second, if *Ocn*+/− mice born from *Ocn*+/− or *Ocn*−/− mothers display the phenotype and/or molecular perturbations of interests but *Ocn*+/− mice born from WT mothers do not, it indicates that maternal but not embryonic osteocalcin determines in part the extent of this function in adult offspring. Third, if this osteocalcin-regulated function or molecular event is affected in *Ocn*+/− mice born from WT mothers, it reveals an influence of embryonic osteocalcin in setting up this function in adult mice. Fourth, if this osteocalcin-regulated function is equally affected in *Ocn*+/− mice whether they are born from *Ocn*+/− or *Ocn*−/− mothers, it indicates that a single allele of maternal *Ocn* is insufficient to rescue the deleterious consequences of *Ocn* haploinsufficiency in embryos on this function. The same is true if *Ocn*−/− mice born from *Ocn*+/− or *Ocn*−/− mothers have a phenotype of equal severity.

**Figure 1:**
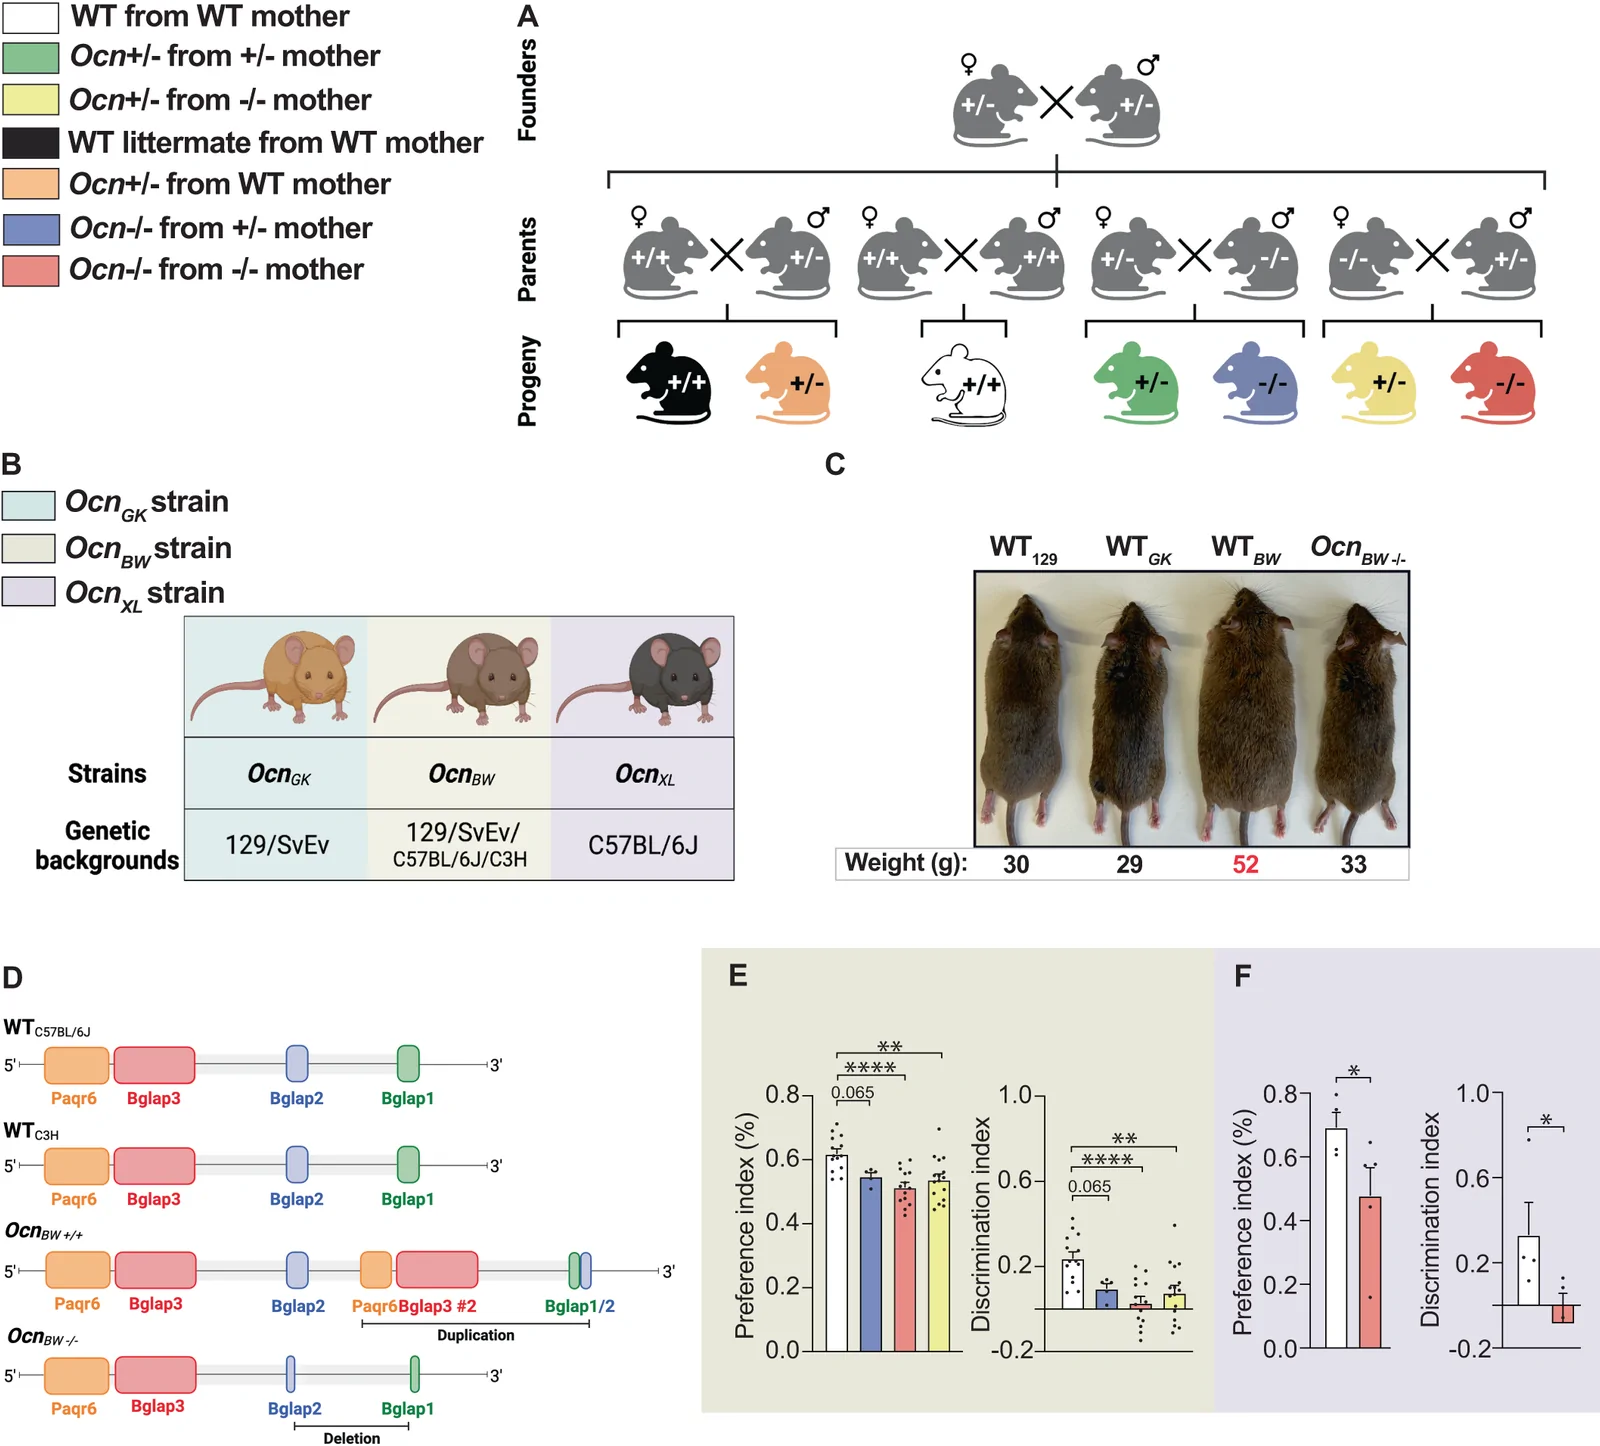
Strategy used to determine the role of gestational osteocalcin in regulating adult physiological functions. (**A**) Schematic representation of the breeding strategy used for this study. *Ocn*+/+, *Ocn*+/− or *Ocn*−/− mothers were crossed with *Ocn*+/+, *Ocn*+/−, *Ocn*−/− or *Ocn*+/− fathers to generate progenies (*Ocn*+/+, *Ocn*+/−, or *Ocn*−/−) for analysis. (**B**) *Ocn*-*deficient* mouse strains (*Ocn*_*GK*_, *Ocn*_*BW*_ and *Ocn*_*XL*_) and corresponding genetic backgrounds. (**C**) Photomicrographs of *Ocn*-*deficient* mouse strains and corresponding genetic backgrounds illustrating an obese phenotype in WT mice of *Ocn*_*BW*_ strain. Body weight of corresponding genotypes is indicated below each photomicrograph. (**D**) Genome organization at the Ocn locus in WT mice of *Ocn*_*BW*_ strain. (**E**) Preference index [left panel] and discrimination index in a novel object recognition test [right panel] in female mice of various genotypes of the *Ocn*_*BW*_ strain. *n* = 4 or more mice per genotype analyzed. (**F**) Preference index [left panel] and discrimination index in a novel object recognition test [right panel] in female mice of various genotypes of the *Ocn*_*XL*_ strain. *n* = 3 or more mice per genotype analyzed. Data information: In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal–Wallis test followed by post hoc multiple comparisons test. *p < 0.05, **p < 0.01, ****p < 0.0001. Source data are available online for this figure.

To reach conclusions of broad physiological significance, this analysis was performed in mice unchallenged by any diet manipulation and in up to three *Ocn*-*deficient* mouse strains generated through different means, maintained on distinct genetic backgrounds and studied at two different sites (Vagelos College of Physicians and Surgeons, New York City, USA; Chinese Academy of Science, Shenzen, China) (Fig. 1B). The first strain, *Ocn*_*GK*_, was generated through homologous recombination in embryonic stem cells and has been maintained on a 129/SvEv genetic background since 1995 (Ducy et al, 1996). The genomic architecture of the *Osteocalcin* locus in this mouse strain has been previously reported (Ducy et al, 1996). The second strain termed *Ocn*_*BW*_ was generated by CRISPR-Cas9 genome editing on a mixed C57BL/6 J/C3H background, backcrossed twice on C57BL/6J background and then four times on a 129/SvEv background (Diegel et al, 2020). Hence, *Ocn*_*BW*_ mice are on a mixed 129/SvEv with components of C57BL/6J and C3H background. Analysis of energy metabolism in this strain was affected by the existence of an overt obesity restricted to WT mice (Figs. 1C and EV1A,B). A whole genome sequencing analysis initiated to identify molecular bases of this obesity revealed the presence of over 11,000 insertions or deletions that were over 50 base-pairs (bp) long, and of over a million smaller length variants in the genome of WT *Ocn*_*BW*_ mouse when compared to the one of a WT 129/SvEv mouse (Fig. 1D). Conceivably, any of these changes might contribute to the obesity of these mice. Hence, to insure that the results we would obtain when analyzing glucose homeostasis parameters in this strain will not be confounded by the obesity of WT mice, we used two types of control mice, WT *Ocn*_*BW*_ mice and WT129/SvEv mice. For all other physiological functions analyzed in this strain we used WT *Ocn*_*BW*_ mice as controls. The third strain, *Ocn*_*XL*,_ also generated by CRISPR-Cas9 genome editing, has been maintained on a C57BL/6J background for over 10 generations (Qian et al, 2021). The sequence of the *Osteocalcin* locus in this strain is available on the National Center for Biotechnology Information web site. As for the *Ocn*_*GK*_ strain, WT mice in this strain were lean and therefore used as controls (Qian et al, 2021). *Ocn*_*XL*_−/− mice were analyzed in the Chinese Academy of Science for static metabolic tests. In each strain, the absence of circulating osteocalcin in *Ocn*−/− mice was verified (Figure EV1E–G).

Prior to initiate a broad and time-consuming phenotypic analysis we verified that regardless of their mode of generation, genetic background, or body weight, disruption of a function of osteocalcin could be detected in these three mutant mouse strains. Specifically, we found that as seen in *Ocn*_*GK*_ mice, spatial learning and memory were significantly decreased in adult *Ocn*_*BW*_+/− (Fig. 1E) and *Ocn*_*XL*_−/− (Fig. 1F) mice born from their respective *Ocn*−/− mothers when analyzed by a novel object recognition test (Oury et al, 2013b).

### *The osteocalcin* genotype of the mothers determines whether *Osteocalcin* haploinsufficiency in offspring hampers glucose homeostasis

The first physiological function we assayed to look for a possible influence of osteocalcin of maternal and/or embryonic origin on adult physiology was glucose homeostasis as assessed by the measurement of random fed and fasting blood glucose levels in adult (3-month-old) mice (Lee et al, 2007). We observed that random fed blood glucose levels were significantly higher in *Ocn*_*GK*_+/− mice born from *Ocn*_*GK*_+/− and *Ocn*_*GK*_−/− mothers than in control WT mice whereas *Ocn*_*GK*_+/− mice born from WT mothers were normoglycemic (Fig. 2A,B). These data revealed that *Ocn* haploinsufficiency in offspring results in hyperglycemia only if their mothers also lack at least one allele of *Ocn*. When mothers were WT, the amount of maternal osteocalcin passing through the placenta sufficed to prevent any deleterious and long-lasting effect on glucose homeostasis post-natally that *Ocn* haploinsufficiency in offspring may have caused. In adult *Ocn*_*GK*_*−/−* mice, the hyperglycemia was also of similar severity whether their mothers were *Ocn*_*GK*_+/− or *Ocn*_*GK*_*−/−* (Fig. 2A,B), verifying that a single *Ocn* allele in mothers cannot overcome the deleterious consequences on glucose homeostasis in offspring resulting from the absence of *Ocn* expression in embryos.

**Figure 2:**
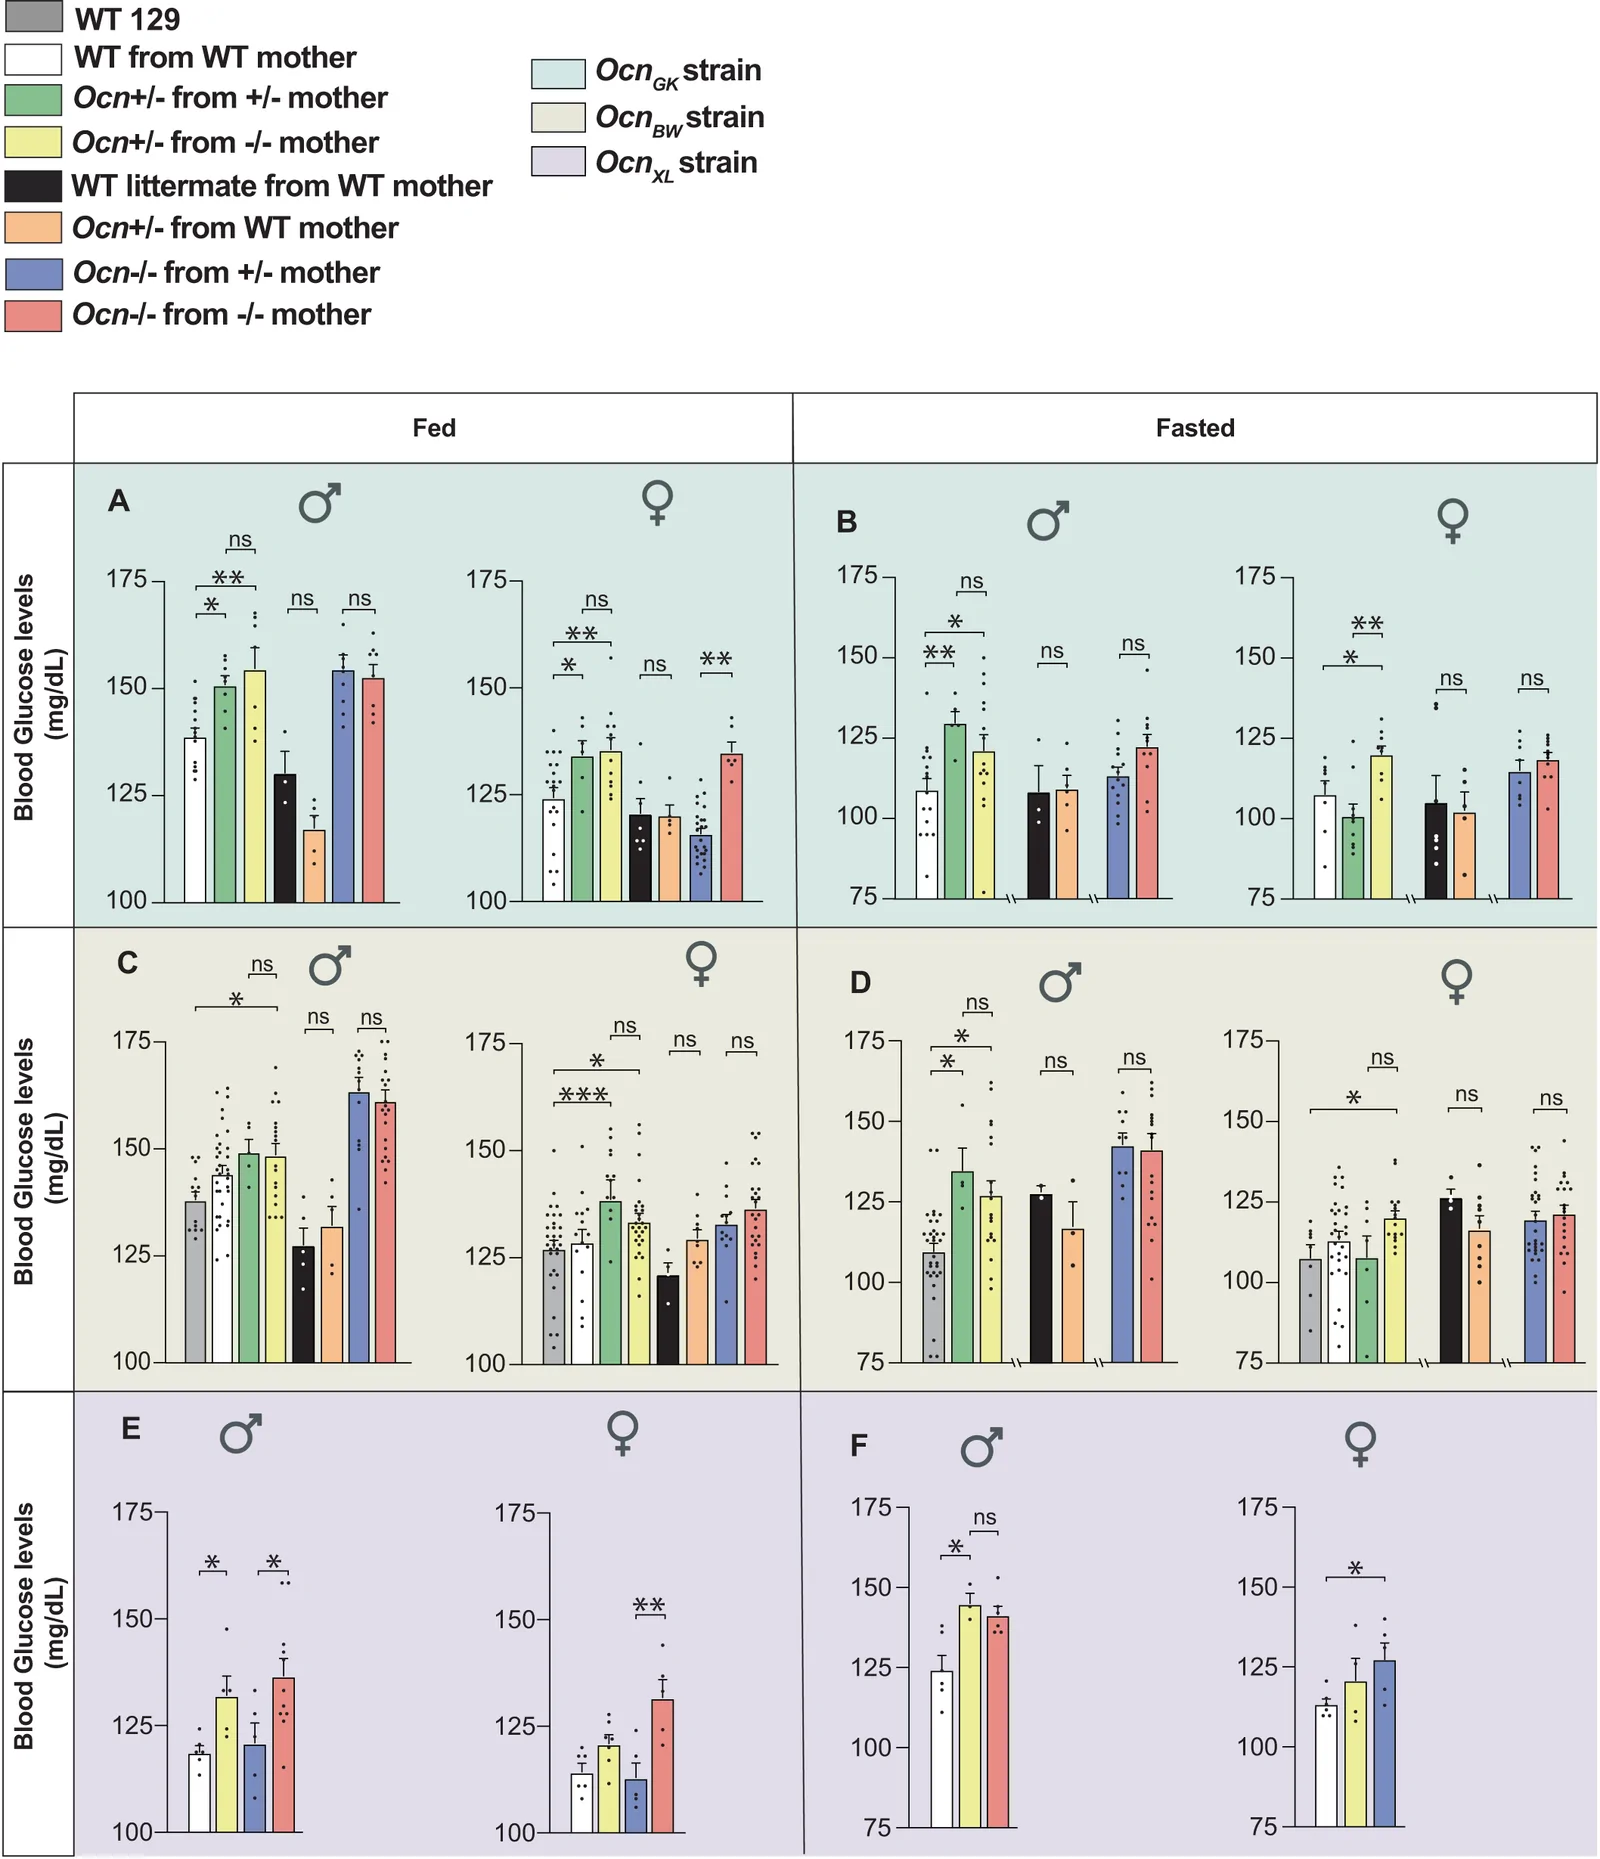
Osteocalcin of developmental origin regulates blood glucose levels in adult mice. (**A**, **C**, **E**) fed and (**B**, **D**, **F**) fasting blood glucose levels in male and female mice from various genotypes of the *Ocn*_*GK*_ (**A**, **B**). *n* = 3 or more mice per genotype analyzed. *Ocn*_*BW*_ (**C**, **D**). *n* = 3 or more mice per genotype analyzed. *Ocn*_*XL*_ strains (**E**, **F**). *n* = 5 or more mice per genotype analyzed. Data information: In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal–Wallis test followed by post hoc multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001. Source data are available online for this figure.

This analysis was extended to other *Ocn-deficient* strains. As anticipated given their obesity, WT *Ocn*_*BW*_ mice were hyperglycemic compared to WT 129 Sv/Ev mice and could not be used as controls (Figure EV1H,I). When WT129Sv/Ev mice bought from a vendor were instead used as controls, we observed that *Ocn*_*BW*_+/− mice born from *Ocn*_*BW*_+/− or *Ocn*_*BW*_*−/−* mothers were hyperglycemic whereas *Ocn*_*BW*_+/− mice born from WT mothers were not (Fig. 2C,D). Thus, in this mouse strain too, *Ocn* haploinsufficiency impairs glucose homeostasis in adult offspring only if their mothers are *Ocn*-*deficient*. As observed in the *Ocn*_*GK*_ strain too, *Ocn*_*BW*_*−*/− mice showed equally high fasting and random fed blood glucose levels whether they were born from *Ocn*_*BW*_+/− or *Ocn*_*BW*_−/− mothers, illustrating that maternal osteocalcin cannot alleviate the deleterious consequences that the total absence of *Ocn* expression in embryos has on glucose homeostasis in adult offspring (Fig. 2C,D). In the third strain, the *Ocn*_*XL*_*-deficient* mice (Qian et al, 2021), blood glucose levels were higher in *Ocn*_*XL*_−/− and *Ocn*_*XL*_+/− mice born from *Ocn*_*XL*_*−*/− mothers than in WT mice (Fig. 2E,F). These dominant abnormalities of glucose homeostasis were not observed when we studied fat mass. Indeed, *Ocn*+/− mice of either strain tested did not harbor an increase in the weight of gonadal fat pads (Figure EV1C,D).

### *The osteocalcin* genotype of the mothers determines whether *Osteocalcin* haploinsufficiency in offspring hampers insulin secretion and β-cell proliferation

Osteocalcin regulates glucose homeostasis in part by signaling via its receptor Gprc6a in pancreatic β-cells to enhance insulin secretion and proliferation of these cells (Ferron et al, 2008; Lee et al, 2007; Pi et al, 2011; Sabek et al, 2015; Wei et al, 2014). Thus, we asked whether these two parameters are affected in *Ocn-deficient* offspring depending on the *Osteocalcin* genotype of the mother.

In both the *Ocn*_*GK*_ and *Ocn*_*BW*_ strains, fasting circulating insulin levels were significantly lower in adult *Ocn*+/− mice whether they were born from *Ocn*+/− or *Ocn*−/− mothers compared to what it was in WT mice (Fig. 3A,B). In contrast and as observed for blood glucose levels, this decrease in circulating insulin levels was not observed if *Ocn*+/− mice were born from WT mothers (Fig. 3A). These observations verified that *Ocn* haploinsufficiency in embryos affects circulating insulin levels in adult offspring only if their mothers are also *Ocn-deficient*. In both strains, circulating insulin levels were equally decreased in adult *Ocn*−/− offspring whether they were born from *Ocn*+/− or *Ocn*−/− mothers (Fig. 3A,B). The fact that circulating insulin levels are decreased by half in *Ocn*_*BW*_−/− mice provides a plausible element of explanation for why the obesity characterizing WT *Ocn*_*BW*_ mice is not observed in mutant mice of these strain. In agreement with these results, glucose-stimulated insulin release was consistently hampered, albeit these differences did not reach statistical significance because of variability between samples, in *Ocn*_*GK*_+/− mice born from *Ocn*_*GK*_+/− or *Ocn*_*GK*_−/− mothers but not in those born from *Ocn*_*GK*_ WT mice (Figs. 3A and EV2A). Adult *Ocn*_*GK*_−/− mice were equally poor glucose responder whether their mothers were *Ocn*+/− or *Ocn*−/− in both the *Ocn*_*GK*_ and *Ocn*_*BW*_ strains (Figs. 3C,D and EV2A,B).

**Figure 3:**
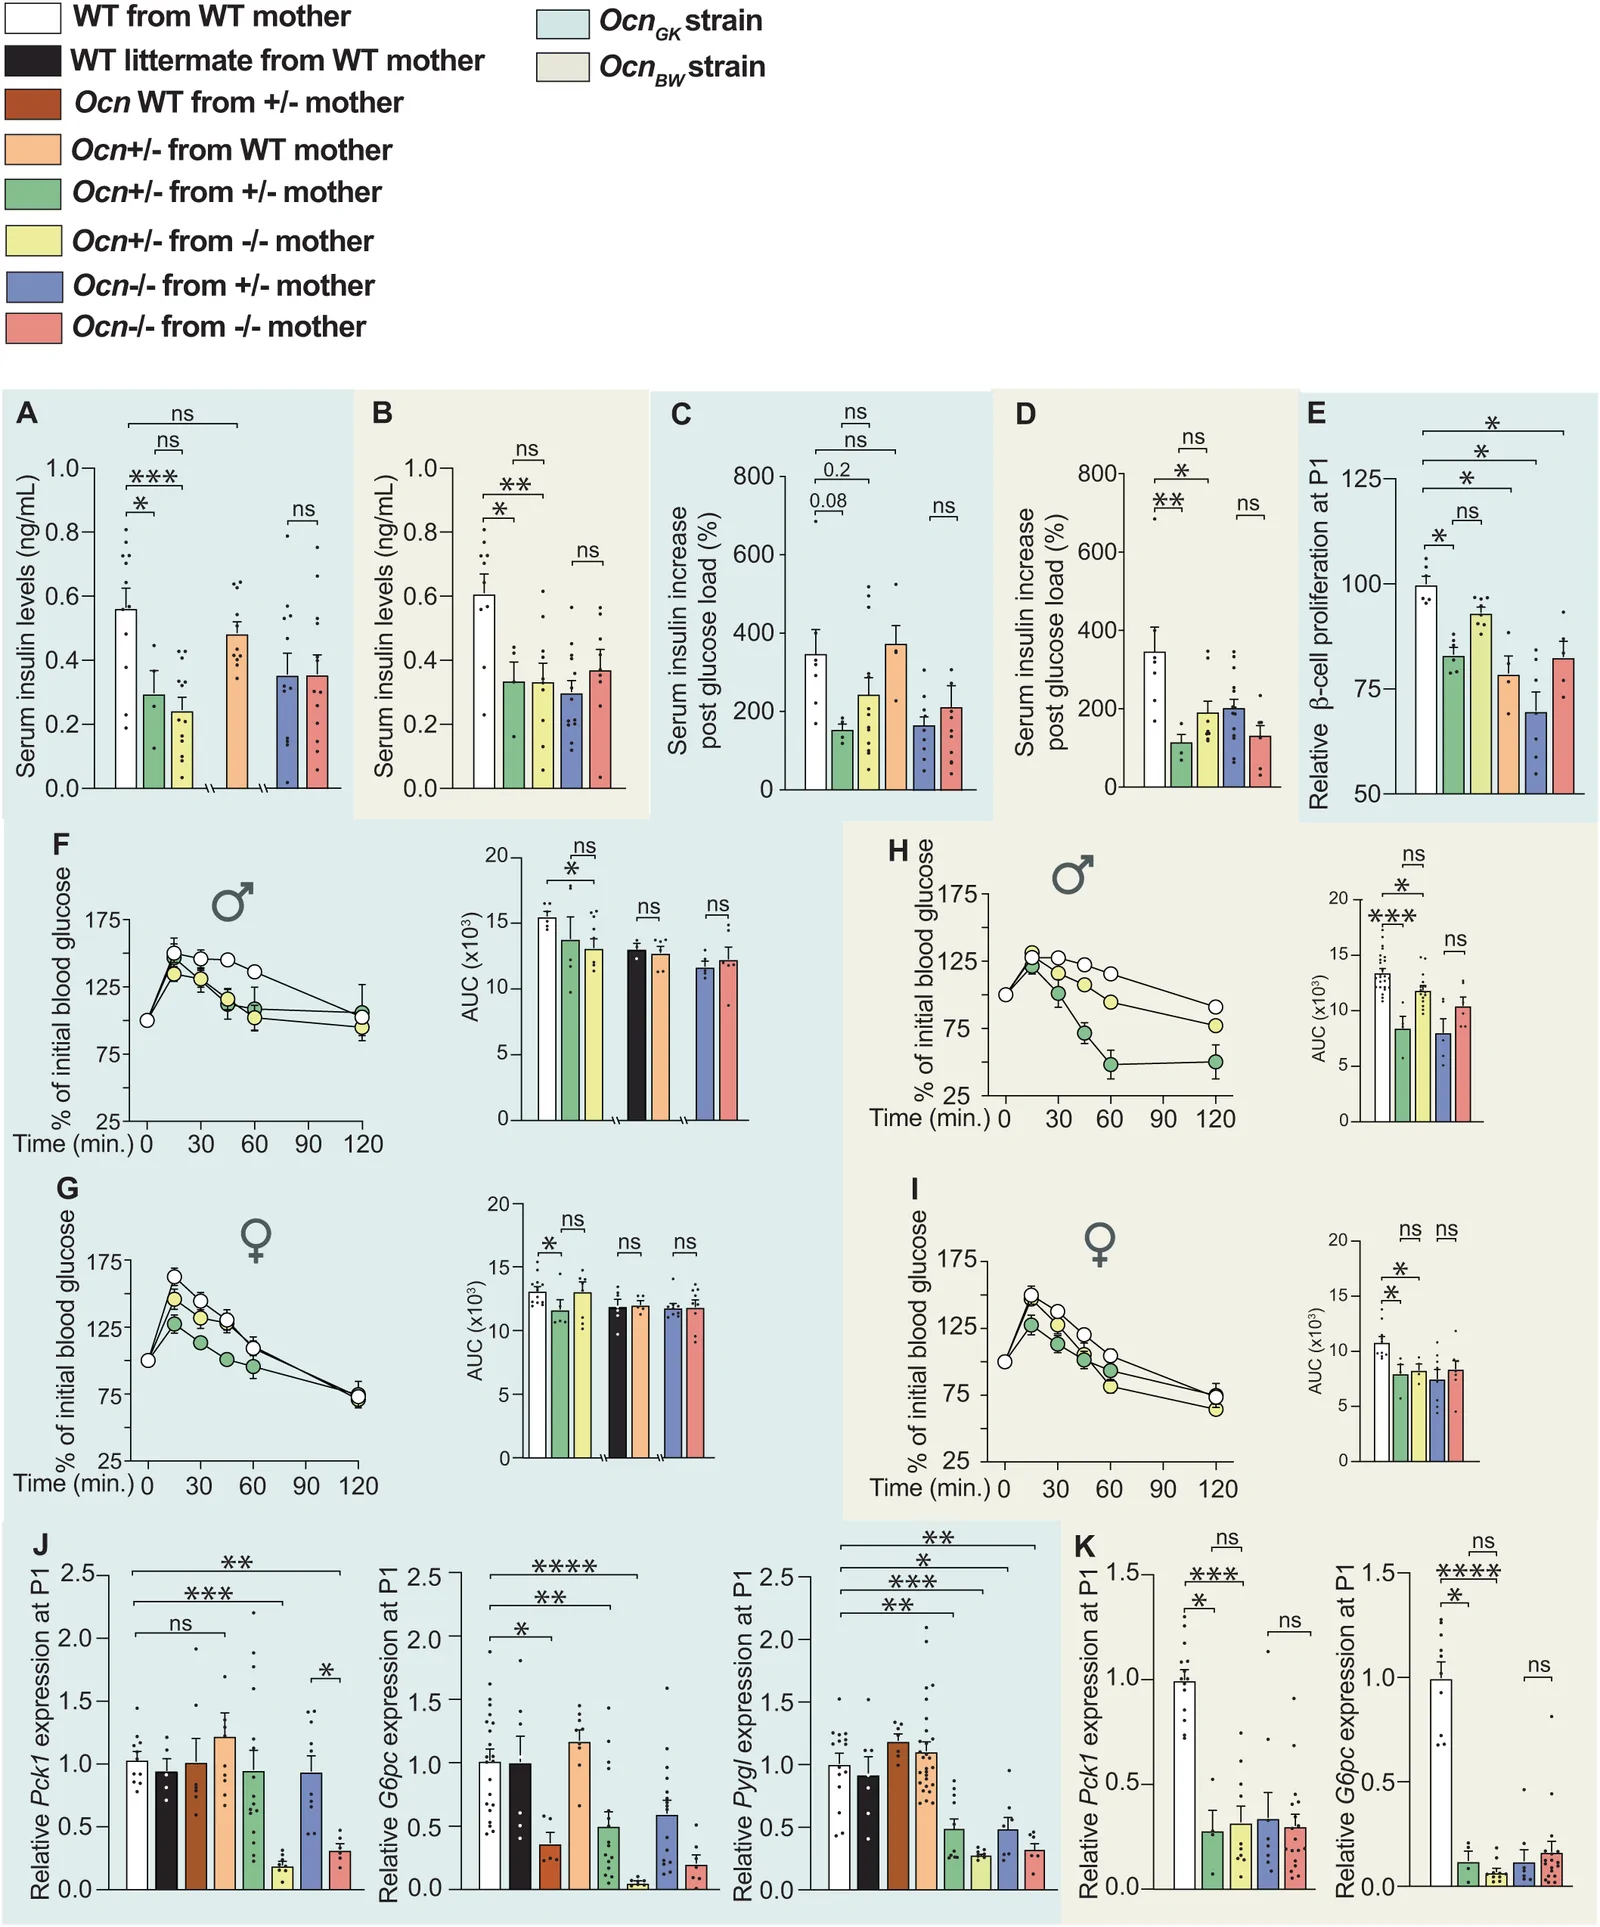
Osteocalcin of developmental origin influences insulin secretion, b-cell proliferation and liver gluconeogenesis in newborn and adult mice. (**A**, **B**) Fasting serum insulin levels in mice of different genotypes of the *Ocn*_*GK*_ mouse strain (**A**). *n* = 4 or more mice per genotype analyzed. *Ocn*_*BW*_ mouse strain (**B**). *n* = 4 or more mice per genotype analyzed. (**C, D**) Relative increases in serum insulin levels between baseline and 2 minutes after glucose administration in a glucose stimulated insulin secretion test in male mice of various genotypes in *Ocn*_*GK*_ mouse strain (**C**). *n* = 4 or more mice per genotype analyzed. *Ocn*_*BW*_ mouse strain (**D**). *n* = 3 or more mice per genotype analyzed. Values were normalized to WT values for comparison. (**E**) Relative β-cell proliferation in pancreas at postnatal day 1 (P1) pups of different genotypes in *Ocn*_*GK*_ mouse measured after Insulin/BrdU immunostaining. Values were normalized to WT values for comparison. *n* = 4 or more mice per genotype analyzed. (**F**–**I**) Percent of initial blood glucose levels and corresponding area under the curve (AUC) in male (**F**, **H**) and female (**G**, **I**) mice of different genotypes in the *Ocn*_*GK*_ mouse strain (**F**, **G**). *n* = 3 or more mice per genotype analyzed. *Ocn*_*BW*_ (**H**, **I**) mouse strain following a Pyruvate tolerance test. *n* = 4 or more mice per genotype analyzed. (**J**) Relative Pck1, G6pc, and Pygl expression in the liver from P1 pups of different genotypes in the *Ocn*_*GK*_ strain. *n* = 5 or more mice per genotype analyzed. (**K**) *Pck1* and *G6pc* relative expression in the liver of P1 pups in the *Ocn*_*BW*_ strain. *n* = 4 or more mice per genotype analyzed. Data information: In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal–Wallis test followed by post hoc multiple comparisons test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, ns: not significant. Source data are available online for this figure.

To assess whether maternal osteocalcin influences the ability of adult *Ocn-deficient* offspring to secrete insulin because it affects β-cell endowment, we performed in vivo BrdU labeling in newborn mice (P1) of various genotypes and quantified β-cell proliferation by double insulin/BrdU immunohisto-fluorescence (IHF). We found that β-cell proliferation was significantly decreased in pancreata of *Ocn*_*GK*_+/− newborn mice compared to what was seen in pancreata of WT pups regardless of the genotype of the mother (Fig. 3E). β-cell proliferation was also significantly decreased in pancreata of *Ocn*_*GK*_*−/−* pups born from *Ocn*_*GK*_+/− or *Ocn*_*GK*_*−/*− mothers (Fig. 3E). Thus, as it is the case for blood glucose levels and insulin secretion, a single *Ocn* allele in the mother cannot rescue a defect in perinatal β-cell proliferation caused by *Ocn* haploinsufficiency (or complete absence) in the embryo.

### *Osteocalcin* genotype of the mother determines whether *osteocalcin* haploinsufficiency in offspring hampers liver gluconeogenesis

Osteocalcin also regulates glucose homeostasis through insulin-independent mechanisms. In particular, osteocalcin signals in hepatocytes through Gprc6a to promote liver gluconeogenesis, a process that is inhibited by insulin signaling (Pi et al, 2020). Therefore, we asked whether liver gluconeogenesis in *Ocn-deficient* offspring is affected by the genotype of the mother.

In both the *Ocn*_*GK*_ and *Ocn*_*BW*_ strains, adult *Ocn*+/− born from WT mothers showed a similar increase of blood glucose levels as WT controls following a pyruvate challenge (Figs. 3F–I and EV2C,E). In contrast, when mothers were *Ocn*+/− *or Ocn*−/−, the increase in blood glucose levels during a pyruvate challenge was lower in adult *Ocn*+/− than in WT controls indicating that *Ocn* haploinsufficiency in the mother determines whether *Ocn* haploinsufficiency in the progeny will hamper liver gluconeogenesis (Fig. 3F–I). In contrast, as observed for blood glucose levels and insulin secretion, adult *Ocn*−/− mice experienced a defect in pyruvate stimulated blood glucose levels of similar severity whether their mothers were *Ocn*+/− or *Ocn*−/− (Figs. 3F–I and EV2D,F–H).

To ascertain the existence of a developmental defect, we also assessed in newborn WT and *Ocn-deficient* mice born from mothers of different genotypes the expression in the liver of *Glycogen Phosphorylase* that encodes an enzyme that breaks down glycogen (*Pygl*) and of *Phosphoenolpyruvate carboxykinase* (*Pck1*) and *Glucose-6-phosphatase* (*G6pc*), two genes that are necessary for liver gluconeogenesis and whose expression is regulated by signaling through Gprc6a, the receptor for osteocalcin (Pi et al, 2011). Expression of these 3 genes was decreased in the liver of *Ocn*+/− and *Ocn*−/− pups compared to WT only if mutant pups were born from *Ocn*-*deficient* mothers (Fig. 3J,K). These results confirmed that *Ocn* haploinsufficiency in embryos hampers liver gluconeogenesis and glucose availability intracellularly in adult offspring only if their mothers lack at least one allele of *Ocn*. This decrease in gene expression was more severe in *Ocn*+/− and *Ocn*−/− pups when mothers were *Ocn*−/− than when they were *Ocn*+/− (Fig. 3J,K). We also observed that *G6pc* expression and to a lesser extent *Pepck* expression were decreased in postnatal day 1 (P1) *Ocn*+/− pups born from WT mothers, an observation indicating that embryonic osteocalcin contributes to setting up the expression of these genes in newborn mice (Fig. 3K). The decrease in expression of these three genes was as or more severe in *Ocn*+/− P1 pups born from *Ocn*−/− mothers than in those born from *Ocn*+/− mothers, but was normal in adult *Ocn*+/− mice regardless of the genotype of their mothers (Compare Figs. 3J,K and EV2I). These results suggest that the abnormal gluconeogenesis observed in adult *Ocn*+/− mice is due to a deficit in osteocalcin signaling during pregnancy.

When taken together, the analysis of these various aspects of glucose homeostasis in *Ocn-deficient* mice of various genotypes, origins, and genetic backgrounds provide convincing evidence that maternal osteocalcin is a determinant of pancreatic β-cell proliferation, insulin secretion, liver gluconeogenesis and overall, glucose homeostasis in adult mice provided it is delivered to embryos at WT levels.

### *The osteocalcin* genotype of the mother determines whether *osteocalcin* haploinsufficiency in offspring hampers testes steroidogenesis

Osteocalcin signaling through Gprc6a in Leydig cells of the testes promotes testosterone biosynthesis in cell culture and maintains normal circulating testosterone levels in adult male mice and humans (Oury et al, 2013a; Oury et al, 2011). At the time these data were collected, it was not known that *Osteocalcin* haploinsufficiency in the mother may determine the consequence of *Osteocalcin* haplo-insufficiency on physiology in the offspring (Oury et al, 2013a; Oury et al, 2011). In view of the results observed when studying various aspects of the regulation of glucose homeostasis by osteocalcin, this became an important question to address.

In both the *Ocn*_*GK*_ and *Ocn*_*BW*_ strains, circulating testosterone levels were significantly decreased in male adult *Ocn*+/− mice born from *Ocn*−/− mothers and to a lower extent in those born from *Ocn*+/− mothers thus verifying that *Osteocalcin* deficiency in mothers determines whether *Ocn* haploinsufficiency in the adult offspring hampers testes endocrine functions (Fig. 4A,B). The same was true for adult *Ocn*−/− mice whether they were born from *Ocn*+/− or *Ocn*−/− mothers (Fig. 4A,B). To assess whether this effect of *Ocn* haploinsufficiency in mothers and embryos on testes steroidogenesis originates in part from a defect of Leydig cell proliferation, we performed in vivo BrdU labeling in newborn mice and quantified Leydig cell proliferation on testes sections using analysis of *Steroidogenic Factor 1* (*Sf1)* expression as a molecular marker of these cells. This analysis revealed that Leydig cell proliferation was markedly decreased in testes of *Ocn*_*GK*_+/− or *Ocn*_*GK*_−/− newborn mice regardless of the genotype of the mother (Fig. 4C). These data indicate that *Ocn* haploinsufficiency in embryos alone hampers proliferation of Leydig cells.

**Figure 4:**
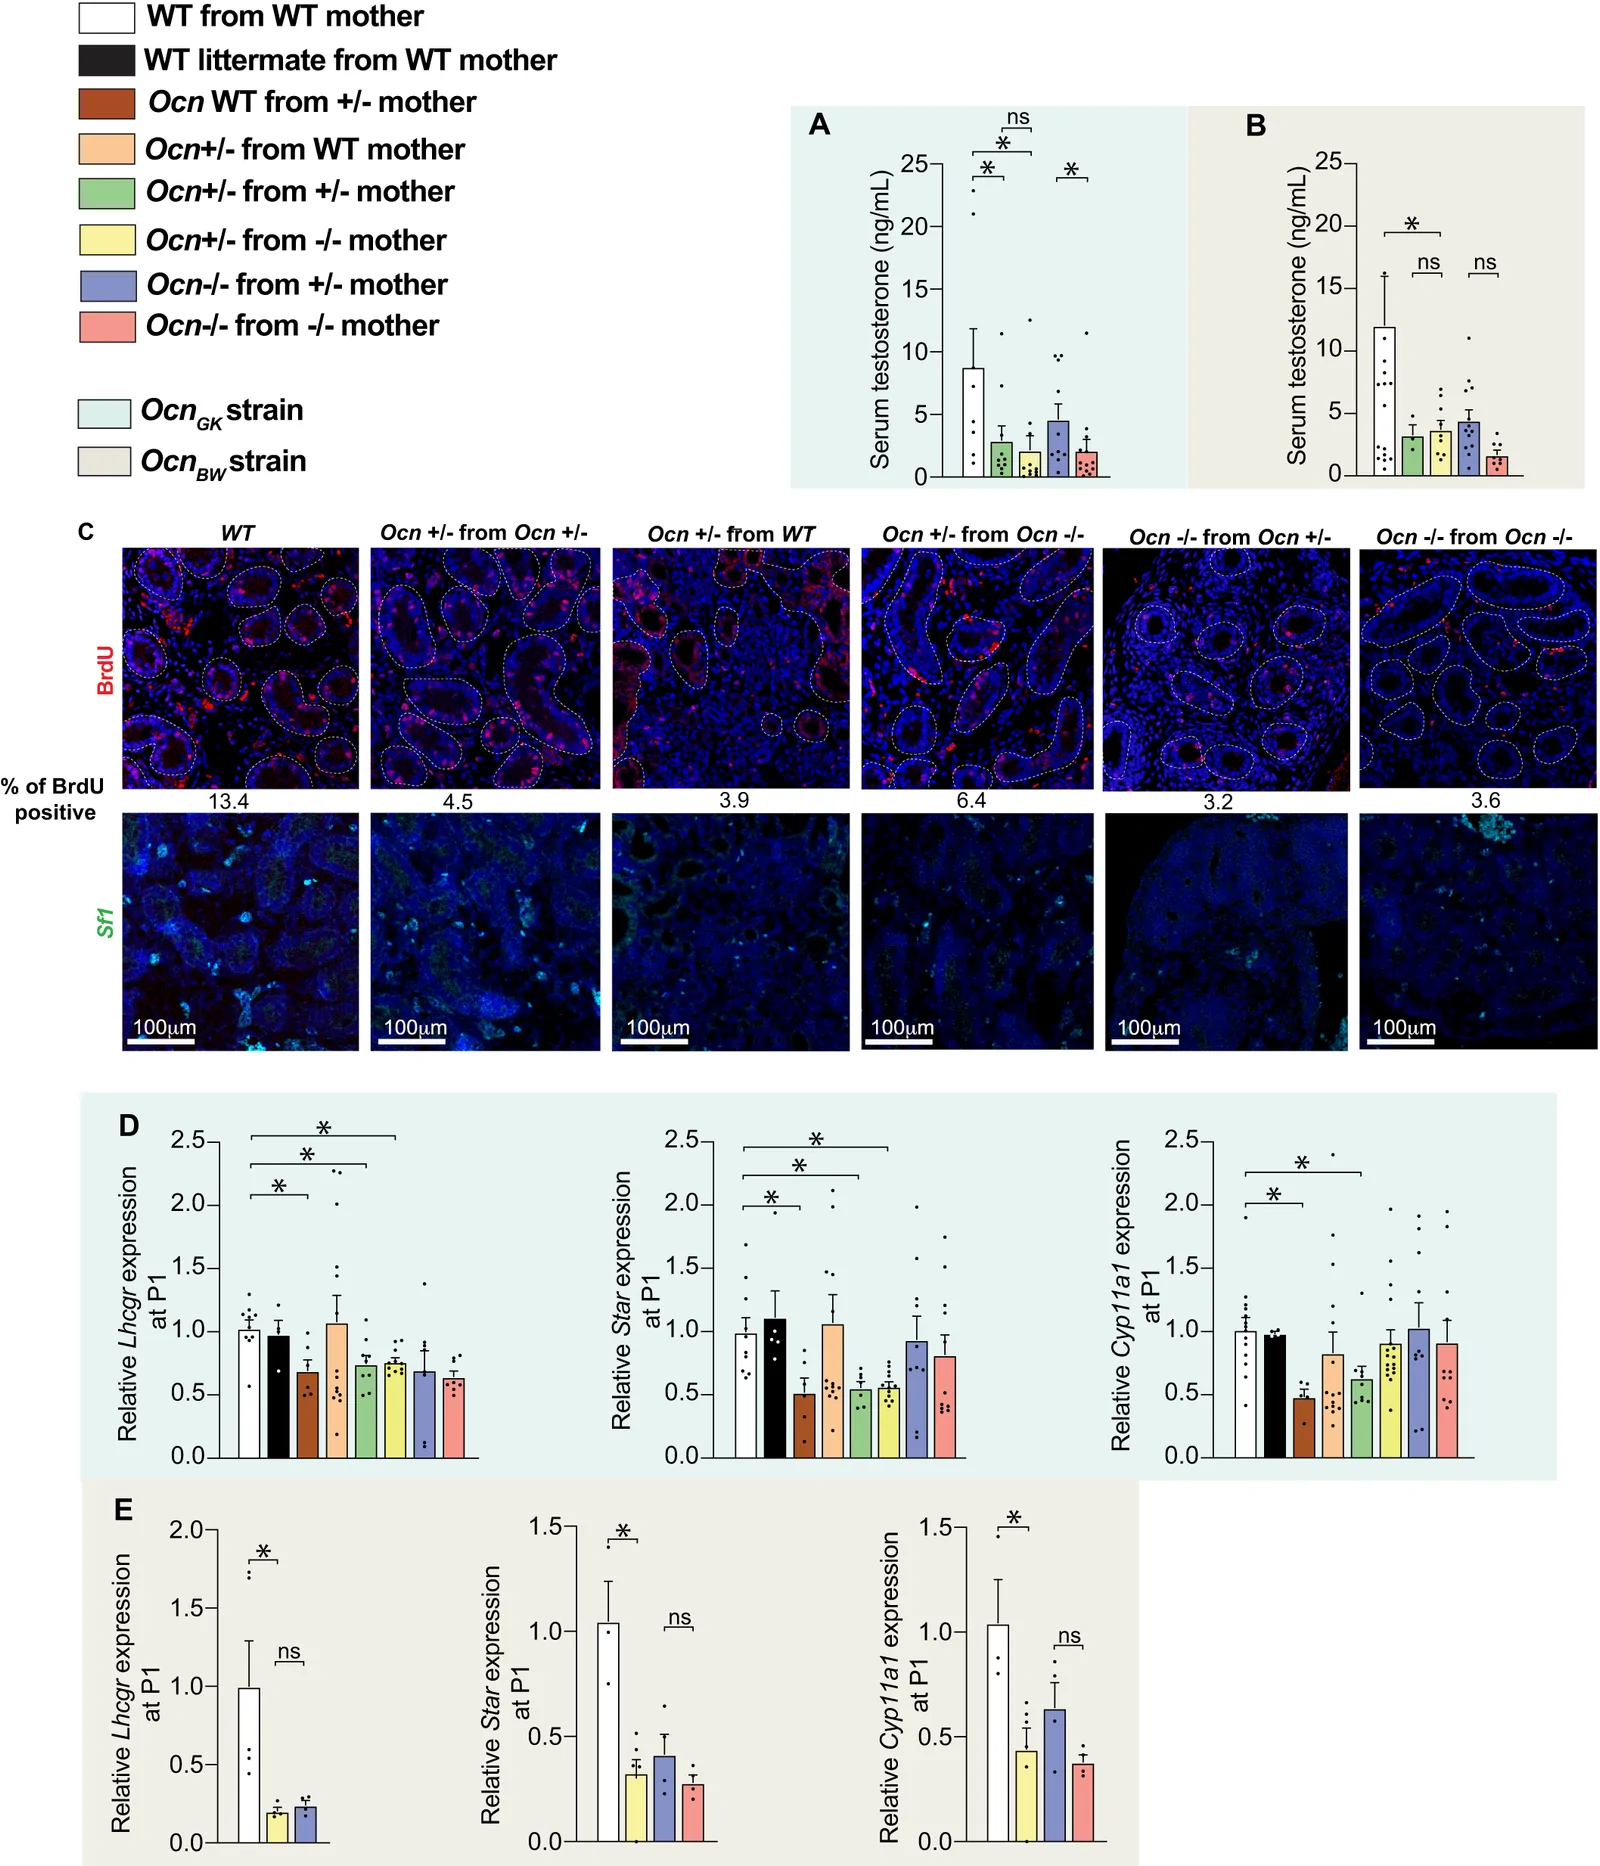
Osteocalcin of developmental origin influences testicular steroidogenesis in newborn and adult mice. (**A**, **B**) Relative testosterone levels in adult mice of different genotypes in *Ocn*_*GK*_ mouse strain (**A**). *n* = 8 or more mice per genotype analyzed. *Ocn*_*BW*_ (**B**) mouse strain. *n* = 3 or more mice per genotype analyzed. Results were normalized to WT levels for comparison. (**C**) BrdU immunostaining and quantification of % BrdU positive cells in testes at P1 in pups of different genotypes in *Ocn*_*GK*_ [top panel] mouse strain. In situ hybridization analysis of *Sf1* in testes at P1 pups of different genotypes in *Ocn*_*GK*_ [bottom panel] mouse strain. (**D**, **E**) Relative *Lhcgr*, *Star* and *Cyp11a1* expression in testes at P1 of different genotypes in *Ocn*_*GK*_ (**D**) mouse strain. *n* = 4 or more mice per genotype analyzed. *Ocn*_*BW*_ (E) mouse strain. *n* = 4 or more mice per genotype analyzed. Data information: In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal–Wallis test followed by post hoc multiple comparisons test. *p < 0.05; ns: not significant. Source data are available online for this figure.

Thus, to determine whether maternal osteocalcin also influences testes development in embryos, we measured expression of *Steroidogenic acute regulatory protein* (*Star*) and *Cytochrome P450 family 11 subfamily A member 1* (*Cyp11a1*), two genes that are necessary for testosterone biosynthesis and whose expression is regulated by *Osteocalcin* (Oury et al, 2011), and of *Luteinizing hormone/choriogonadotropin receptor* (*Lhcgr*), which encodes the receptor of the pituitary hormone luteinizing hormone (LH) that is the canonical regulator of testosterone biosynthesis in Leydig cells (Zirkin and Papadopoulos, 2018). We observed that the expression of *Star* and *Cyp11a1* were decreased in testes of newborn male *Ocn*+/− pups born from *Ocn*+/− or *Ocn*−/− mothers but not in those born from WT mothers (Fig. 4D,E). These results support the notion that *Ocn* expression in mothers and embryos are both necessary and synergize to regulate testes development and thereby of testosterone biosynthesis in offspring.

### Genetic pathways regulated by developmental osteocalcin in testes

The observation that osteocalcin of embryonic and maternal origins cooperates to determine the quality of physiological processes taking place in the pancreas, liver, and testes of adult offspring, raises the question of the molecular modes of action of osteocalcin during gestation. 

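RNA was sequenced from the testes of male mice at postnatal day 1. There were 2 WT pups, from WT mothers, and 3 *Ocn*+/− and 3 *Ocn*−/− pups, all from *Ocn*−/− mothers. No WT pup had an *Ocn*−/− mother, so the pup's genotype, the mother's genotype and the litter changed together between WT and mutant mice. The authors trimmed the reads with TrimGalore, aligned them to the mouse genome build GRCm39 with STAR and counted them per gene with RSEM, which divides a read that matches several genes among them. The deposited unit is therefore RSEM's expected count, which need not be a whole number, and it was deposited for 55359 genes without normalization. A non-whole value occurred in 9625 genes, and values were rounded to whole counts for testing. The counts of a testis summed to between 7302401 and 8289015, with a median of 8165779 in WT, 7328684 in *Ocn*+/− and 7889063 in *Ocn*−/− mice. Names and positions were taken from the GENCODE annotation of GRCm39. Levels are given as CPM, the counts scaled to a common library size, with library sizes normalized by the TMM method of edgeR. A quasi-likelihood model of edgeR with genotype as its only term was fitted to all 8 testes together, over the 16361 genes that passed edgeR's filter on low counts, and its biological coefficient of variation was 0.153. The tests were two-sided, and p was adjusted by the Benjamini-Hochberg method over all genes tested. The paper names edgeR, and its text does not give the test, the filter or the design. The osteocalcin genes *Bglap* and *Bglap2* (chromosome 3, 88290808 to 88291771 and 88285043 to 88286060) could not serve to check the genotypes at this depth, since *Bglap* had 0 to 2 counts per testis and *Bglap2* had 0 counts in every testis, which allows up to 3 counts. Their neighbor *Bglap3* (88275923 to 88280052) had 2 to 17 counts, with an adjusted p of 0.175 in *Ocn*+/− and 0.2 in *Ocn*−/− testes against WT.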

To begin addressing this question, we performed an RNA sequencing (RNA-seq) analysis in testes of newborn WT mice born from WT mothers and in those of newborn *Ocn*+/− and *Ocn*−/− mice born from *Ocn*−/− mothers. Given that circulating testosterone levels were similarly decreased in *Ocn*+/− mice in both the *Ocn*_*GK-*_ and *Ocn*_*BW*_*-deficient* mouse strains, this analysis was performed only in the former strain.

Consistent with results obtained when analyzing testes functions in *Ocn*+/− and *Ocn*−/− adult mice, a clustering of the most dysregulated genes in testes of *Ocn*+/− and *Ocn*−/− newborn mice compared to those of WT ones, failed to distinguish heterozygotes from homozygotes samples (Fig. 5A). 

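For clustering, the 100 genes with the smallest p in a joint edgeR test of both mutant genotypes against WT were taken, and Euclidean distances were computed on log2 CPM centered on each gene's mean. The 2 WT testes parted from the 6 mutant testes at the first branch of the tree, which genes chosen by this difference favor. With the 500 most variable genes they did not part there. Over the 100 genes, mutant and WT testes lay 16.3 apart on average, *Ocn*+/− and *Ocn*−/− testes 5.05, and testes of the same mutant genotype 4.01. The nearest mutant testis had the same genotype for 6 of 6 mutant testes. An exact permutation test of the mutant genotypes gave a one-sided p of 0.1, the smallest that 3 mice against 3 allow. When the mutant testes were divided 3 against 3 in each of the 10 possible ways and the genes chosen anew each time, 6 of the 10 divisions gave this count. With the 85 genes of Fig. 5A, which the study chose on these samples, the nearest mutant testis had the same genotype for 2 of 6 (exact permutation p = 0.8), with mean distances of 7.49 within a genotype and 7.22 between them. With the 500 most variable genes it was 4 of 6 (exact permutation p = 0.2). Tested gene by gene, 0 genes differed between *Ocn*−/− and *Ocn*+/− testes at an adjusted p under 0.05, and 1881 did at an unadjusted p under 0.05. The alternative that moved this count most was no filter on low counts, with 252 genes, and without the *Ocn*+/− testis 2 it was 47 genes.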

Among the most downregulated genes in testes of both *Ocn*+/− and *Ocn*−/− newborn mice we found, as expected, *Star* and *Lhcgr*, two genes involved in testes steroidogenesis (Fig. 5B). Moreover, a gene ontology (GO) term analysis of the genes most significantly downregulated (FC < 0.5) identified a decrease in the expression of markers of hormonal activity in testes of both *Ocn*+/− and *Ocn*−/− newborn mice (GO:0005179) (Fig. 5C–E). Those include *Adrenomedullin* (*Adm)* and *Natriuretic peptide C* (*NppC*) that have been implicated in Leydig cell functions and testes development, respectively (Chan et al, 2008; Xia et al, 2007; Fig. 5C–E). 

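Against WT, 1350 genes of *Ocn*+/− testes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 637 of them higher and 713 lower, and 922 genes of *Ocn*−/− testes did, 416 higher and 506 lower. When libraries were scaled by their size alone, 68.1% of the genes past this threshold were higher in *Ocn*+/− testes, against 47.2% with TMM, and 65.2% against 45.1% in *Ocn*−/− testes. Of the lower genes, 176 in *Ocn*+/− and 188 in *Ocn*−/− testes fell to less than 0.5 of the WT level. The totals depended most on single mice, and were 352 genes without the *Ocn*+/− testis 1 and 409 without the *Ocn*−/− testis 1. Fold changes also followed the GC content of the genes, with a Spearman's rho across genes of 0.43 in *Ocn*+/− and 0.14 in *Ocn*−/− testes. With offsets for GC content, chosen after the data were seen, 846 and 1270 genes were called. Of the calls without offsets, 655 of 1350 and 903 of 922 remained, so GC bias stays open for the other *Ocn*+/− calls. *Lhcgr*, the receptor of luteinizing hormone (ENSMUSG00000024107.8, chromosome 17, 89023909 to 89099473), had 67.8 ± 9.39 CPM in WT (SD, n = 2), 28.9 ± 4.16 in *Ocn*+/− (SD, n = 3) and 29.7 ± 6.63 in *Ocn*−/− testes (SD, n = 3). Its log2 fold change was −1.23 in *Ocn*+/− (standard error 0.183, edgeR adjusted p = 0.00132) and −1.19 in *Ocn*−/− testes (standard error 0.182, edgeR adjusted p = 0.00149). Leaving out each testis in turn kept it between −1.36 and −1.07 in *Ocn*+/− and between −1.36 and −1.02 in *Ocn*−/− testes. *Star*, the steroidogenic acute regulatory protein (ENSMUSG00000031574.9, chromosome 8, 26296583 to 26306010), had 409 ± 154 CPM in WT, 120.7 ± 79.7 in *Ocn*+/− and 125 ± 78.4 in *Ocn*−/− testes. Its log2 fold changes of −1.76 (standard error 0.746, edgeR adjusted p = 0.219) and −1.71 (standard error 0.745, edgeR adjusted p = 0.258) were not past the threshold, and over all alternatives run the adjusted p stayed between 0.0953 and 0.43 in *Ocn*+/− and between 0.124 and 0.455 in *Ocn*−/− testes. The spread of *Star* between mice of one genotype was wide, with log2 fold changes from −2.42 to −1.31 in *Ocn*+/− and from −2.33 to −1.25 in *Ocn*−/− testes as each testis was left out. Of the 50-base stretches of the longest *Star* transcript, 59.4% also occur in transcripts of *Ash2l*, and for *Lhcgr* the share is 0%. For each of these genes all 6 mutant testes lay below both WT testes. For this order an exact one-sided permutation test gives p = 0.0357, the smallest that 2 mice against 6 allow. No overlap in either direction has a chance of 7.14%.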

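The heatplot of Fig. 5E names 53 genes, of which 52 could be tested in testes, and all 52 were lower than in WT in both mutant genotypes, with a median log2 fold change of −1.57 in *Ocn*+/− and −1.54 in *Ocn*−/− testes. The adjusted p was under 0.05 for 34 of them in each genotype, and for 50 in each when p was adjusted over the list alone. The study chose these genes on the same samples, so neither this count nor a test of the set is independent evidence. As a set they ranked lower than the other genes in limma's camera test with a preset correlation of 0.01, with a two-sided p of 1.91e-56 in *Ocn*+/− and 3.57e-64 in *Ocn*−/− testes and an adjusted p of 1.03e-54 and 4.47e-62. Tests of lists were adjusted together, over 376 tests with all libraries and over 184 for the forebrains without WT 3. Neutrophil genes were lower in mutant testes too, by a median of −1.92 in *Ocn*+/− and −2.73 in *Ocn*−/− (−2.42 with scarce genes at their bound). Adipocyte genes were lower by −1.19 and −1.37. More blood or adjoining tissue in the WT testes therefore stays open as a cause for part of the genes of Fig. 5E. Under the hormone activity term the figure names *Adm*, *C1qtnf9*, *Nppc*, *Npy* and *Rln1*. Their median log2 fold change was −1.81 in *Ocn*+/− and −1.73 in *Ocn*−/− testes, with a p of 5.53e-05 and 4.52e-05 in limma's fry test, which presets no correlation, and an adjusted p of 0.000671 and 0.000653. In each genotype 2 of the 5 genes were past the threshold over all genes tested and 5 when adjusted over the list alone. *C1qtnf9*, which encodes a secreted C1q-like protein (ENSMUSG00000071347.4, chromosome 14, 61005197 to 61018318), fell from 10.2 ± 0.804 CPM (SD, n = 2) to 2.8 ± 0.55 in *Ocn*+/− and 3.04 ± 1.28 in *Ocn*−/− testes (SD, n = 3 each). This was a log2 fold change of −1.85 (edgeR adjusted p = 0.00788) and −1.73 (edgeR adjusted p = 0.0114), and 17.2% of the 50-base stretches of its transcript occur in another gene. *Npy* (neuropeptide Y, ENSMUSG00000029819.7, chromosome 6, 49799026 to 49806489) had 1 to 20 counts per testis, and was at least 5.33-fold lower in *Ocn*−/− testes, where it had 2 counts at most (edgeR adjusted p = 0.0167, with 0.00025 to 0.0649 over all alternatives, the highest without the *Ocn*−/− testis 1). In *Ocn*+/− testes its log2 fold change of −1.8 had an edgeR adjusted p of 0.101. *Rln1* (relaxin 1, ENSMUSG00000039097.6, chromosome 19, 29308570 to 29312070), with 2 to 13 counts per testis, had log2 fold changes of −2.19 (edgeR adjusted p = 0.0649) and −2.27 (edgeR adjusted p = 0.069). With edgeR's likelihood ratio test in place of the quasi-likelihood test, the adjusted p was 0.0432 for *Npy* in *Ocn*+/− testes, and 0.0175 and 0.015 for *Rln1*, the lowest of ranges over all alternatives that reached 0.186, 0.186 and 0.17.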

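*Adm* (ENSMUSG00000030790.16, chromosome 7, 110226858 to 110229027) had 16 to 52 counts per testis. Its level was 6.46 ± 0.15 CPM in WT (SD, n = 2), 3.11 ± 0.699 in *Ocn*+/− (SD, n = 3) and 3.04 ± 1.67 in *Ocn*−/− testes (SD, n = 3). The log2 fold change was −1.05 in *Ocn*+/− (standard error 0.407, edgeR adjusted p = 0.114) and −1.09 in *Ocn*−/− testes (standard error 0.406, edgeR adjusted p = 0.12), so neither was past the threshold. The *Ocn*−/− value rested on 1 mouse, and without the *Ocn*−/− testis 2 it was −1.63 (edgeR adjusted p = 0.0217, with 0.0217 to 0.3 over all alternatives). Of the 50-base stretches of the *Adm* transcript, 14.8% occur in another annotated gene. *Nppc* (ENSMUSG00000026241.6, chromosome 1, 86594013 to 86598301) had 8 to 46 counts per testis, or 4.85 ± 1.36 CPM in WT, 1.38 ± 0.484 in *Ocn*+/− and 2.26 ± 0.624 in *Ocn*−/− testes. Its log2 fold change was −1.81 in *Ocn*+/− testes (standard error 0.451, edgeR adjusted p = 0.024, with 0.00344 to 0.0841 over all alternatives, the highest without the *Ocn*+/− testis 1). In *Ocn*−/− testes it was −1.09 (standard error 0.43, edgeR adjusted p = 0.138). The difference between the mutant genotypes was not past the threshold for either gene.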

We also observed that expression of *Period circadian protein homolog 1* (*Per1*), a core gene involved in circadian rhythm, and of *Pck1*, a main control point for gluconeogenesis, was decreased in testes of *Ocn*+/− and *Ocn*−/− newborn mice (Figs. 5A,B and EV3A). 

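*Per1* (ENSMUSG00000020893.18, chromosome 11, 68986035 to 69002300) had 248 to 1227 counts per testis. Its level was 147.8 ± 9.88 CPM in WT (SD, n = 2), 49.99 ± 5.38 in *Ocn*+/− (SD, n = 3) and 39.93 ± 8.96 in *Ocn*−/− testes (SD, n = 3). The log2 fold change was −1.56 in *Ocn*+/− (standard error 0.159, edgeR adjusted p = 2.66e-05) and −1.89 in *Ocn*−/− testes (standard error 0.16, edgeR adjusted p = 7.7e-06). With each testis left out in turn it stayed between −1.62 and −1.47 in *Ocn*+/− and between −2.07 and −1.75 in *Ocn*−/− testes. *Pck1* (phosphoenolpyruvate carboxykinase 1, ENSMUSG00000027513.12, chromosome 2, 172994744 to 173001066) was near the limit of detection. It had 15 and 26 counts in the WT testes, 1, 1 and 7 in *Ocn*+/− testes and 3, 2 and 5 in *Ocn*−/− testes, which made 2.61 ± 0.945, 0.407 ± 0.481 and 0.414 ± 0.195 CPM. Its log2 fold change was −2.66 in *Ocn*+/− (standard error 0.756, edgeR adjusted p = 0.0409) and −2.61 in *Ocn*−/− testes (standard error 0.744, edgeR adjusted p = 0.0494). Single mice decided these calls, and over all alternatives the adjusted p ran from 0.00403 to 0.139 and from 0.00475 to 0.132. The adjusted p rose to 0.139 without the *Ocn*+/− testis 1 to 0.0764 without the *Ocn*+/− testis 2 and to 0.054 without the *Ocn*−/− testis 1 in the one comparison, and to 0.132, 0.0833 and 0.0598 without the *Ocn*−/− testis 1, 2 and 3 in the other.

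**Figure D1:**
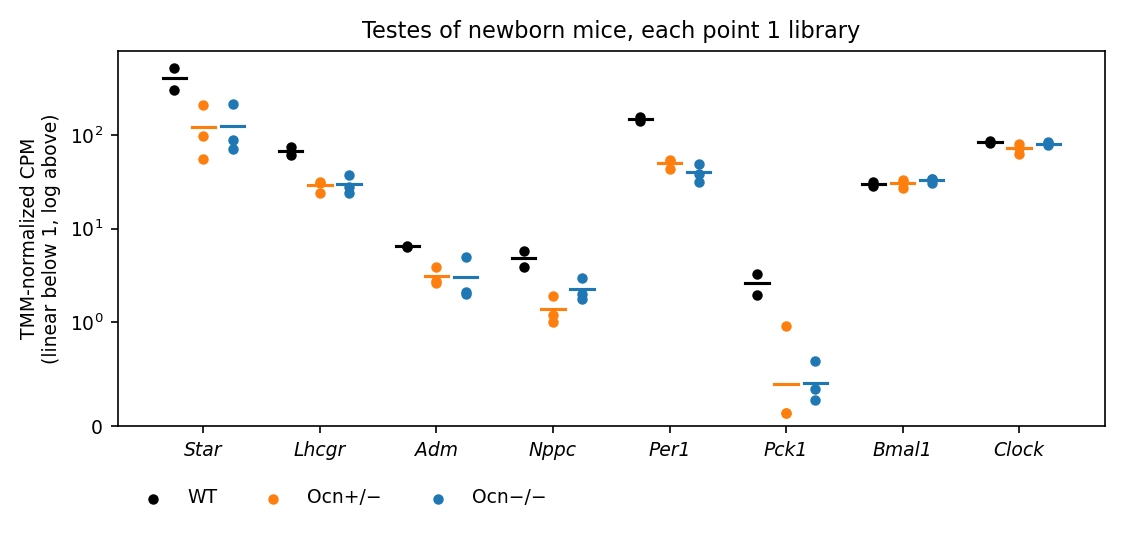
Level of 8 genes in each testis in CPM after TMM normalization, by genotype (WT n = 2, *Ocn*+/− n = 3, *Ocn*−/− n = 3), on an axis that is linear below 1 CPM and logarithmic above. Points are single testes and bars the mean of a genotype; *Per1* lies at 147.8 CPM in WT and at 49.99 and 39.93 CPM in the mutants, while *Star* spreads widely within each genotype.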

In agreement with this latter observation, the GO term analyses based on the genes significantly downregulated (FC < 0.5) highlighted numerous pathways involved in glucose homeostasis such as glucose (GO:0006006), hexose (GO:0019318) and pyruvate (GO:0006090) metabolism (Figs. 5D and EV3B). Furthermore, a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified gluconeogenesis (mmu00010) as the most downregulated pathway in testes of both *Ocn*+/− (stat.mean = −3.6; *p* value = 3.9e-04, *q*-value = 3.4e-02) and *Ocn*−/− newborn mice (stat.mean = −3.6; *p* value = 2.2e-04, *q*-value = 5.0e-02) (Fig. 5F). 

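The netplot of Fig. 5D joins 9 genes to its glucose, hexose and pyruvate terms. Their median log2 fold change was −1.2 in *Ocn*+/− and −1.39 in *Ocn*−/− testes, and all 9 were past an adjusted p of 0.05 in both comparisons. The study chose them on these samples by their decrease. *Ldha*, the lactate dehydrogenase A gene (chromosome 7, 46490899 to 46505061), fell from 492 ± 53 CPM in WT (SD, n = 2) to 169 ± 13.9 in *Ocn*+/− and 175 ± 22.4 in *Ocn*−/− testes (SD, n = 3 each), with log2 fold changes of −1.54 (edgeR adjusted p = 5.61e-06) and −1.49 (edgeR adjusted p = 8.9e-06). *Pgk1*, for phosphoglycerate kinase (chromosome X, 105230706 to 105247305), fell from 377 ± 84 to 127 ± 13.5 and 133 ± 3.28 CPM, with log2 fold changes of −1.57 (edgeR adjusted p = 6.8e-06) and −1.51 (edgeR adjusted p = 1.24e-05). *Tpi1*, for triosephosphate isomerase (chromosome 6, 124787549 to 124791273), fell from 327 ± 50.1 to 146 ± 11.2 and 141 ± 11.4 CPM (edgeR adjusted p = 6.98e-05 and 4.88e-05). *Pdk4*, a kinase that inhibits pyruvate dehydrogenase (chromosome 6, 5483097 to 5496339), had log2 fold changes of −1.12 (edgeR adjusted p = 0.0254) and −1.51 (edgeR adjusted p = 0.00652). Pseudogenes and neighbors share 68% of the 50-base stretches of *Pgk1*, 22.8% of *Ldha* and 18.5% of *Tpi1*. Another 17 genes of Fig. 5D stand under its hypoxia terms, with a median of −1.43 in *Ocn*+/− and −1.36 in *Ocn*−/− testes, and 13 and 12 of them were past the threshold over all genes tested.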

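A list of 62 genes of glycolysis and gluconeogenesis was written down by hand, since KEGG's own list was not at hand, and 51 of them could be tested in testes. Their median log2 fold change was −0.34 in *Ocn*+/− and −0.35 in *Ocn*−/− testes. In *Ocn*+/− testes 41 were lower, 17 of them past an adjusted p of 0.05, and 1 was past it upward; in *Ocn*−/− testes 39 were lower, with 15 past it and 0 upward. Adjusted over the list alone, 21 and 20 were past it. The set ranked lower than the other genes in camera with the preset correlation (p of 5.64e-12 and 2.81e-13, adjusted p of 3.37e-11 and 1.76e-12) and in fry (p of 0.00112 and 0.00108, adjusted p of 0.0049 and 0.00483). With the correlation among the list's genes estimated from the data, camera gave a p of 0.0189 and 0.0162 and an adjusted p of 0.0748 and 0.0662. The calls by the preset correlation for the genes of Fig. 5D, 5E and 5F and for the hormone activity term held in fry and with an estimated correlation. The study chose these genes on the same samples, so none of these tests is independent evidence. With only the genes specific to gluconeogenesis the median was reversed in *Ocn*+/− testes, to 0.08. Fig. 5F names 20 genes, and the 19 tested were all lower, with a median of −0.78 in *Ocn*+/− and −0.84 in *Ocn*−/− testes and 15 and 14 past the threshold, the alternative that moved the median most. The study chose these 20 on its own samples.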

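Steroidogenesis was also tested through a list of 12 genes of Leydig cells, all of which could be tested in testes. The median log2 fold change was −0.35 in *Ocn*+/− and −0.52 in *Ocn*−/− testes, 9 and 8 genes were lower, and 1 and 2 were past an adjusted p of 0.05 (2 and 4 when adjusted over the list alone). Camera with the preset correlation gave a p of 0.0031 and 0.00121 (adjusted p of 0.00821 and 0.0034), which did not hold in fry (p of 0.0735 and 0.0653, adjusted p of 0.152 and 0.143) or with an estimated correlation (p of 0.221 and 0.195). *Cyp11a1*, which encodes the enzyme that starts steroid synthesis from cholesterol (ENSMUSG00000032323.14, chromosome 9, 57913694 to 57935933), had 417 ± 6.63 CPM in WT (SD, n = 2), 220 ± 84.9 in *Ocn*+/− and 195 ± 30.7 in *Ocn*−/− testes (SD, n = 3 each). Its log2 fold changes of −0.93 (standard error 0.298, edgeR adjusted p = 0.102) and −1.10 (standard error 0.298, edgeR adjusted p = 0.079) were not past the threshold. They were past it with edgeR's likelihood ratio test (adjusted p = 0.0283 and 0.00802) and without the *Ocn*+/− testis 2 (0.0229 and 0.00151) or 3 (0.0101 and 0.00646), in ranges over all alternatives of 0.000357 to 0.271 and 2.83e-05 to 0.22. From the lower level of *Star* and *Lhcgr*, of hormone genes, of *Per1* and *Pck1* and of glucose metabolism pathways in testes of both mutant genotypes, the paper reasons that loss of 1 *Ocn* allele in the embryo changes these functions when the mother lacks *Ocn*, with the molecular clock named as a possibility.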

Taken together these results indicate that, when mothers are *Ocn-deficient*, *Ocn* haploinsufficiency in embryos disrupts testes steroidogenesis, gluconeogenesis, and possibly, the molecular clock in newborn mice.

**Figure 5:**
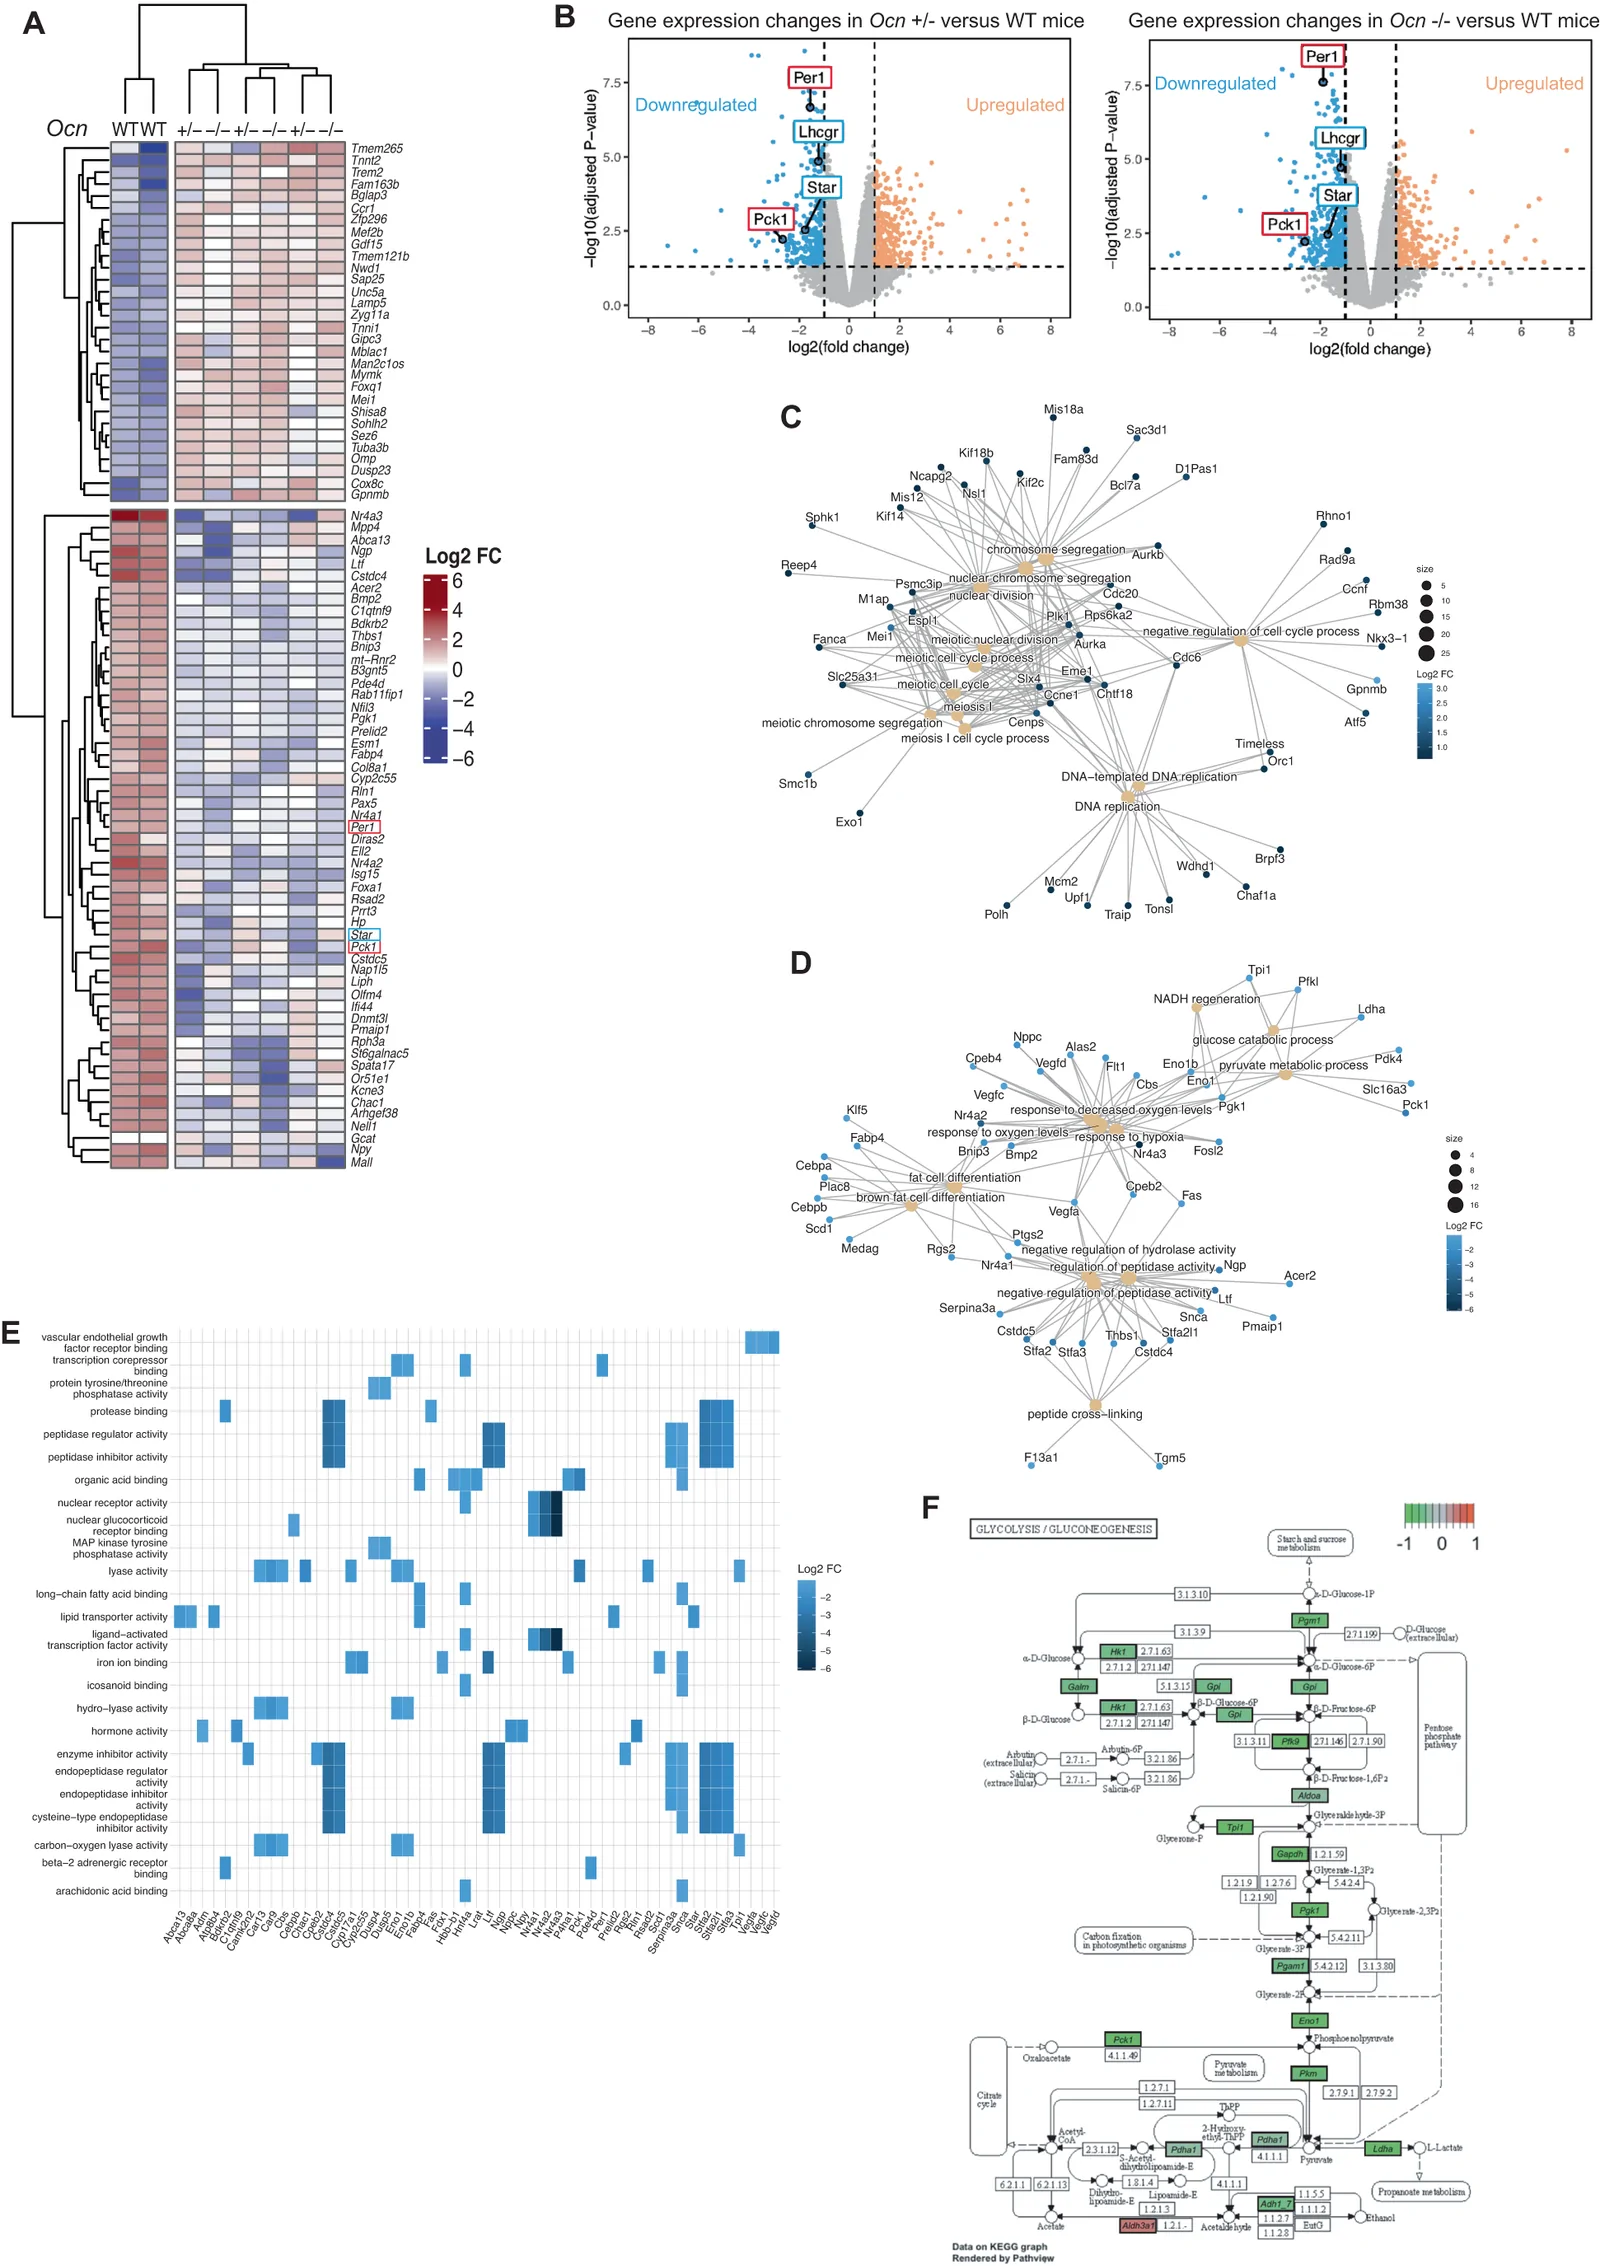
Transcriptomic analysis of osteocalcin signaling in testes of newborn mice of different genotypes. (**A**) Heatmap illustrating results of unsupervised hierarchical clustering of testes obtained from WT (*n* = 2), *Ocn*+/− (*n* = 3) and *Ocn*−/− (*n* = 3) mice. (**B**) Volcano plots of the genes differentially expressed in testes from *Ocn*+/− [left panel] and *Ocn*−/− [right panel] mutant compared to WT mice. Each dot represents one gene or pseudogene (*n* = 3). (**C**, **D**) Category netplots depicting the linkages between the top 12 biological processes (GO term) and genes that are significantly (**C**) upregulated or (**D**) downregulated in the testes of both *Ocn*+/− and *Ocn*−/− compared to WT mice. (**E**) Heatplot of the top 25 GO molecular functions (GO term) that are significantly downregulated in both *Ocn*+/− and *Ocn*−/− compared to WT mice. (**F**) KEGG pathview graph of glycolysis/gluconeogenesis pathways comparing the transcriptomic data obtained from *Ocn*+/− mice to those from WT mice. Data information: Values close to −1 (green) indicate a downregulation of the gene in *Ocn*+/− compared to WT, values close to 0 (gray) indicate no difference and values close to 1 (red) indicate an upregulation in *Ocn*+/− compared to WT.

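By a rule set beforehand, genes past the threshold in both mutant genotypes, with every mutant testis on one side of both WT testes and at least 1 CPM in the higher group, were ranked by their mean log2 fold change, and the first 3 in each direction are given. The 3 that rose all had 0 counts in both WT testes. *Gm3194* (ENSMUSG00000094825.9, chromosome 14, 17014306 to 17031710) had 16 to 39 counts in each mutant testis, at least 11.7-fold higher in *Ocn*+/− and at least 9.05-fold higher in *Ocn*−/− testes. For *Gm6039*, a processed pseudogene (chromosome X, 74276669 to 74277918) with 5 to 19 counts, the bounds were at least 4.84-fold and 3.15-fold higher. For *Gm7967*, a long noncoding RNA (chromosome 1, 98517162 to 98693618) with 5 to 17 counts, they were at least 3.43-fold and 4.26-fold higher. Other genes share 99.9% of the 50-base stretches of *Gm3194*, 67.4% of *Gm6039* and 8.3% of *Gm7967*. Of the 3 that fell, *Nr4a3* (chromosome 4, 48045153 to 48086447) had 33.8 ± 16.0 CPM in WT (SD, n = 2), 0.494 ± 0.406 in *Ocn*+/− and 1.9 ± 1.65 in *Ocn*−/− testes (SD, n = 3 each), with log2 fold changes of −6.07 (edgeR adjusted p = 0.00245) and −4.12 (edgeR adjusted p = 0.00563). *Nr4a2*, which like *Nr4a3* encodes an orphan nuclear receptor that is induced rapidly by signals (chromosome 2, 56996842 to 57014331), fell from 53.9 ± 19.3 to 3.61 ± 0.673 and 4.69 ± 1.17 CPM (edgeR adjusted p = 9.93e-07 and 3.63e-06). *Chil3*, a chitinase-like gene (chromosome 3, 106054870 to 106074880), had 19 and 13 counts in WT and 0 to 1 in mutant testes, at least 4.97-fold lower in *Ocn*+/− and at least 5.36-fold lower in *Ocn*−/−, with 27.7% of its stretches shared.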

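Fig. 5C names 49 genes among the upregulated ones, which the study chose on these samples. All 49 could be tested in testes, with a median log2 fold change of 0.79 in *Ocn*+/− and 0.77 in *Ocn*−/− testes. The adjusted p was under 0.05 for 39 and 32 of them, and for all 49 in both genotypes when adjusted over the list alone. Camera with the preset correlation gave a p of 7.66e-34 and 6.78e-38 (adjusted p of 1.8e-32 and 2.32e-36), and fry gave a p of 0.00177 and 0.00148 (adjusted p of 0.00701 and 0.00605). With an estimated correlation the adjusted p was 0.0671 and 0.0548. Of the 85 genes of Fig. 5A, 38 were past the threshold downward and 20 upward in *Ocn*+/− testes, and 41 and 15 in *Ocn*−/− testes.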

### Developmental osteocalcin regulates similar genetic pathways in the liver, pancreas, and testes

The results of the transcriptomic analysis performed in testes provided us with the opportunity to ask whether the same genes are regulated by the interplay between maternal and embryonic osteocalcin in the pancreas and the liver, two organs where osteocalcin also signals through Gprc6a. Prior to performing this analysis, we verified by qPCR that the expression of a few genes identified as dysregulated by the transcriptomic analysis were indeed affected in testes of *Ocn-deficient* newborn mice. This survey showed that expression of *Per1* and *Pck1* was significantly decreased in testes of *Ocn*−/− and *Ocn*+/− pups whether they were born from *Ocn*+/− or *Ocn*−/− mothers (Fig. 6A,B). In contrast, the expression of these two genes was not decreased in testes of *Ocn*+/− pups born from WT mothers (Fig. 6A,B). These results further establish that *Ocn* haploinsufficiency in embryo affects programs of gene expression in testes only if mothers are *Ocn-deficient* too.

**Figure 6:**
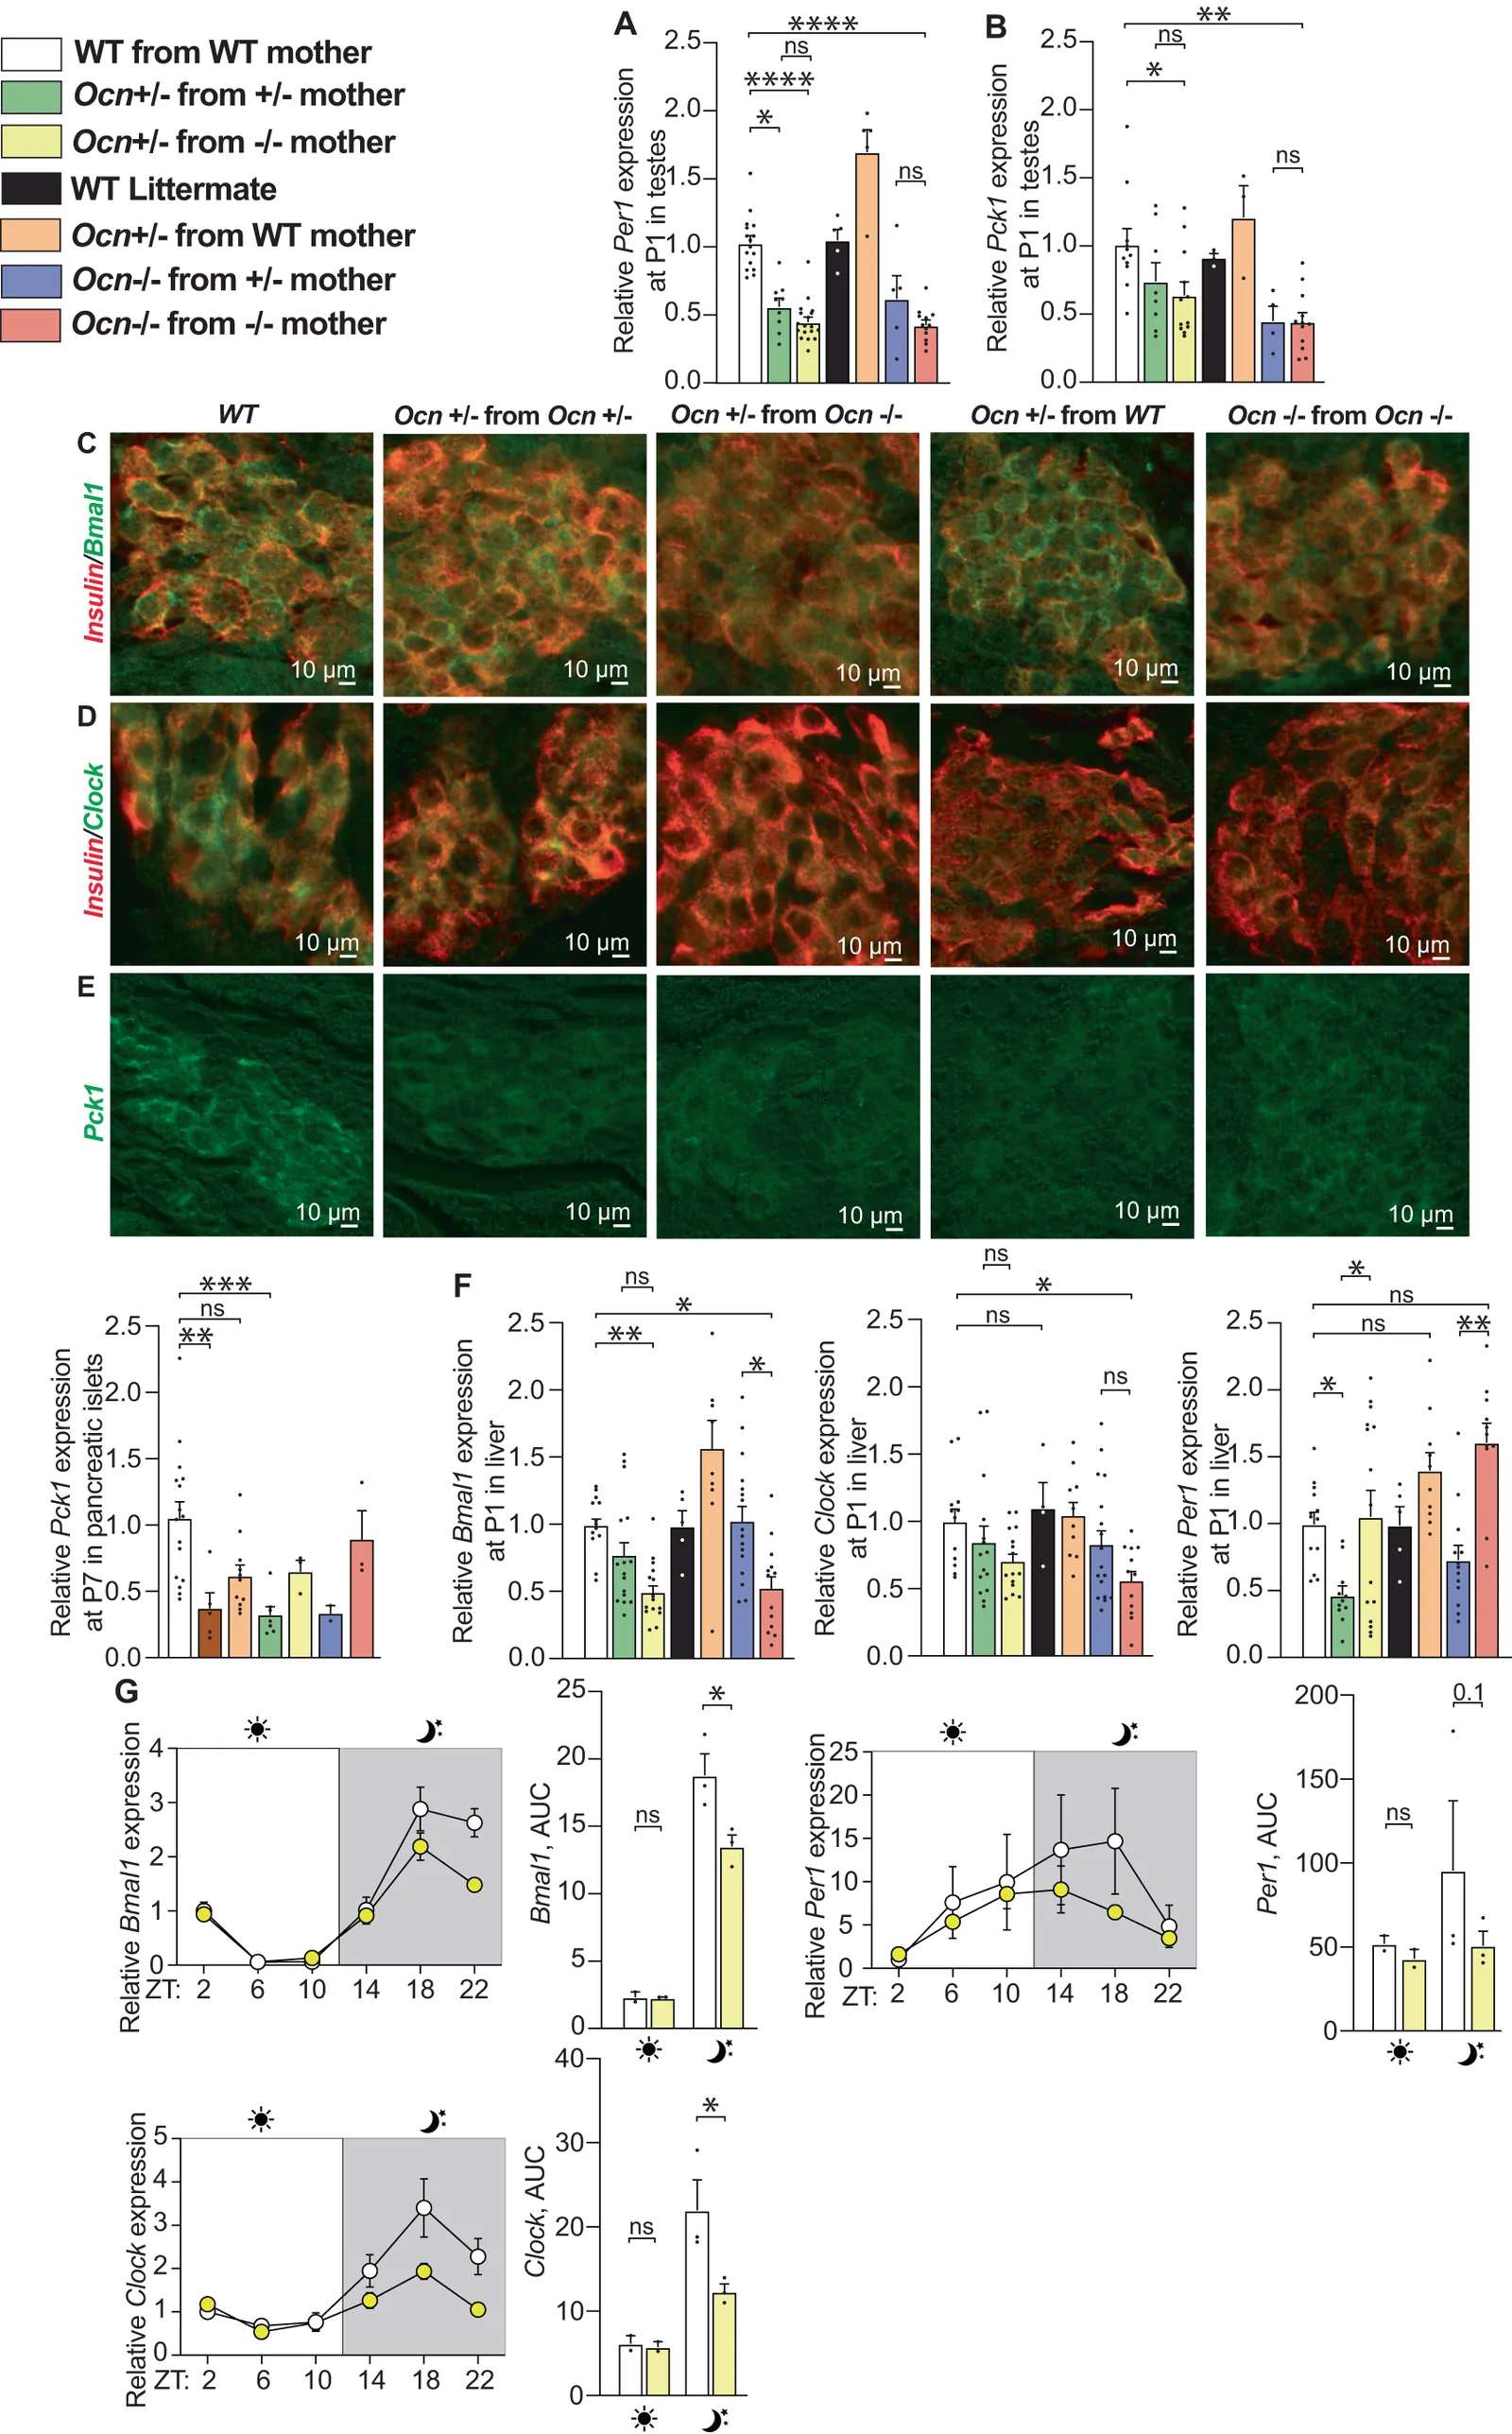
Expression of components of molecular clock and a gluconeogenic enzyme in the pancreas, liver and testes depends on the *Ocn* genotype of the mother. (**A**) Relative expression of circadian rhythm-related gene (*Per1*) in testes of P1 pups in different genotypes from the *Ocn*_*GK*_ mouse strain. *n* = 5 or more mice per genotype analyzed. (**B**) Relative expression of glucose homeostasis-related gene (*Pck1*) in testes at P1 pups of different genotypes from the *Ocn*_*GK*_ mouse strain. *n* = 4 or more mice per genotype analyzed. (**C**–**E**) Immunohistofluorescence analysis of Bmal1 (**C**), Clock (**D**), and Pck1 (**E**) levels in pancreata of P1 pups of different genotypes in the *Ocn*_*GK*_ strain. In (**C**, **D**), co-immunolocalization of insulin levels was used to identify β-cells. (**F**) Relative expression of circadian rhythm-related gene (Bmal1, Clock, and Per1) in liver of P1 pups of different genotypes in the *Ocn*_*GK*_ mouse strain. *n* = 4 or more mice per genotype analyzed. (**G**) Relative expressions and quantifications of area under the curve (AUC) of circadian rhythm-related genes *Bmal1*, *Clock*, *Per1* during the course of 24 h in the liver of adult mice of different genotypes in the *Ocn*_*GK*_ strain. *n* = 3 or more mice per genotype analyzed. Data information: In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal–Wallis test followed by post hoc multiple comparisons test. *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001, ns: not significant. Source data are available online for this figure.

Having verified the validity of the RNA-Seq study in testes, we turned our attention to the pancreas and liver. We first asked through immunofluorescence whether the accumulation of components of the molecular clock or implicated in gluconeogenesis in pancreatic islets of newborn mutant mice was modified (Fig. 6C–E). The absence of an anti-Per1 antibody that could be used on paraffin sections prevented the analysis of its expression, but the levels of Bmal1 and Clock, two other key components of the molecular clock, were lower in pancreatic islets of *Ocn*+/− pups born from *Ocn*+/− or *Ocn*−/− mothers than in those of WT pups (Fig. 6C,D). For Bmal1, the decrease in its accumulation was not seen in *Ocn*+/− pups born from WT mothers (Fig. 6C). The accumulation of Pck1 was also decreased in islets of *Ocn*+/− newborn mice regardless of the genotype of their mothers (Fig. 6E). These results are consistent with the notion that embryonic and maternal osteocalcin synergize to influence the expression of key components of the molecular clock and of the gluconeogenic pathway in pancreatic islets in newborn mice.

In the liver, we relied on gene expression analysis and observed that the expression of *Per1, Bmal1* and *Clock*, was significantly decreased in newborn *Ocn*−/− and *Ocn*+/− mice born from *Ocn*−/− mothers (Fig. 6F). In contrast, only *Per1* expression was significantly decreased in *Ocn*+/− mice born from *Ocn*−/− mothers suggesting a greater sensitivity of this gene’s regulation to osteocalcin levels (Fig. 6F). Expression of these three genes was normal in the liver of *Ocn*+/− newborn pups born from WT mothers, verifying that *Ocn* haploinsufficiency in embryos affects liver gene expression in offspring only if their mothers were *Ocn-deficient* too (Fig. 6F). We also observed that the rhythmic expression of *Per1, Bmal1,* and *Clock* was perturbed in the liver of adult *Ocn*+/− mice born from *Ocn*−/− mothers (Fig. 6G). These results are consistent with the notion that osteocalcin of maternal and embryonic origins synergizes to determine expression of the same key components of the molecular clock and gluconeogenic pathways in the liver, pancreas, and testes of newborn and adult offspring.

### Developmental osteocalcin regulates distinct genetic pathways in the brain

The results presented above raised the question as to whether osteocalcin regulates the same genes and genetic pathways in all organs independently of the receptor through which it signals. To address this question, we performed an RNA-seq analysis in the forebrain (including the hippocampus) where osteocalcin signals through Gpr158 and Gpr37 (Khrimian et al, 2017; Qian et al, 2021). 

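The forebrain set held 9 libraries, from 3 WT, 3 *Ocn*+/− and 3 *Ocn*−/− mice at postnatal day 1, while Fig. 7A counts 2 WT mice. The sample labels name the tissue hippocampus, and the paper names it forebrain including the hippocampus. Expected counts of RSEM were deposited as for testes, and summed to between 6518151 and 14621584 per forebrain, with a median of 8778595 in WT, 14398834 in *Ocn*+/− and 13047068 in *Ocn*−/− mice. The WT forebrain 3 stood apart from the others. It had 11704 counts of *Xist*, the RNA of the inactive X chromosome, where the other forebrains had 0 to 7. It had 0 counts of the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, where the other forebrains had 1285 to 2274 in sum, although the paper describes the pups as male. The ribosomal RNA gene *Rn18s-rs5* took 8.5% of its counts, against 0.261% to 0.805% elsewhere, and its TMM factor was 0.8656, against 0.9905 to 1.037. The paper's text gives no reason for a number of 2. Values are therefore given first with WT 1 and 2 and then with all 3 WT forebrains. The testes model was used alike, over 16076 genes with all 9 forebrains (biological coefficient of variation 0.115) and over 16432 genes without WT 3 (0.108). *Bglap* had 0 to 5 counts per forebrain, *Bglap2* 0 in all, which allows up to 3, and *Bglap3* 0 to 3, so the genotypes could not be checked on the targeted genes at this depth.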

Here again, this analysis was performed in newborn WT, *Ocn*+/− and *Ocn*−/− mice born from *Ocn*−/− mothers.

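In forebrain, the 100 genes with the smallest joint p, which were chosen by this difference, separated the WT mice from the 6 mutants at the first branch. The genes of Fig. 7A and the 500 most variable genes did so without WT 3, but not with all 9 forebrains. Over the 100 genes without WT 3, mean distances were 10.8 between mutant and WT forebrains, 4.68 between *Ocn*+/− and *Ocn*−/− forebrains and 3.03 within a mutant genotype. With all 9 forebrains they were 11.2, 4.54 and 3.07. The nearest mutant forebrain had the same genotype for 6 of 6, with an exact permutation p of 0.1 (one-sided), the smallest possible, and 6 of the 10 divisions of the mutant forebrains gave as many when genes were chosen anew. With the 111 genes of Fig. 7A, chosen by the study on these samples, the count was 4 of 6 (exact permutation p = 0.1), and with the 500 most variable genes it was 1 of 6 (exact permutation p = 0.3). The only gene with an adjusted p under 0.05 between *Ocn*−/− and *Ocn*+/− forebrains was *Gm16105* (edgeR adjusted p = 0.00375, chromosome 10, 81296993 to 81298806), a long noncoding RNA, of whose 50-base stretches 77.5% also occur in *Celf5*. At an unadjusted p under 0.05 there were 515 genes with all 9 forebrains and 627 without WT 3. Against WT 1 and 2, 183 genes passed the adjusted threshold in *Ocn*+/− forebrains, 34 higher and 149 lower, and 189 in *Ocn*−/− forebrains, 41 higher and 148 lower. Against all 3 WT forebrains the counts were 625 (194 higher, 431 lower) and 780 (290 higher, 490 lower), so WT 3 moved both totals more than any other forebrain did. With libraries scaled by size alone, 47.7% of the genes past the threshold were higher in *Ocn*+/− forebrains, against 31% with TMM, and 64.5% against 37.2% in *Ocn*−/− forebrains. That scaling put the median log2 fold change of all genes at 0.086 and 0.106, against 0.006 in both with TMM.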

As it is the case in the testes, a clustering analysis based on the identification of the most dysregulated genes, failed to distinguish any differences between forebrains of *Ocn*+/− and *Ocn*−/− pups (Fig. 7A,B). The expression of *Pck1* that was downregulated in testes, pancreas and liver of newborn *Ocn-deficient* pups was normal in their forebrain (Figure EV4A). Expression of key components of the molecular clock was also similar in the forebrain and adult midbrain of *Ocn-deficient* and WT newborn mice (Figure EV4A,B). These results suggested that osteocalcin regulates different genes and genetic pathways depending on the organ where it signals.

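Whether the 2 organs differed was tested directly, with an edgeR model of all 17 libraries in which the mean effect of both mutant genotypes could differ between forebrain and testes. The model took the libraries as independent, although same-numbered mutant testes and forebrains deviated together, with correlations from 0.04 to 0.14. It was not fitted with the replicate number as a block. Without WT 3, the difference had an adjusted p under 0.05 for 274 of 17760 genes, in 166 with the forebrain effect the higher one and in 108 the lower. With all libraries it did for 526 of 17800 genes (305 and 221), and for 1027 with DESeq2 and 1070 without the *Ocn*−/− testis 2, the alternative that moved this count most upward. At an unadjusted p under 0.05 there were 2941 and 3327 genes. For *Per1* the log2 fold changes differed by 1.18 (edgeR adjusted p = 0.00144, and 0.00375 without WT 3). In forebrain *Per1* had 47.2 ± 2.43 CPM in WT 1 and 2 (SD, n = 2), 52.1 in WT 3, 34.6 ± 4.83 in *Ocn*+/− and 31.9 ± 5.55 in *Ocn*−/− mice (SD, n = 3 each). Against WT 1 and 2 this was a log2 fold change of −0.44 (edgeR adjusted p = 0.154) and −0.56 (edgeR adjusted p = 0.0662), and against all 3 WT −0.49 (edgeR adjusted p = 0.0402) and −0.61 (edgeR adjusted p = 0.0122), so WT 3 is among the libraries that this call rests on. In *Ocn*+/− forebrains it was also lost without WT 1 (edgeR adjusted p = 0.0555), WT 2 (0.0928) or the *Ocn*+/− forebrain 1 (0.145) or 2 (0.109) and with library size alone (0.106), and in *Ocn*−/− forebrains without the *Ocn*−/− forebrain 2 (edgeR adjusted p = 0.0691). *Bmal1*, *Clock* and *Cry1* had adjusted p values of 0.0817 or more in forebrain in the fits with all 3 WT and without WT 3. *Pck1* had 0 to 1 counts per forebrain and could not be tested there, and the test of all libraries gave no difference between the organs that this depth could show (edgeR adjusted p = 0.933).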

**Figure 7:**
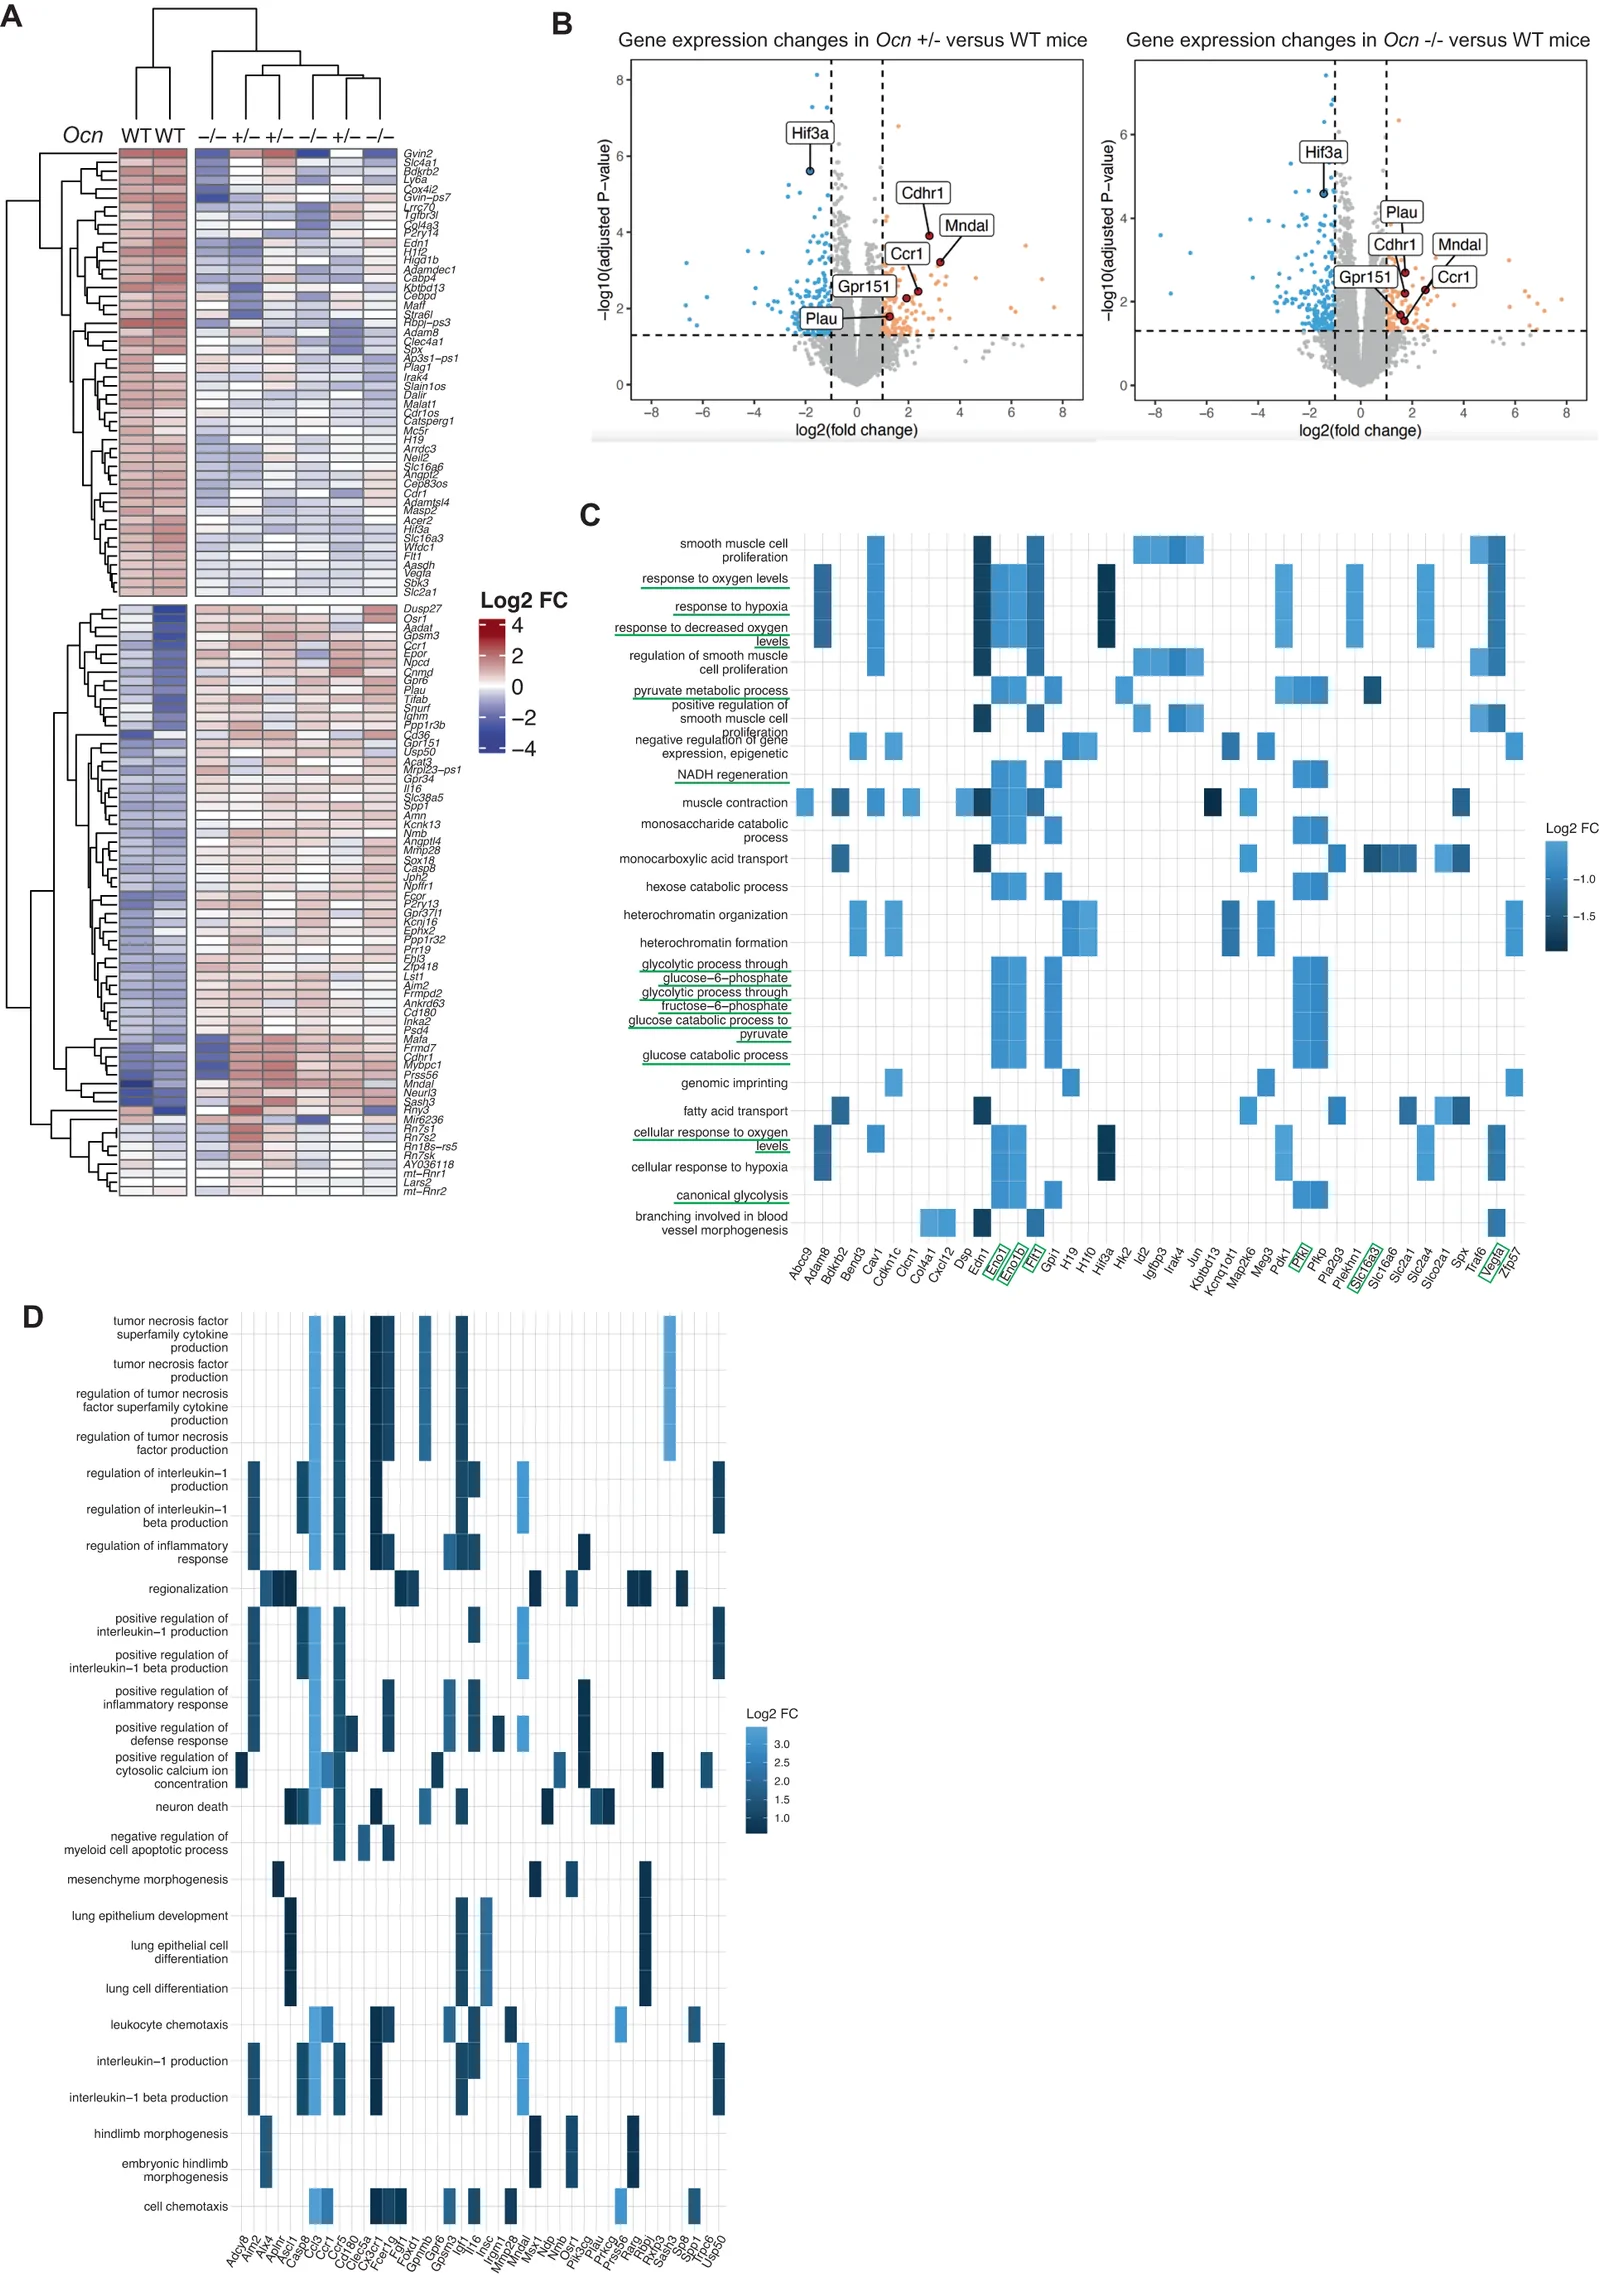
Transcriptomic analysis of osteocalcin signaling in the forebrain of newborn mice of different genotypes. (**A**) Heatmap illustrating results of unsupervised hierarchical clustering of forebrains obtained from WT (*n* = 2), *Ocn*+/− (*n* = 3) and *Ocn*−/− (*n* = 3) mice. (**B**) Volcano plots of the genes differentially expressed in forebrains from *Ocn*+/− [left panel] and *Ocn*−/− [right panel] mutant compared to WT mice. Each dot represents one gene or pseudogene (*n* = 3). (**C**, **D**) Heatplots of the top 25 GO molecular functions (GO term) that are significantly (**C**) downregulated or (**D**) upregulated in both *Ocn*+/− and *Ocn*−/− compared to WT mice. Pathways and genes that are underlined in green have also been identified in the molecular signature of osteocalcin in testes.

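*Hif3a* (hypoxia-inducible factor 3α, ENSMUSG00000004328.16, chromosome 7, 16764918 to 16796352) had 15.4 ± 2.49 CPM in WT 1 and 2 (SD, n = 2), 24.6 in WT 3, 4.31 ± 0.911 in *Ocn*+/− and 5.64 ± 1.35 in *Ocn*−/− forebrains (SD, n = 3 each). Its log2 fold change was −1.82 (edgeR adjusted p = 0.000787) and −1.45 (edgeR adjusted p = 0.00528) without WT 3, and −2.07 (edgeR adjusted p = 6.12e-05) and −1.69 (edgeR adjusted p = 0.000475) with it. Most of the genes that Fig. 7B names as higher were scarce. *Plau* (ENSMUSG00000021822.4, chromosome 14, 20886722 to 20893453) had 1 to 36 counts per forebrain, with log2 fold changes of 1.26 (edgeR adjusted p = 0.235) and 1.73 (edgeR adjusted p = 0.088) without WT 3, and 1.52 (edgeR adjusted p = 0.077) and 1.99 (edgeR adjusted p = 0.0193) with it. *Mndal* (ENSMUSG00000090272.10, chromosome 1, 173676539 to 173708447) had 1 to 42 counts and shares 33.2% of its 50-base stretches with other genes. Its log2 fold changes were 3.25 (edgeR adjusted p = 0.0385) and 2.52 (edgeR adjusted p = 0.114), and with WT 3 they were 2.4 (edgeR adjusted p = 0.0391) and 1.67 (edgeR adjusted p = 0.145). *Ccr1* (ENSMUSG00000025804.6, chromosome 9, 123762161 to 123768734), with 1 to 19 counts, was past the threshold only in *Ocn*+/− mice with all 3 WT (2.42, edgeR adjusted p = 0.0318), and not without WT 3 (2.37, edgeR adjusted p = 0.116). *Cdhr1* (ENSMUSG00000021803.11, chromosome 14, 36799807 to 36820484) rose from 11.7 ± 1.17 CPM in WT 1 and 2 and 4.80 in WT 3 to 81.9 ± 10.6 in *Ocn*+/− and 38.01 ± 25.9 in *Ocn*−/− forebrains. The spread in *Ocn*−/− mice, with 8.15 CPM in the *Ocn*−/− forebrain 1, kept the adjusted p at 0.242 and 0.42 without WT 3, and at 0.0829 and 0.199 with it (edgeR). Of 8 other genes of olfactory bulb, 7 were also lowest in that forebrain among the mutants, so uneven dissection stays open for *Cdhr1*. *Gpr151* (ENSMUSG00000042816.5, chromosome 18, 42710946 to 42712717), with 2 to 19 counts, had an edgeR adjusted p of 0.148 and 0.239 without WT 3, and 0.0514 and 0.109 with it. Of the 3 highest and 3 lowest genes by the rule used for testes, *Spp1* (osteopontin, chromosome 5, 104582165 to 104589235) stood out without WT 3, with 9.61 ± 0.751 CPM in WT 1 and 2, 11.0 in WT 3, 29.2 ± 4.60 in *Ocn*+/− and 26.7 ± 2.74 in *Ocn*−/− forebrains (edgeR adjusted p = 8.75e-05 and 0.000247). *Gm16105* had 50 to 76 counts in WT, 0 in *Ocn*+/− and 13 to 28 in *Ocn*−/− forebrains, at least 26.8-fold lower in *Ocn*+/− without WT 3 and at least 30.6-fold lower with it. *Rbpj-ps3*, a pseudogene (chromosome 6, 46506288 to 46507728) that shares 89.0% of its stretches with *Rbpj*, had log2 fold changes of −2.69 (edgeR adjusted p = 0.00238) and −2.71 (edgeR adjusted p = 0.00262) without WT 3. The other genes picked by the rule were *Slc38a5*, *C130074G19Rik* and *Gm12758* without WT 3, and *Ccl3*, *Gm37915*, *Ccl27al*, *Gm37899* and *D230049E03Rik* with all 3 WT.

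**Figure D2:**
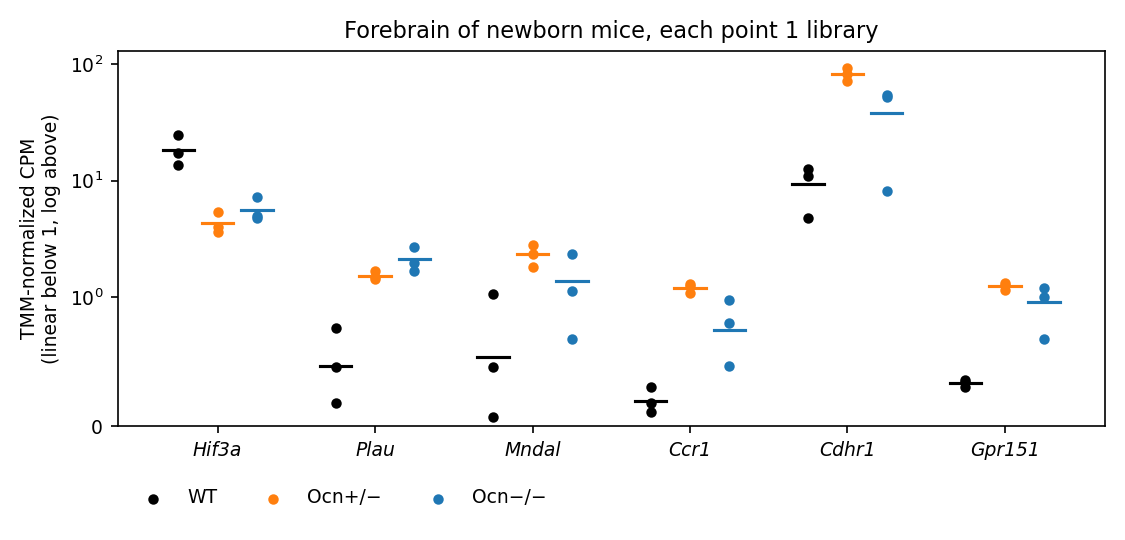
Level of the 6 genes that Fig. 7B names, in CPM after TMM normalization, in each of the 9 forebrains (WT n = 3, *Ocn*+/− n = 3, *Ocn*−/− n = 3), on an axis that is linear below 1 CPM and logarithmic above. Points are single forebrains and bars the mean of a genotype; *Hif3a* is lower in the 6 mutant forebrains, and *Cdhr1* is at 8.15 CPM in the *Ocn*−/− forebrain 1.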

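The 6 genes underlined in Fig. 7C are *Eno1*, *Eno1b*, *Flt1*, *Pfkl*, *Slc16a3* and *Vegfa*. In forebrain without WT 3 their median log2 fold change was −0.90 in both mutant genotypes, and all 6 were past an adjusted p of 0.05 in both. *Vegfa* (chromosome 17, 46327919 to 46343309) had −1.07 (edgeR adjusted p = 0.000188) and −1.14 (edgeR adjusted p = 0.000247) in forebrain, and −1.12 (edgeR adjusted p = 0.00025) and −1.24 (edgeR adjusted p = 8.69e-05) in testes. *Flt1* (chromosome 5, 147498414 to 147662826) had −1.14 (edgeR adjusted p = 0.00329) and −1.06 (edgeR adjusted p = 0.00558) in forebrain, and −1.43 (edgeR adjusted p = 0.00109) and −1.53 (edgeR adjusted p = 0.000611) in testes. *Slc16a3*, a lactate transporter (chromosome 11, 120838846 to 120851694), had −1.52 (edgeR adjusted p = 0.0257) and −1.58 (edgeR adjusted p = 0.0218) in forebrain, and −1.13 (edgeR adjusted p = 0.0111) and −1.21 (edgeR adjusted p = 0.00816) in testes. *Eno1*, for enolase (chromosome 4, 150321073 to 150337027), fell by less in forebrain than in testes, by a difference of 0.63 on the log2 scale (edgeR adjusted p = 0.0106, and 0.0247 without WT 3). *Eno1b* (chromosome 18, 48178402 to 48181479) shares 87.4% of its 50-base stretches with other genes, *Eno1* among them, so the counts of the pair are not separate measurements. *Pfkl* (chromosome 10, 77818084 to 77845922) shares 60.1% with *Cfap410* and *Slc16a3* 35.7%. In testes *Pfkl* had log2 fold changes of −1.01 (edgeR adjusted p = 0.0394) and −1.04 (edgeR adjusted p = 0.0429), with an adjusted p of up to 0.145 and 0.143 over all alternatives.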

Consistent with this notion, we noticed that the most upregulated GO pathways identified through this analysis included those involved in neuronal death, and in inflammation such as the production of interleukin-1 and of the tumor necrosis factor superfamily (Fig. 7C,D). 

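Fig. 7D joins 10 genes to neuron death, 9 to interleukin-1 production and 7 to production of the tumor necrosis factor superfamily, all chosen by the study on these samples. Without WT 3 the median log2 fold change over the neuron death genes was 1.21 in *Ocn*+/− and 1.02 in *Ocn*−/− forebrains, with 3 and 1 genes past an adjusted p of 0.05 and all 10 when adjusted over the list alone. With all 3 WT it was 1.15 and 0.98, or 1.11 and 0.87 with genes of at most 3 counts in a group set at their bound, and 5 and 8 genes were past the threshold. The interleukin-1 genes had medians of 1.25 and 1.28 without WT 3 (1.25 and 1.24 with bounds), with 3 and 1 past it, and 1.26 and 1.26 with all 3 WT (1.19 and 1.15), with 6 and 5 past it. For the tumor necrosis factor genes the medians were 1.39 and 1.28 without WT 3 (1.39 and 1.01 with bounds), with 2 and 1 past it, and 1.19 and 1.04 with all 3 WT (1.11 and 0.91), with 3 and 4 past it. Single members were *Cx3cr1*, a receptor of microglia (chromosome 9, 119877749 to 119898945), and *Igf1* (chromosome 10, 87693642 to 87772904). *Cx3cr1* had 11.7 ± 0.212 CPM in WT 1 and 2 (SD, n = 2), 6.23 in WT 3, 18.2 ± 0.633 in *Ocn*+/− and 19.2 ± 1.81 in *Ocn*−/− forebrains (SD, n = 3 each), with log2 fold changes of 0.64 (edgeR adjusted p = 0.0412) and 0.72 (edgeR adjusted p = 0.0237) without WT 3. *Igf1* had 17.8 ± 1.37, 16.4, 39.9 ± 1.5 and 30.7 ± 8.74 CPM in the same order, with log2 fold changes of 1.16 (edgeR adjusted p = 0.0188) and 0.79 (edgeR adjusted p = 0.0871) without WT 3 and 1.19 (edgeR adjusted p = 0.00103) and 0.82 (edgeR adjusted p = 0.0136) with it. *Casp8* was not past the threshold in either genotype, with or without WT 3, and passed it in 5 of the 18 alternatives in each, with adjusted p values down to 0.026 in *Ocn*+/− and 0.0251 in *Ocn*−/− forebrains without a filter on low counts. *Ccl3* had at most 2 counts in any WT forebrain, and was at least 3.27-fold higher in *Ocn*+/− and at least 2.36-fold higher in *Ocn*−/− forebrains without WT 3 (edgeR adjusted p = 0.0801 and 0.133), with adjusted p values of 0.0162 and 0.0363 with all 3 WT.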

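Within Fig. 7C, 8 genes belong to its pyruvate term and 5 to its canonical glycolysis term, all chosen by the study on these samples. In forebrain without WT 3, the pyruvate genes had a median log2 fold change of −0.73 in *Ocn*+/− and −0.72 in *Ocn*−/− mice, with 7 past an adjusted p of 0.05 in each, and the glycolysis genes had −0.74 and −0.72, with 5 of 5 past it in each. For the glycolysis genes fry gave a p of 0.000262 and 0.000304 (adjusted p of 0.00344 and 0.00352). With all 3 WT the medians were −0.77 and −0.74 for pyruvate, with 7 and 8 past it, and −0.78 and −0.73 for glycolysis. *Eno1* had 353 ± 53.6 CPM in WT 1 and 2 (SD, n = 2), 367 in WT 3, 212.5 ± 5.79 in *Ocn*+/− and 212.8 ± 3.94 in *Ocn*−/− forebrains (SD, n = 3 each), a log2 fold change of −0.73 in both without WT 3 (edgeR adjusted p = 0.000294 and 0.000354). *Gpi1*, for glucose-6-phosphate isomerase (chromosome 7, 33900755 to 33929780), had 301 ± 39.6, 343, 177.3 ± 11.1 and 166.5 ± 14.5 CPM in the same order, with log2 fold changes of −0.76 (edgeR adjusted p = 0.000582) and −0.85 (edgeR adjusted p = 0.000247) without WT 3. *Pfkl* had −0.74 (edgeR adjusted p = 0.00238) and −0.68 (edgeR adjusted p = 0.00496), and *Pfkp* (chromosome 13, 6629798 to 6698970) had −0.83 (edgeR adjusted p = 0.00362) and −0.72 (edgeR adjusted p = 0.00878). *Hk2* was not past the threshold without WT 3 (−0.61, edgeR adjusted p = 0.261, and −0.77, edgeR adjusted p = 0.146), and with WT 3 it was in *Ocn*−/− mice (−0.87, edgeR adjusted p = 0.0348).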

The same GO analysis also identified several genetic pathways involved in intracellular energy metabolism such as pyruvate metabolic process (GO:0006090), and most notably, glucose catabolism (GO:0006007) and canonical glycolysis (GO:0061621, all adjusted *p* values <0.006, Fig. 7C). 

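Fig. 7C names 41 genes. In forebrain their median log2 fold change was −0.73 in both genotypes without WT 3, with 21 and 24 past an adjusted p of 0.05, and −0.77 and −0.76 with all 3 WT, with 28 and 33 past it. The threshold was passed downward in both mutant genotypes by 20 genes without WT 3 and by 27 with it. In testes 39 of the 41 could be tested, all but *Pla2g3* and *Spx*. Of these, 33 were lower than in WT in both mutant genotypes, and 16 passed the threshold in both, while 25 of the 41 did not or could not be tested. The 16 were the 6 underlined genes together with *Bdkrb2*, *Cav1*, *Dsp*, *Gpi1*, *H1f0*, *Id2*, *Pdk1*, *Pfkp*, *Slc2a1* and *Zfp57*. The alternatives set in advance gave between 10 and 20 such genes, the lowest without the *Ocn*+/− testis 1, and a fold change under 0.5 in both left 7, the 6 underlined genes and *Bdkrb2*. The difference between the organs was past the threshold for 5 of the genes with all 3 WT, *Edn1*, *Eno1*, *Eno1b*, *Hk2* and *Kbtbd13*, and without WT 3 for *Eno1* alone (edgeR adjusted p = 0.0247). Only *Bdkrb2*, *Eno1*, *Eno1b* and *Vegfa* are named in both Fig. 5E and Fig. 7C.

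**Figure D3:**
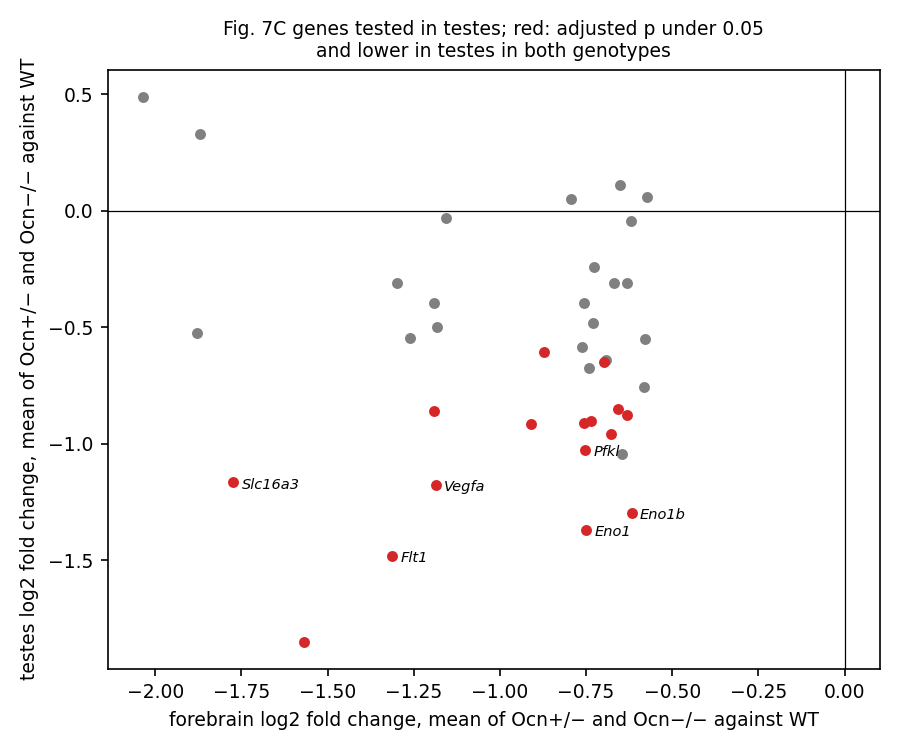
Log2 fold change, averaged over *Ocn*+/− and *Ocn*−/− against WT, of the 39 genes of Fig. 7C that could be tested in testes, in forebrain with all 3 WT on the x axis and in testes on the y axis. Each point is a gene, red where the adjusted p in testes is under 0.05 and the gene lower in both mutant genotypes, which holds for 16 genes, and the 6 underlined genes carry their names.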

Importantly, virtually all genes downregulated in these specific pathways in the forebrain (35 out of 41 genes) were distinct from those involved in glucose homeostasis and downregulated in the testes (compare Figs. 5E and 7C). 

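The receptors were themselves measured. *Gprc6a* (ENSMUSG00000019905.9, chromosome 10, 51490734 to 51507557) had 0 to 2 counts per testis and 0 to 4 per forebrain, too few for a comparison. *Gpr158* (ENSMUSG00000045967.12, chromosome 2, 21372344 to 21835728) had 0 to 3 counts per testis and 87 to 329 per forebrain. Its forebrain level was 15.2 ± 2.25 CPM in WT 1 and 2 (SD, n = 2), 15.5 in WT 3, 20.6 ± 3.89 in *Ocn*+/− and 20.7 ± 1.69 in *Ocn*−/− mice (SD, n = 3 each), with log2 fold changes of 0.43 (edgeR adjusted p = 0.247) and 0.44 (edgeR adjusted p = 0.221) without WT 3. *Gpr37* (ENSMUSG00000039904.10, chromosome 6, 25665877 to 25690728) was present in both organs. Forebrains had 48 to 198 counts, with log2 fold changes of 0.36 (edgeR adjusted p = 0.519) and 0.40 (edgeR adjusted p = 0.451) without WT 3. Testes had 436 to 809 counts, or 57.6 ± 3.61 CPM in WT, 77.7 ± 11.0 in *Ocn*+/− and 87.95 ± 14.8 in *Ocn*−/− mice. The log2 fold changes of *Gpr37* in testes were 0.43 (edgeR adjusted p = 0.0953) and 0.61 (edgeR adjusted p = 0.0329, and from 0.0225 to 0.0901 as each mutant testis was left out). Its mean effect of both mutant genotypes did not differ between the organs past the threshold (−0.141 on the log2 scale, edgeR adjusted p = 0.817). From the different pathways and the mostly different energy metabolism genes found in the 2 organs, the paper proposes that the receptor through which osteocalcin signals decides which genes it regulates.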

Taken together these results suggest that osteocalcin regulates different genes and genetic pathways in organs where it signals through Gprc6a and in those like the brain where it signals through Gpr158 or Gpr37.

## Discussion

The goals of this study were several. One of them was to determine whether functions of osteocalcin are dominant or recessive. A second one was to determine the respective importance of embryonic and maternal osteocalcin in defining homeostasis postnatally. To address these goals, we analyzed its functions and their molecular underpinnings in the liver, pancreas, testes and for the transcriptomic analysis, the brain of WT and *Ocn-deficient* unchallenged mice of various genotypes and origins. We made two observations. The first is that osteocalcin exerts dominant functions in the pancreas, liver, and testes as it does in the brain (Oury et al, 2013a) and that maternal and embryonic osteocalcin synergize to regulate multiple physiological processes and thereby contribute to establishing organismal homeostasis in adult offspring. This was observed regardless of the genetic background of the animals analyzed. A third observation obtained through a molecular analysis conducted in peripheral organs and in the brain is that osteocalcin affects distinct genetic pathways in peripheral organs where it signals through Gprc6a and in the brain where it signals through Grp158 and Gpr37.

Our analysis of the *Ocn*_*BW*_ mouse strain generated results that differ from those reported or mentioned by Diegel et al (2020). Because of its exhaustive genomic, phenotypic, and physiological analyses, the present study, performed on a large number of mice at birth and in adulthood, fasting or fed, provides explanations for the apparent discrepancies between results published by Diegel et al (2020) and those published by others (Lee et al, 2007; Oury et al, 2013a; Pi et al, 2011; Pi et al, 2020). One explanation certainly resides in the small number of mice analyzed by Diegel et al (2020) and the presence of an overt hyperglycemia at baseline in their WT controls that had been overlooked. In addition to technical considerations, the massive genomic rearrangements observed in what should have been WT controls weakens the credibility of the original analysis of this mouse strain (Diegel et al, 2020).

Analyses of newborn and adult *Ocn*+/− mice of various maternal origins and distinct genetic backgrounds show that developmental osteocalcin, i.e., maternal and embryonic, contributes to the regulation of pancreatic β-cell proliferation, insulin secretion, liver gluconeogenesis and altogether, glucose homeostasis in newborn or adult mice. Developmental osteocalcin also promotes testicular cell proliferation during development and testosterone biosynthesis in adult mice. That the regulation of several physiological processes in adult offspring significantly relies on osteocalcin signaling during gestation does not exclude that osteocalcin of postnatal origin contributes to the regulation of the same physiological functions as well as of others that do not seem to be affected by developmental osteocalcin. Indeed, we have previously shown that it is osteocalcin made postnatally that regulates muscle function during exercise (Berger et al, 2019; Mera et al, 2016a). Moreover, we verified here that the postnatal pool of osteocalcin regulates glucose homeostasis and testes steroidogenesis too. Thus, this work identifies two groups of osteocalcin functions, a first one is that most osteocalcin regulatory functions are dominant and fulfilled in part by osteocalcin signaling during gestation. A smaller group of physiological functions such as muscle function during exercise and the acute stress response that are regulated by osteocalcin of postnatal origin. In view of the observation that energy metabolism and organismal homeostasis in adult animals are regulated in part by osteocalcin acting during gestation, we believe it is likely that additional hormones signaling during pregnancy may contribute to the establishment of homeostasis in adult offspring.

Our results show that maternal and embryonic osteocalcin signaling during gestation synergize to influence physiological functions analyzed postnatally. Indeed, *Ocn* haploinsufficiency in the embryos affects physiology in peripheral organs and in the brain only if the mother is also *Ocn* haplo-insufficient or null (Oury et al, 2013b). These observations may have direct relevance to our understanding of the pathogenesis of some human pathological situations. Specifically, the deleterious influence that an unhealthy pregnancy has on energy metabolism, cognitive functions and other physiologies in adult offspring is reminiscent of phenotypes observed in animals lacking *Ocn* or its receptors. This suggests that a dysregulation in *Ocn* expression or circulating levels during a difficult or stressful pregnancy may affect physiology postnatally (Burger et al, 1948; Hales and Barker, 2001; Karsenty and Ferron, 2012; Karsenty and Olson, 2016; Pi et al, 2021; Pi et al, 2017). This hypothesis does not exclude by any means that other hormonal and molecular events contribute to the consequences of unhealthy pregnancy on homeostasis in the offspring.

When put in an evolutionary context, the fact that haploinsufficiency for *Osteocalcin* affects several physiological processes in newborn and adult offspring that are unchallenged by a diet or any other manipulations, together with the observation that osteocalcin often acts as a regulator of regulatory molecules, whether they are hormones (insulin), cytokines (interleukin-6) or neurotransmitters (monoamines, dopamine, acetylcholine), is consistent with the notion that the appearance of bone during evolution has coincided with the acquisition of another necessary mechanism of regulation of physiology that is housed in bone (Berger et al, 2019; Lee et al, 2007; Mera et al, 2016b; Oury et al, 2011).

Another purpose of this study was to begin unraveling cellular and molecular mechanisms of osteocalcin action during gestation in multiple organs. At the cellular level, our analysis reveals that developmental osteocalcin promotes cell proliferation in pancreas and testes and thereby the size of the pools of hormones that can be released by these organs. In contrast, in neurons of the brain, it prevents cell death. In addition, and besides its own direct regulation of testicular steroidogenesis, developmental osteocalcin promotes in testes the expression of the receptor for luteinizing hormone (LH) and in that way modulates the signaling of LH in Leydig cells. This function of developmental osteocalcin in the testes is reminiscent of the function it exerts in the developing adrenal glands, where it promotes expression of the receptor of the adrenocorticotrophic hormone (Yadav et al, 2022).

To draw a roadmap of molecular signaling by developmental osteocalcin in various target organs, we performed a transcriptomic analysis in testes and forebrains of *Ocn*+/− and *Ocn*−/− newborn mice. We chose these two organs because osteocalcin signals in them through distinct receptors and they were never subjected to this type of survey. Consistent with the notion that osteocalcin exerts dominant functions, this analysis revealed that the same genes and genetic pathways were dysregulated in *Ocn*−/− and, albeit to a lesser extent, in *Ocn*+/− newborn mice in testes and other peripheral organs where osteocalcin signals through Gprc6a. Specifically, a group of genes that is consistently downregulated in testes of newborn mice lacking one or two copies of *Ocn* is the one encoding key component of the molecular clock including *Bmal1, Clock*, and *Per1*. 

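Across all genes tested in testes, the log2 fold changes of *Ocn*+/− and *Ocn*−/− mice against WT had a Pearson's r of 0.777. The genes are not independent replicates, and both comparisons share the same 2 WT testes. In 20 simulated data sets without any effect of genotype, the shared WT testes alone gave a median r of 0.615 and 0.645 at most. Past an adjusted p of 0.05 in both comparisons were 554 genes, all in the same direction, where the simulations gave at most 2. The change was larger in *Ocn*−/− than in *Ocn*+/− testes for 295 of the 554 genes, or 53.2%. The median absolute log2 fold change over these genes was 0.81 in *Ocn*+/− and 0.82 in *Ocn*−/− testes, and the slope of the second on the first was 0.979. Passing in both comparisons favors genes of similar change, and 1718 genes were called in either, so these values do not decide which genotype changed more.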

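*Bmal1* (ENSMUSG00000055116.9, chromosome 7, 112806152 to 112914735) had 29.8 ± 2.19 CPM in WT (SD, n = 2), 30.8 ± 3.10 in *Ocn*+/− and 32.7 ± 1.89 in *Ocn*−/− testes (SD, n = 3 each). Its log2 fold change was 0.05 (standard error 0.159, edgeR adjusted p = 0.89) and 0.14 (edgeR adjusted p = 0.651), and −0.01 in *Ocn*+/− testes without the *Ocn*+/− testis 2 or the WT testis 2. *Clock* (ENSMUSG00000029238.12, chromosome 5, 76342860 to 76452846) had 83.96 ± 3.67, 71.94 ± 8.04 and 80.8 ± 3.27 CPM, and its log2 fold change was −0.22 (standard error 0.127, edgeR adjusted p = 0.283) and −0.06 (edgeR adjusted p = 0.832). With libraries scaled by size alone, the value in *Ocn*−/− testes was 0.02, and 11.7% of the 50-base stretches of *Clock* occur in other genes. *Cry1* (ENSMUSG00000020038.11, chromosome 10, 84967560 to 85021252) had −0.16 (edgeR adjusted p = 0.533) and −0.09 (edgeR adjusted p = 0.767), and 0.01 in *Ocn*−/− testes without the *Ocn*−/− testis 1. *Per2*, the paralog of *Per1*, had −0.88 (edgeR adjusted p = 0.0163) and −0.95 (edgeR adjusted p = 0.013).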

Given that through their expression in the liver, clock genes contribute to the regulation of glucose homeostasis and energy metabolism (Perelis et al, 2015), these results suggest that osteocalcin may regulate energy metabolism in part by regulating the molecular clock in the liver. In support of this contention, we note that osteocalcin controls the circadian expression of *Pck1* in the liver (Pi et al, 2020). 

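In the testes of newborn mice, 5 of 8 genes specific to gluconeogenesis, as opposed to steps shared with glycolysis, could be tested. Their median log2 fold change was 0.08 in *Ocn*+/− (camera p of 0.71, adjusted p of 0.842) and −0.19 in *Ocn*−/− testes (camera p of 0.358, adjusted p of 0.519), and *Pck1* was the only one past an adjusted p of 0.05. *G6pc1*, for the glucose-6-phosphatase that releases free glucose (ENSMUSG00000078650.3, chromosome 11, 101258369 to 101268729), was too scarce to be tested, with 6 counts in each WT testis, 0 in each *Ocn*+/− testis, which allows up to 3, and 8, 1 and 4 in *Ocn*−/− testes.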

A second class of genes that saw their expression downregulated in testes and the liver of *Ocn*+/− and *Ocn*−/− newborn and adult mice are those implicated in gluconeogenesis such as *Pck1*. These results highlight how central is the ability of osteocalcin to increase the intracellular availability of glucose to its functions in peripheral organs where it signals. They also distinguish the influence of osteocalcin on glucose metabolism in peripheral organs, where it is anabolic, from the one it exerts in the brain where it is favors glycolysis. 

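Over the whole list of glycolysis and gluconeogenesis genes, the change in forebrain was small. Without WT 3, 47 genes were tested, with a median log2 fold change of −0.09 in *Ocn*+/− and −0.10 in *Ocn*−/− forebrains and 7 and 6 past an adjusted p of 0.05 downward. Camera gave a p of 1.29e-06 and 6.05e-07 (adjusted p of 4.56e-06 and 2.23e-06) and fry 0.0145 and 0.0125 (adjusted p of 0.046 and 0.0411), while camera with an estimated correlation gave 0.0783 and 0.0717. With all 3 WT, 46 genes had a median of −0.07 in both, with 7 and 8 past it (camera p of 0.000217 and 0.000129, and an adjusted p in fry of 0.0512 and 0.0446). With libraries scaled by size alone the median was 0.01 and 0.02 with all 3 WT, where that scaling put the median of all genes at 0.086 and 0.106, and −0.08 and −0.06 without WT 3.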

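The genes that Fig. 7D joins to these terms in forebrain were also looked up in testes. The 8 neuron death genes tested there had a median log2 fold change of −0.02 in *Ocn*+/− (camera p of 0.752) and −0.06 in *Ocn*−/− testes (camera p of 0.491), with 0.06 and 0.02 when libraries were scaled by size alone, which put the median of all genes at 0.084 and 0.072. The 8 interleukin-1 genes had −0.43 (camera p of 0.425) and −0.16 (camera p of 0.788), and the 6 tumor necrosis factor genes had 0.53 (camera p of 0.274) and 0.44 (camera p of 0.235). None of these had an adjusted p under 0.384. For single genes the difference between the organs was past the threshold for *Plau* (2.38, edgeR adjusted p = 0.00373), *Mndal* (2.69, edgeR adjusted p = 0.0268), *Igf1* (1.4, edgeR adjusted p = 0.00212), *Casp8* (1.21, edgeR adjusted p = 0.0424) and *Aim2* (1.91, edgeR adjusted p = 0.0472), the last pair not without WT 3 (edgeR adjusted p = 0.0735 and 0.0832), and it was not tested for the lists. A separate list of macrophage and microglia genes, not chosen on these samples, rose in forebrain by a median of 0.19 in both genotypes without WT 3 (camera p of 0.0036 and 0.00747, fry p of 0.0971 and 0.114) and by 0.27 and 0.22 with all 3 WT (fry p of 0.0383 and 0.0477, adjusted p of 0.0956 and 0.113). In testes the same list had 0.35 in *Ocn*+/− (camera p of 0.0404, adjusted p of 0.0872) and −0.15 in *Ocn*−/− mice (camera p of 0.873).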

We also note that in the brain and unlike what is the case in peripheral organs, in addition to genes controlling cell death, osteocalcin signaling inhibits the expression of genes involved in inflammation. Hence, osteocalcin appears to regulate different sets of genes depending on the receptor it signals through.

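Of the 14754 genes tested in both organs without WT 3, 291 were lower in both mutant genotypes in testes and 94 in forebrain, and 29 in both organs, where 1.85 would be shared by chance (odds ratio 24.5, Fisher's exact two-sided p = 4.2e-27). With all 3 WT, 289 and 270 of 14590 genes were lower, and 50 were shared, with 5.35 by chance (odds ratio 13.4, Fisher's exact p = 2.2e-34). These tests take the organs as independent, while same-numbered mutant testes and forebrains deviated together, with correlations from 0.04 to 0.14. Among higher genes the organs shared 1 of 217 and 14 without WT 3, with 0.21 by chance (Fisher's exact p = 0.187), and 8 of 216 and 97 with it (Fisher's exact p = 9.47e-05). The genes that fell to less than 0.5 of WT in both organs were *Vegfa*, *Slc16a3*, *Flt1*, *H1f2*, *Acer2* and *Rbpj-ps3*. Across all genes, which are not independent replicates, the mean log2 fold changes in the 2 organs had a Pearson's r of 0.219 and a Spearman's rho of 0.245 without WT 3, and 0.204 and 0.283 with all 3 WT.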

## Methods

### Mouse models

*Ocn*_*GK*_−/− (129/SvEv) (Ducy et al, 1996), *Ocn*_*BW*_−/− (Diegel et al, 2020), and *Ocn*_*XL*_−/− (Qian et al, 2021) have been previously described. Wild-type (WT) mice of indicated ages and genetic backgrounds were obtained as described in Fig. 1A or purchased from Jackson laboratories or from Taconic laboratory for the analysis of *Ocn*_*BW*_ mice. All animal studies were approved by Columbia University Animals Ethics Committee (Protocol AABH4550). To limit the information bias, the experimentalists were blinded to the genotype of the mice in all experiments.

### Blood glucose measurements

Random fed blood glucose levels were measured between 9:00 AM and 10:00 AM by tail blood collection. Fasting blood glucose levels were measured between 4:00 and 5:00 PM after 6 h of fasting. In both cases, glucose levels were monitored using blood glucose strips and the Accu-Check glucometer (Roche).

### Hormone measurements and dynamic metabolic tests

Blood samples were obtained at indicated ages and at indicated times mentioned below for each hormone measurement. For measurements of circulating osteocalcin, testosterone, or insulin levels, samples were collected between 9:00 AM and 9:30 AM from facial vein. Blood was collected in serum separating tubes (Microvet 500 Z Gel, Starstedt) allowed to clot for 30 min and centrifuged at 12,000 rpm for 10 min at 4 °C to obtain serum. Mouse circulating osteocalcin was measured by ELISA (Quidel kit Cat #60-1305). Blood testosterone levels were determined by RIA (Testo-US Cisbio Bioassays). Blood insulin levels were measured by ELISA (Crystal Chem Cat #90080). All measurements were performed in duplicate according to the manufacturer’s instructions.

Pyruvate tolerance tests were performed as described previously (Mauvais-Jarvis et al, 2002). Briefly, pyruvate (Sigma #P2256-25G) was injected intraperitoneally (IP) (2.5 g/kg body weight (BW)) after 6 h of fast. Blood glucose was monitored using blood glucose strips, and the Accu-Check glucometer (Roche) at indicated times (Lee et al, 2007). Glucose stimulated insulin tolerance tests (GSIS) were performed as described previously (Lee et al, 2007). Briefly, glucose (3 g/kg BW) was injected IP after an overnight fast. Blood was collected at indicated times from the tail in serum separating tubes (Microvet 100 Z, Starstedt), allowed to clot for 30 min, and centrifuged at 12,000 rpm for 10 min at 4 °C to obtain serum (Lee et al, 2007). After that, insulin levels were measured by ELISA (Crystal Chem Cat #90080).

### Behavioral analyses

For all behavioral assessments, mice were handled for at least 20 min over 3 consecutive days. Before the behavioral procedure, mice were maintained in the testing room, for at least 1 h in their home cage prior to testing. Behavior was scored by two observers blind to the groups.

#### Novel object recognition paradigm (NOR)

The testing arena consisted of a plastic box (60 × 40 × 40 cm). Mice could not see each other during the experiment. Two different objects were used: (A) a black ceramic pot (diameter 6.5 cm, maximal height 7.5 cm) and (B) a clear/plastic funnel (diameter 8.5 cm, maximal height 8.5 cm). The objects elicited equal levels of exploration as determined in control experiments and training phases. Mice were placed in the center of the arena at the start of each exposure. Sessions were recorded with a video camera. The NOR paradigm consisted of three phases over 2 days. On day 1 (habituation phase), mice were given 5 min to explore the arena devoid of objects and were then taken back to their home cage. On day 2, mice were first allowed to explore for 5 min two identical objects arranged in a symmetric opposite position from the center of the arena and were then transported to their home cage. One hour later (testing phase), mice were given 5 min to explore two objects: a familiar object and a novel one, in the same arena, keeping the same object location. Between exposures, arenas were cleaned with a disinfectant (Phagospore), and the bedding was replaced. The following behaviors were considered as exploration of the objects: sniffing or touching the object with the nose or with the front legs or directing the nose to the object at ≤1 cm distance. Exploration was not scored if the mouse was on top of the object or completely immobile. Total exploration time was quantified during the training and testing phases. The preference index (time spent exploring the new object/the total time spent exploring both objects) and the discrimination index (time spent exploring the new object − time spent exploring the familiar object)/(total time spent exploring both objects) were calculated. As a control, the preference index for the (right/left) object location or for the object A versus B during the training phase of the NOR was measured.

### RNA sequencing

Total RNA was isolated from fresh forebrains and testes obtained from one-day-old male mice of the following genotypes: *Ocn*_*GK*_ WT born from WT mothers, *Ocn*_*GK*_−/− born from *Ocn*_*GK*_−/− mothers, and *Ocn*_*GK*_+/− born from *Ocn*_*GK*_−/− mothers. All Testes were collected at same time of the day (between 6 and 7 pm) RNA extraction was performed using the QIAGEN RNeasy isolation kit (Ref#74104) following the manufacturer’s instructions, followed by NanoDrop RNA quantification (Thermo Fisher Scientific). The quality of purified RNA samples was determined by Bioanalyzer 2100 (Agilent) using the RNA Nano kit (Berger et al, 2019). RNA Integrity Number (RIN) was verified for each RNA sample and only samples with a RIN score of 8–10 were only utilized for cDNA synthesis and library preparation. RNA sequencing was performed by the Columbia University Genome Centre. Briefly, following the manufacturer’s manual, sequencing libraries were generated using NEBNext Ultra™ RNA Library Prep Kit for Illumina (NEB, USA). In all, 2–3 μg RNA per sample was used to purify mRNA using poly-T oligo attached magnetic beads and then the purified mRNA will be fragmented into short fragments (about 200 bp) by the fragmentation buffer. First-strand cDNA was synthesized using random hexamer primer and Reverse Transcriptase. NEBNext Adapter were ligated after the adenylation of 3’ ends of DNA fragments. Complimentary DNA fragments 150–200 bp in length were selected for PCR amplification to create cDNA libraries. Libraries were sequenced on an Illumina Hiseq 2500 platform to generate the sequences.

### Bulk RNA-seq data analysis

Quality checks were performed with FastQC version 0.11.9 and processed with Trimgalore version 0.6.6 to exclude low-quality bases. Sequence reads were aligned with STAR version 2.7.8a and calculated read counts with RSEM version 1.3.3 against the mouse reference sequence (GRCm39). Calculating counts per million (CPM) and differentially expressed genes were performed using edgeR package version 3.38.4 in R version 4.2.2. Heatmaps were drawn by using the pheatmap function from the pheatmap package version 1.0.12 in RStudio version 2023.06.0+421. Volcano plots were drawn using the ggplot function from ggplot2 package version 3.4.2 in RStudio. Category netplots and heatplots were respectively drawn using the cnetplot and heatplot functions from enrichplot package version 1.20.0 in RStudio.

### Gene expression analysis

All tissues were collected between 6 and 7 pm for all mice of all genotypes and all strains. Total RNA was isolated from the testes, liver, or forebrain using a Qiagen RNA isolation kit (Ref#74104). RNAs were quantified with nanodrop and reverse transcription performed with 1 μg RNA in 20 μl volume. One μl of cDNA was used for qRT-PCR analysis with SYBR green method (Applied Biosystems) of respective genes and 18s ribosomal RNA was used as an internal control. cDNA for the internal control was diluted 50–500× to reach CT value within 5–6 cycles of the gene whose expression was being tested. qRT-PCR end products were run on a 2% agarose gels to confirm specificity of the primers. Gene expression was reanalyzed with standard qRT-PCR in the linear range of amplification and run on a 2% agarose gel to confirm the change observed through the RT-qPCR.

qPCR primer sequences used for SYBR Green-based qPCR assays were as follows: *Pck1F:* AGAACAAGGAGTGGAGACCG; *Pck1R*: TCCTACAAACACCCCATGCT; *G6pcF*: CTGTCTGTCCCGGATCTACC; *G6pcR*: GCGCGAAACCAAACAAGAAG; *StarF*: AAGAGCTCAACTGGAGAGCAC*; StarR:* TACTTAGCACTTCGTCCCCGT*; Cyp11a1F:* AGGTCCTTCAATGAGATCCCTT; *Cyp11a1R:* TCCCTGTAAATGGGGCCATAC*; 18sF*: CGCGGTTCTATTTTGTTGGT; *18sR*: AGTCGGCATCGTTTATGGTC; *Bmal1F*: TCCTCAACCATCAGCGACTT; *Bmal1R*: TTCAATCTGACTGTGGGCCT; *ClockF*: ATGCCACAGAACAGTACCCA; *ClockR*: TTGTGTGGCGAAGGTAGGAT; *Cry1F*: CAGAGGGCTAGGTCTTCTCG; *Cry1R*: GTCCCCGTGAGCATAGTGTA; *Per1F*: AATGGCAAGGACTCAGCTCT; *Per1R*: CGAAGTTTGAGCTCCCGAAG; *PyglF*: TACATTCAGGCTGTGCTGGA; *PyglR*: AAGGCATCAAACACGGTTCC; *LhcgrF*: ACCCGGTGCTTTTACAAACC; *LhcgrR*: CGTCGTCCCATTGAATGCAT.

### Histological and histomorphometric analysis

P1 pups were intraperitoneally injected with BrdU (100 mg/kg; Sigma-Aldrich). Their pancreata were fixed in 4% PFA in PBS for 12 h at 4 °C followed by dehydration, paraffin embedding, and histologically analyzed as described previously (Lee et al, 2007; Wei et al, 2014). For β-cell proliferation analysis in P1 pups every other section was labeled with guinea pig anti-insulin (1:200; DAKO A0564) and mouse anti-BrdU (1:500 Sigma B2531) antibodies, followed by fluorochrome-coupled secondary antibodies (Millipore) and DAPI counterstaining (Abcam). β-cell proliferation was quantified by counting the number of BrdU/insulin-positive cells over the total number of insulin-positive cells using ImageJ software. An average of 2000 insulin-positive cells per specimen was counted. Bmal1 and Clock levels were assessed on pancreas sections of P1 pups following co-labeling with rabbit anti-Bmal1 (1:500 Abcam ab3350) or rabbit anti-Clock (1:1000 Abcam ab3517) antibodies and a guinea Pig anti-insulin (1:800 DAKO A0564) antibody while Pck1 levels were assessed using a rabbit anti-PCK1 (1:400 Abcam ab70358) antibody, followed by fluorochrome-coupled secondary antibodies (Invitrogen A21206 and A21450).

### Whole genome sequencing analysis of CRISPR targeted *Ocn*_*BW*_−/− and *Ocn*_*BW*_+/+ mice

#### Library preparation and sequencing

Long read whole-genome sequencing libraries targeting N50:20 kb reads were prepared using the Ligation Sequencing Kit (Oxford Nanopore Technologies, LSK-110) with 10 μg of DNA input to achieve N50:10 kb median read length. Library preparation followed Oxford Nanopore’s recommended procedures, with minor modifications. Samples were aliquoted from the Matrix rack tubes and fragmented using a g-TUBE (Covaris, 520104). After shearing samples were reviewed on the Agilent TapeStation to confirm the desired range, a bead-based cleanup was performed to remove small fragments, followed by another quality control. This was followed by end-prep and nick repair, and then by ligation of sequencing adapters. Final libraries were quantified by Qubit (ThermoFisher, Q32854) prior to being loaded on a 9.4.1 Flow Cell on the Oxford Nanopore Technologies PromethION, one sample per Flow Cell. Nuclease flushes were performed on the PromethION at 24-48 h.

#### Base calling, assembly and variant calling

The raw sequencing signal data (in FAST5 format) from the Promethion P24 sequencer were converted into DNA base calls (in FASTQ format) using Oxford Nanopore’s Guppy basecaller v6.1.2 in super high accuracy (SUP) mode. The base called sequencing reads were de novo assembled using Flye v2.9-b1768 with default (Lin et al, 2016).

For comparing WT *Ocn*_*BW*_ and *Ocn*_*BW*_−/− against WT 129/SvEv the flye assemblies for WT *Ocn*_*BW*_ and *Ocn*_*BW*_−/− were aligned to the WT 129/SvEv assembly using minimap2 v2.24-r1122 (Li, 2018, 2021). The alignments were then used to call 1. Small variants i.e., single nucleotide polymorphisms (SNPs), insertions and deletions (InDels) less than 50 bp and 2. Large variants, i.e., structural variants (SVs) greater than 50 bp using the minimap2’s “paftools.js call” tool.

### In situ hybridization and BrdU labeling analyses in testes

Testes of adult mice were fixed in 4% PFA in PBS for 12 h at 4 °C followed by dehydration and paraffin embedding. Five-7μm sections were used for in situ hybridization analysis using ACD RNAscope kits (RNAscope® Multiplex Fluorescent Reagent Kit v2). *Sf1* probe was obtained from ACD RNAscope (catalog # 445731). Serial sections were used for detection of BrdU labeled interstitial cells. All images were taken with identical laser settings and pseudo-color coding in the images was done for better comparative visualization.

### Statistics

All analyses described were performed with RStudio v1.2.5033 (RStudio Team (2019), RStudio: Integrated Development for R, RStudio, Inc., Boston, MA, URL http://www.rstudio.com/). For all measurements, samples size was <30 and contained outliers, thus, we could not assume neither the Gaussian distribution of the variables, nor the homoscedasticity of the variances. Consequently, non-parametric tests have been chosen for hypothesis testing. Comparisons of means between two groups were performed by one-sided Mann–Whitney testing with the R function Wilcoxon test from *stats* package version 4.1.2. For GSIS experiment, one-sided paired Wilcoxon signed-rank test has been used to compare insulin secretion at the baseline and two minutes after glucose injection. To do so, the R function *Wilcoxon test* from *stats* package version 4.1.2. has been used. Comparisons of means between more than two groups were done by Kruskal–Wallis testing followed by post hoc Dunn’s multiple comparisons test with the function *dunnTest* from *FSA* package version 0.9.3. *p* value lower than 0.05 was considered significant. Bar plots were drawn with GraphPad Prism 9. Data are presented as means ± standard error of the mean (SEM). In all figures, statistical significance is indicated by stars *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. An absence of star or the presence of “ns” indicates the absence of significant difference.

## Supplementary information

Peer Review File

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 6

EV Figures Source Data

Expanded View Figures

## Data Availability

Mouse strains are all publicly available. RNAseq data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248211 and the GSE number is GSE248211. The whole-genome sequencing data are available at http://www.ncbi.nlm.nih.gov/bioproject/1044076 and the Bioproject ID is PRJNA1044076. The data generated in this study are available in this article and in Source data files.

# Supplementary material for: Osteocalcin of maternal and embryonic origins synergize to establish homeostasis in offspring
**Source:** EMBO Rep. 2024 Jan 16;25(2):12. doi: 10.1038/s44319-023-00031-3
**Supplement:** Supplementary file 8 — Expanded View Figures

# Expanded View Figures

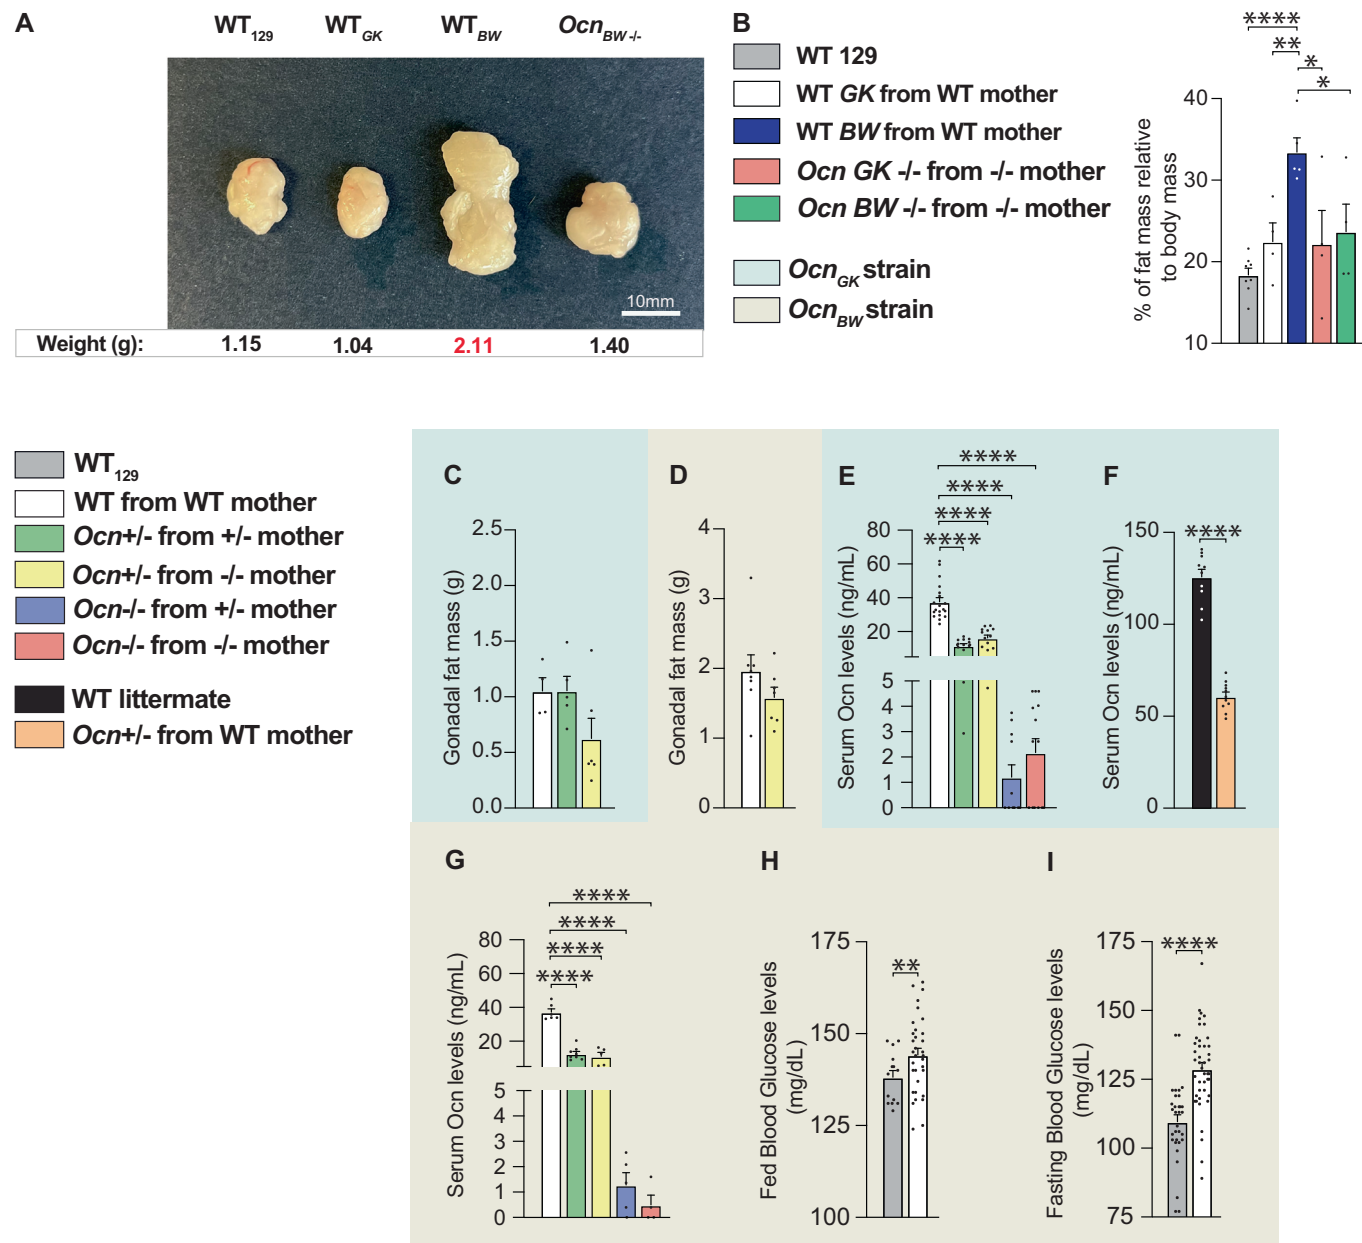

**Figure EV1. Characterization of three mouse models of *Ocn* deletion.**

(A) Photomicrographs of gonadal fat pads from WT<sub>129</sub>, WT<sub>BW</sub>, and *Ocn*<sub>BW</sub><sup>-/-</sup> mice. Weight for each group is shown below each representative fat pad image. (B) Percent fat mass relative to body weight in WT<sub>129</sub>, WT<sub>BW</sub>, and *Ocn*<sub>BW</sub><sup>-/-</sup> mice assessed by EchoMRI. *n* = 4 or more mice per genotype analyzed. (C, D) Gonadal fat mass in different genotypes of 12 weeks-old *Ocn*<sub>GK</sub> mice (C). *n* = 4 or more mice per genotype analyzed. Gonadal fat mass in different genotypes of 12 weeks-old *Ocn*<sub>BW</sub> mice (D). *n* = 7 mice per genotype analyzed. (E–G) Serum Osteocalcin levels in different genotypes of 12 weeks-old (E) and 5 weeks-old (F) *Ocn*<sub>GK</sub> mice. *n* = 11 or more mice per genotype analyzed. Osteocalcin levels in different genotypes of 12 weeks-old *Ocn*<sub>BW</sub> mice (G). *n* = 4 or more mice per genotype analyzed. (H, I) Fed (H) and fasting (I) glucose levels in *Ocn*<sub>BW</sub> WT and WT129 mice. *n* = 14 or more mice per genotype analyzed. In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal-Wallis test followed by post hoc multiple comparisons test. \**p* < 0.05; \*\**p* < 0.01, \*\*\*\**p* < 0.0001. Source data are available online for this figure.

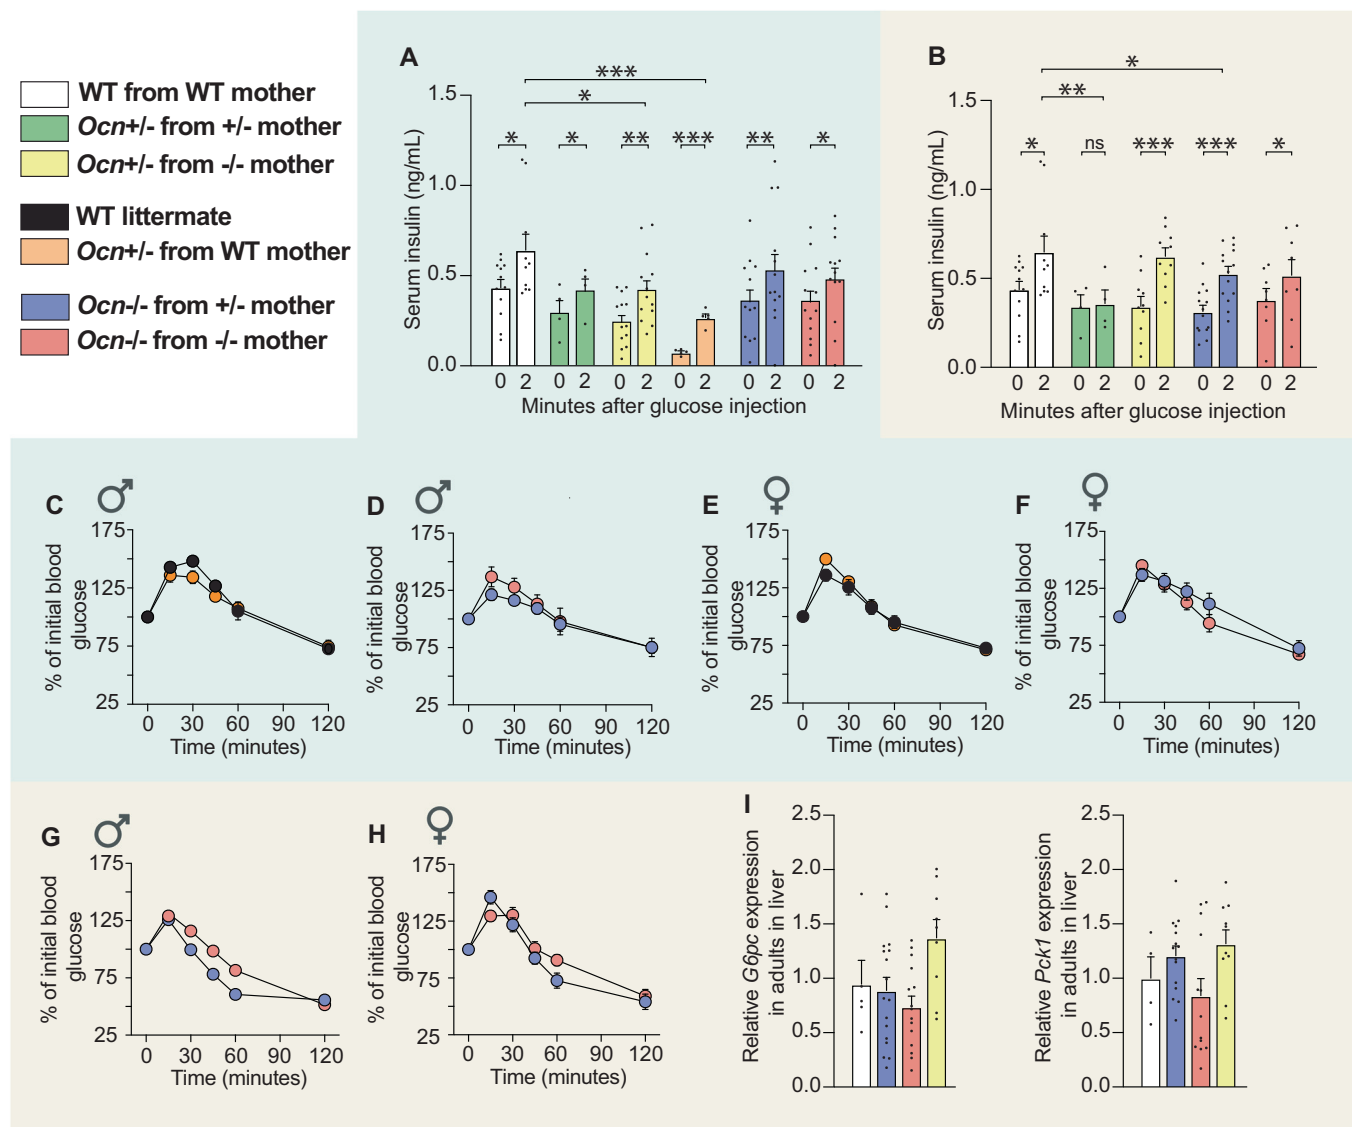

**Figure EV2. Dynamic analysis of glucose metabolism in *Ocn*-deficient mouse strains.**

(A, B) Serum insulin levels at 0 and 2 min after glucose injection in glucose stimulated insulin secretion test in mice of indicated genotypes of *Ocn*<sup>GK</sup> mouse strain (A).  $n = 4$  or more mice per genotype analyzed. Serum insulin levels at 0 and 2 min after glucose injection in glucose stimulated insulin secretion test in mice of indicated genotypes of *Ocn*<sup>BW</sup> (B) mouse strain.  $n = 7$  or more mice per genotype analyzed. (C-H) Serum glucose levels at different time points post injection of pyruvate in a pyruvate tolerance test in mice of indicated genotypes in the *Ocn*<sup>GK</sup> (C-F) mouse strain. Serum glucose levels at different time points post injection of pyruvate in a pyruvate tolerance test in mice of indicated genotypes in *Ocn*<sup>BW</sup> (G, H) mouse strain.  $n = 6$  or more mice per genotype analyzed. (I) Relative *Pck1* and *G6pc* expression in the liver from adult mice of different genotypes in the *Ocn*<sup>BW</sup> strain.  $n = 4$  or more mice per genotype analyzed. In bar plots, each dot represents an individual mouse. All data are shown as mean  $\pm$  SEM. Statistical significance was determined by one-way Kruskal-Wallis test followed by post hoc multiple comparisons test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  ns: not significant. Source data are available online for this figure.

## CIRCADIAN RHYTHM

[illegible]

**Figure EV3. KEGG analysis of transcriptomic studies of testes gene expression.**

(A) KEGG pathview graph of the molecular clock comparing the transcriptomic data obtained from *Ocn*<sup>-/-</sup> mice to those from WT mice. 

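A list of 20 genes of the molecular clock, of which 19 could be tested in testes, had a median log2 fold change of −0.09 in both *Ocn*+/− and *Ocn*−/− testes, and −0.01 with libraries scaled by size alone. Lower than WT were 12 and 13 genes, and 3 in each genotype were past an adjusted p of 0.05 (3 and 6 when adjusted over the list alone). Camera with the preset correlation gave a p of 0.00975 and 0.00143 (adjusted p of 0.0241 and 0.00395), which did not hold in fry (p of 0.054 and 0.0259, adjusted p of 0.125 and 0.0719). The 3 genes were *Per1*, *Per2* and *Nfil3*, and *Nfil3*, which encodes a repressor of clock output genes, had −1.79 (edgeR adjusted p = 0.000162) and −1.83 (edgeR adjusted p = 0.000127). Of *Dbp*, *Tef* and *Nr1d1*, outputs of the clock that were chosen after their values were seen, none had an adjusted p under 0.05, with 0.54 (edgeR adjusted p = 0.184) and 0.50 (edgeR adjusted p = 0.24) for *Dbp*, 0.16 (edgeR adjusted p = 0.473) and 0.43 (edgeR adjusted p = 0.0709) for *Tef*, and 1.21 (edgeR adjusted p = 0.09) and 0.91 (edgeR adjusted p = 0.206) for *Nr1d1*. In forebrain the median of the list was 0.14 and 0.10 without WT 3 (camera p of 0.192 and 0.835).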

Values close to -1 (green) indicate a downregulation of the gene in *Ocn*<sup>-/-</sup> compared to WT, values close to 0 (gray) indicate no difference and values close to 1 (red) indicate an upregulation in *Ocn*<sup>-/-</sup> compared to WT. (B) Heatplots of the top 25 GO biological processes (GO term) that are significantly downregulated in both *Ocn*<sup>+/-</sup> and *Ocn*<sup>-/-</sup> compared to WT mice. *n* = 2-3 mice per genotype analyzed.

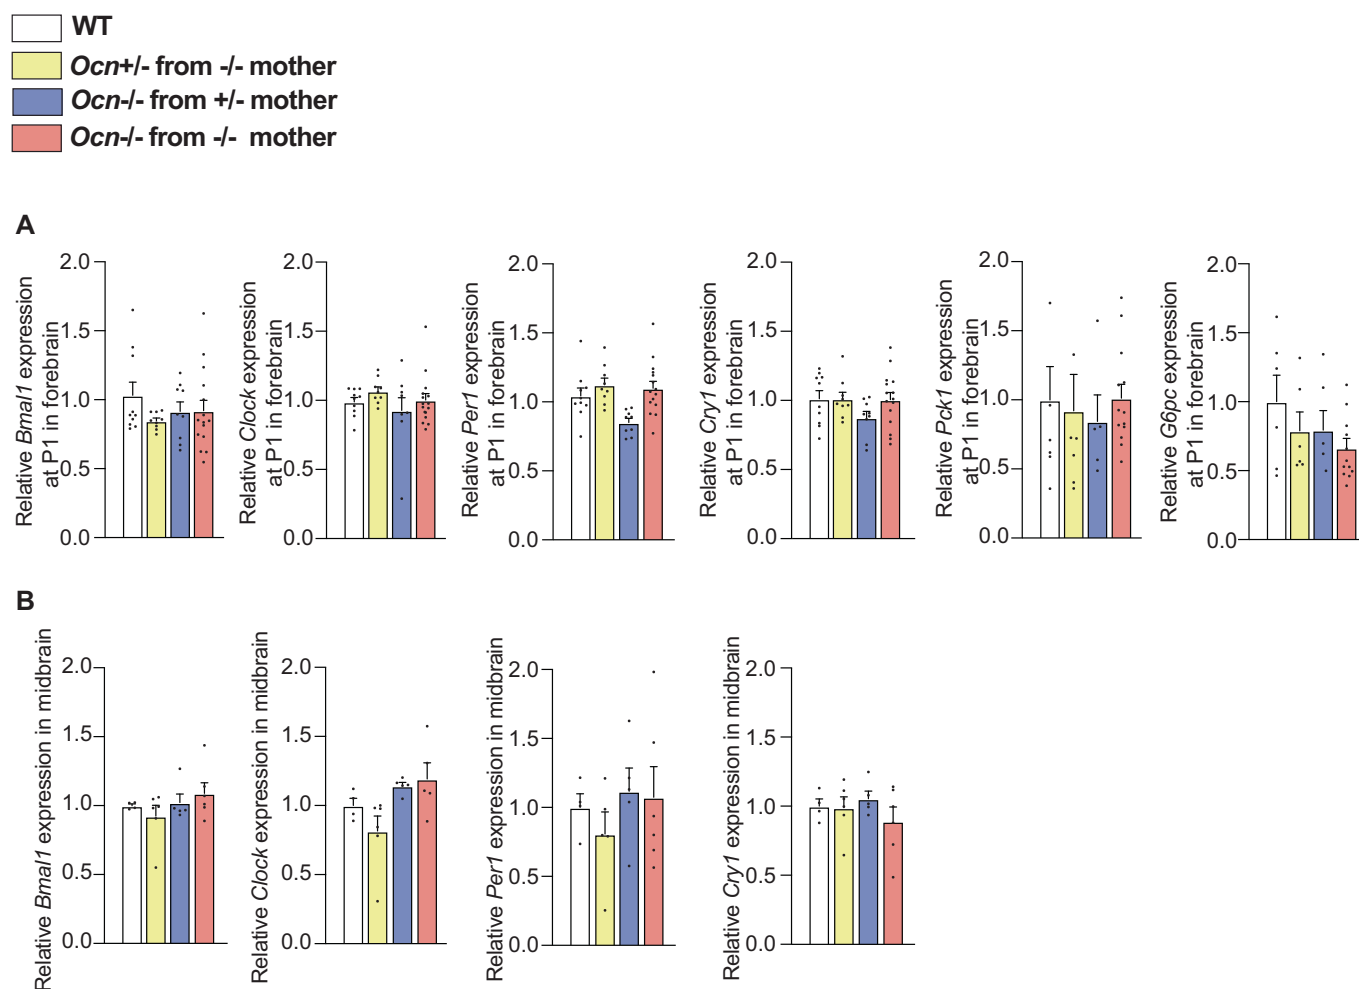

**Figure EV4. Gene expression analysis in forebrain (newborn) and midbrain (adults).**

(A) Relative expressions of circadian rhythm-related genes, *Bmal1*, *Clock*, *Per1*, and *Cry1*, and glucose homeostasis genes, *Pck1* and *G6pc* in forebrain at P1 in different genotypes from *Ocn*<sub>GK</sub> mouse strain. *n* = 9 or more mice per genotype analyzed. (B) Relative expressions of circadian rhythm-related genes *Bmal1*, *Clock*, *Per1* and *Cry1* in midbrain of adult mice of different genotypes from *Ocn*<sub>GK</sub> mouse strain. *n* = 4 or more mice per genotype analyzed. In bar plots, each dot represents an individual mouse. All data are shown as mean ± SEM. Statistical significance was determined by one-way Kruskal-Wallis test followed by post hoc multiple comparisons test. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

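RNA of 17 libraries was sequenced by the authors, 8 from testes (2 WT, 3 *Ocn*+/− and 3 *Ocn*−/−) and 9 from forebrain (3 of each genotype), all from mice at postnatal day 1. Each library was assigned to its tissue, genotype and replicate by its sample label. The labels name the brain tissue hippocampus, and the paper's name, forebrain, was kept. According to the paper, the reads were checked with FastQC, trimmed with TrimGalore, aligned to GRCm39 with STAR and counted with RSEM. The authors deposited one table of RSEM's expected counts per gene without normalization, for 55359 genes, of which 32846 had a count in at least 1 library. The values were tested on the table itself, where 9625 genes held a value that was not whole. Trimming, alignment and counting are thus already part of the values, and nothing before the counts could be repeated.

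Gene names, positions and kinds were taken from the GENCODE annotation of GRCm39, in which 54749 of the identifiers were found, 31367 of them in the same version. The 610 genes not found held at most 0.102% of the counts of a library and kept their identifier as name. The paper's text does not name its GENCODE release or the strandedness of the libraries.

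The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Expected counts were rounded. Each tissue was fitted alone, all 3 genotypes together, with TMM normalization, edgeR's filterByExpr by genotype and robust quasi-likelihood tests without covariates. The contrasts were *Ocn*+/− against WT, *Ocn*−/− against WT, *Ocn*−/− against *Ocn*+/−, and the mean of both mutant genotypes against WT. A joint fit of both tissues tested whether the last contrast differed between forebrain and testes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and changes by more than 1 on the log2 scale were also counted. All tests of genes were two-sided. Levels are CPM with TMM normalization, given as mean and SD of the libraries of a genotype. Log2 CPM for clustering used a prior count of 2, Euclidean distance and complete linkage.

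Lists of genes were read from the paper's Fig. 5A, 5C to 5F and 7A, 7C and 7D, or written by hand, since the GO and KEGG databases were not at hand. Those written by hand and reported cover glycolysis and gluconeogenesis, gluconeogenesis alone, steroidogenesis, the molecular clock, hypoxia and immediate-early genes. They also cover macrophages, neutrophils, erythroid cells, adipocytes, germ, Sertoli and Leydig cells, olfactory bulb and other brain regions. These lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Adjustment covered these lists and the others run with them, in 376 tests with all libraries and in 184 with the forebrains without WT 3. Lists of cAMP-responsive genes and of the interferon response were written by hand later and are outside this adjustment, the first tested with camera and fry and the second only by its correlation between tissues. The lists of the figures were chosen by the study on these samples.

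The genes named in the text are the osteocalcin genes and receptors, the genes that the paper's text or volcano plots name, members of the lists under discussion, and per tissue the 3 higher and 3 lower genes with the largest mean log2 fold change among those called in both mutant genotypes, without overlap with WT and with a mean of at least 1 CPM in the higher group. This rule, the tests, the lists and the alternatives to each choice were set before the data were examined, apart from those named as chosen later. A gene with at most 3 counts in every library of a group was given as a bound on its fold change, computed against 3 counts.

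Total counts per library ran from 7302401 to 8289015 in testes and from 6518151 to 14621584 in forebrain, with medians of 7873891 and 12920133. The fits were tested on simulated data with 200 changed genes, at the numbers and depths of the real libraries. Of the changed genes that could be tested, 69.8% to 79.2% were found in testes, depending on the contrast, 84.5% to 89.1% in forebrain and 77.2% to 82.2% in forebrain without WT 3, with 6 to 12 false calls against WT. In testes 50% to 61.6% of the 2-fold changes and 85.8% to 93.4% of the 4-fold changes were found. In forebrain these shares were 74.3% to 81.2% and 95.7% to 97.8%. A gene that changes 2-fold in testes can thus easily miss the threshold. Between the mutant genotypes the simulations, which held no difference, gave 2, 0 and 4 calls.

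The alternatives were upper quartile normalization, library size alone, DESeq2, no filter on low counts, at least 10 counts in every library, edgeR's likelihood ratio test, a fit of only the 2 genotypes compared, the replicate number as a block, other genes for the clustering and each library left out in turn. Without a WT testis only effect sizes were taken, apart from the comparison of the mutant genotypes. Offsets for the GC content of the genes, and clustering by genes of the joint contrast, were chosen after seeing the data. Possible sharing of reads between genes was measured on the annotated transcripts, as the percent of the 50-base stretches of a gene's longest transcript that occur in any other gene on either strand. The authors' release is not named and may lack some of these other genes. A shared stretch therefore need not have divided reads in the deposited counts. No library was left out of the analysis. The forebrain results are also given without WT 3, since the paper counts 2 WT forebrains.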

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

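Of the tests in this part, those on the sex of the WT forebrain 3, on a mixture of RNA and on RNA selection in it, on the number of WT libraries, on olfactory bulb tissue, and on *Gm3194* in forebrain were chosen only after the result was seen.

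The WT forebrain 3 held a signal in genes the paper does not discuss, with 11704 counts of *Xist*, where the other 8 forebrains had 0 to 7. The tables argue against a mixture of male and female RNA, since its 0 counts of 4 Y-linked genes allow a male share of at most 0.296%. RNA of a female animal would give 0 counts of these 4 genes. Over the whole Y chromosome this library had 694 counts, against 2315 to 3137 in the other forebrains, and their source was not tested. Whether a female pup was taken or a library mislabelled was not tested. Its high share of ribosomal RNA came with more of other RNAs that lack a poly(A) tail, by a median of 3.73 on the log2 scale over 10 short RNA genes, all 10 higher than in WT 1 and 2, which is consistent with a less complete selection of polyadenylated RNA. No biological explanation of that share was tested. Without this library fewer genes were called, and the tables argue against its sex, its ribosomal RNA and the number of WT libraries alone as the cause. Of the *Ocn*+/− calls that were lost, 3.3% lie on X or Y, against 3.6% of the others (Fisher's exact p = 0.898), and with 356 ribosomal RNA genes left out the 9 forebrains still gave 623 calls in *Ocn*+/− and 784 in *Ocn*−/− forebrains. With as many WT libraries, 507 and 694 genes were called without WT 1 and 373 and 363 without WT 2, against 183 and 189 without WT 3. What else about WT 3 adds calls stays open.

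In 51 groups of 6 mutant libraries, 2 libraries lay far from the others of their group, and 1 in 20 groups, or 2.5, would have one by chance. *Cdhr1* was at 8.15 CPM in the *Ocn*−/− forebrain 1, where the other mutants had 51.84 to 92.13. Of 8 other genes of olfactory bulb, 7 were also lowest in that forebrain among the mutants, with a median of −0.8 on the log2 scale against the other mutants, which is consistent with less olfactory bulb in the dissected tissue. Over the whole list of olfactory bulb genes, of which 9 were tested, the median log2 fold change was 1.06 in *Ocn*+/− (adjusted camera p of 1.36e-05, adjusted fry p of 0.0543) and 0.40 in *Ocn*−/− forebrains (adjusted camera p of 0.263). Without WT 3, with 10 tested, it was 1.11 (adjusted camera p of 8.59e-08, adjusted fry p of 0.0604) and 0.67 (adjusted camera p of 0.0642). All 8 are also detected in the other forebrains, and the most abundant, *Eomes* and *Sp8*, were at 11.5 and 17.7 CPM in it, so a change within the tissue stays open as well. Genotype does not part this forebrain from the other *Ocn*−/− ones. Without WT 3, the medians in *Ocn*+/− and *Ocn*−/− forebrains were 0.62 and 0.39 for genes of midbrain and hindbrain and 0.68 and 0.04 for habenula and thalamus. For hypothalamus they were 0.53 and −0.17, for striatum 0.13 and 0.4 and for hippocampus −0.07 and −0.16. With all 3 WT the medians of *Ocn*+/− and *Ocn*−/− forebrains, in the same order of regions, were 0.99 and 0.66, then 0.35 and 0.03. For the last regions they were 0.07 and −0.5, then 0.16 and 0.43, then −0.16 and −0.22. These medians do not tell a wider difference in the dissected regions from a change within the tissue, so both stay open. *Gpr37* was at 6.93 CPM in the *Ocn*−/− forebrain 3, where the other mutants had 10.41 to 13.26. No explanation of this value, technical or biological, was tested, and it is within the number that chance gives.

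The effect of the mutant genotypes differed between forebrain and testes for 526 genes. They include *Nr4a2* with a difference of 3.81 on the log2 scale, *Per1* with 1.18, *Plau* with 2.38, *Mndal* with 2.69, *Npy* with 2.95, *Eno1* with 0.63 and *Eno1b* with 0.69, with the forebrain effect the higher one, and *Edn1* with −2.49, *Kbtbd13* with −2.19 and *Hk2* with −0.81, with the forebrain effect the lower one. Scaling of the libraries is argued against as the cause of the count, with 532 genes under upper quartile normalization and 397 with library size alone. The count rested in part on single libraries, with 274 genes without the WT forebrain 3, 276 without WT 1 and 1070 without the *Ocn*−/− testis 2. Without WT 3 the differences of *Eno1b*, *Edn1*, *Kbtbd13* and *Hk2* were no longer past the threshold (edgeR adjusted p = 0.0522, 0.0522, 0.0753 and 0.0874), and *Eno1b* and *Eno1* share reads. *Npy* in *Ocn*−/− testes was at most 2 counts, so its difference depends on the fit, and *Mndal* had few counts in the WT forebrains. The tissue itself, with its receptors, is the biological explanation that the design names, and it stays open and untested, as does the litter, since the WT pups of both tissues had other mothers than the mutants.

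In testes, *Gm3194*, *Gm6039* and *Gm7967*, which the paper does not discuss, had 0 counts in both WT mice and means of 4.03, 1.55 and 1.5 CPM in the mutants. For *Gm3194* and *Gm6039*, other genes hold 99.9% and 67.4% of their 50-base stretches, which is consistent with reads assigned between near-identical genes. For *Gm7967* the tables argue against this, with 8.3% of its stretches shared. An effect of the *Ocn* genotype that holds in forebrain as well is argued against for *Gm3194*, since 3 of the 6 mutant forebrains had 0 counts of it, and the WT forebrain 3 had 36. An inherited difference between litters in these repeated genes, and an effect in testes alone, stay open and were not tested.

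In forebrain, *Gm37915* had a mean of 1.33 CPM in the mutants and *Ccl27al* 2.02, against 0 to 4 counts of *Gm37915* in the WT forebrains. Other genes hold 92.9% of the stretches of *Gm37915*, all in *Mfsd9*, and 100% of those of *Ccl27al*, so their counts are not separate from those of their neighbors and copies. Neither was past the threshold without WT 3 (edgeR adjusted p = 0.0946 and 0.114 for *Gm37915*, and 0.0797 and 0.111 for *Ccl27al*). A biological explanation, which the genotypes and the mothers of the pups would give, was not tested apart from these calls.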

How the results depend on the processing

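Offsets for GC content, a fold change under 0.5 for the genes of Fig. 7C in testes, clustering by genes of the joint contrast and clustering of the forebrains without WT 3 were chosen after seeing the data.

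The counts of called genes depended most on single libraries. In testes, leaving out each mutant testis in turn gave from 352 to 2019 genes for *Ocn*+/− against WT and from 409 to 1559 for *Ocn*−/− against WT. It gave from 1046 to 2497 for both mutant genotypes against WT. Leaving out any testis gave from 0 to 47 between the mutant genotypes. For the counts against WT, for the difference between the tissues and for the genes of Fig. 7C, no WT testis was left out. Their dependence on a single WT testis was thus not tested. The lowest counts came without the *Ocn*+/− testis 1 for the first and the *Ocn*−/− testis 1 for the next 2, and the highest without the *Ocn*+/− testis 2 (2019 and 47) and the *Ocn*−/− testis 2 (1559 and 2497). In forebrain the ranges were from 183 to 830 genes for *Ocn*+/−, from 189 to 919 for *Ocn*−/−, from 320 to 1527 for both, and from 1 to 2 between the mutant genotypes. The lowest of the first 3 came without WT 3, and without WT 2 the counts were 373, 363 and 779. The difference between the tissues was called for 274 to 1070 genes, and 10 to 17 of the genes of Fig. 7C were lower in testes in both mutant genotypes, 10 without the *Ocn*+/− testis 1. The median of the glycolysis and gluconeogenesis list ran from −0.34 to −0.22 in *Ocn*+/− testes, from −0.38 to −0.28 in *Ocn*−/− testes, from −0.11 to −0.02 in *Ocn*+/− forebrains and from −0.10 to −0.04 in *Ocn*−/− forebrains. A fit with a library fewer has less power by construction; why some fits gave more calls was not tested.

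Without a filter on low counts, 2149 and 1763 genes were called in *Ocn*+/− and *Ocn*−/− testes, 252 between them, 1265 and 1502 in forebrains, 34 between them, and 1023 for the difference between tissues. With edgeR's likelihood ratio test 1389 genes were called in *Ocn*−/− testes, 59 between the mutant testes, 944 in *Ocn*+/− forebrains, 5 between the mutant forebrains and 948 for the difference between tissues. DESeq2 gave 76 between the mutant testes, 5 between the mutant forebrains and 1027 for the difference between tissues. With at least 10 counts in every library there were 3 genes between the mutant testes and 0 between the mutant forebrains, and with only the 2 genotypes compared there were 2084 in *Ocn*+/− testes and 0 between the mutant forebrains. Library size alone gave 369 in *Ocn*+/− forebrains and 2 between the mutant forebrains, and GC offsets gave 846 in *Ocn*+/− testes. The cause was not tested for any of these.

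With library size alone the median of the glycolysis and gluconeogenesis list in forebrain turned to 0.012 in *Ocn*+/− (camera p of 0.00202) and 0.022 in *Ocn*−/− (camera p of 0.00176), where that scaling put the median of all genes at 0.086 and 0.106, from 0.006 in both with TMM. With an estimated correlation camera gave a p of 0.135 and 0.125 for the medians of −0.069 and −0.071. Over the enzymes specific to gluconeogenesis alone the median was 0.078 and −0.192 in testes (camera p of 0.71 and 0.358) and −0.014 and 0.105 in forebrain (camera p of 0.994 and 0.393), a choice that leaves 5 and 3 genes.

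Clustering gave 6 of 6 mutant libraries beside their own genotype with the genes used here. In testes it gave 2 with the genes of Fig. 5A, 4 with the 500 most variable genes and 5 with the genes of the joint contrast. In forebrain it gave 4 with the genes of Fig. 7A and 1 with the 500 most variable genes. The other alternatives kept 6, and the cause was not tested.

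The replicate number as a block gave 966 and 836 genes in *Ocn*+/− and *Ocn*−/− testes, 1 between them, 1170 for both, 768 and 1140 in forebrains, 1 between them, 1618 for both, and 15 genes of Fig. 7C. The numbers did not pair the libraries, with correlations between same-numbered libraries of −0.09 to 0.09 over 7 pairs in testes and −0.04 to 0.15 over 9 pairs in forebrain, 2 of these over 0.1.

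Of 2191 alternatives over 128 comparisons of single genes, 2025 kept the direction and the side of the threshold, 76 fell short of it, 47 newly passed it, 31 of those without a test moved by more than the replicate SD and 12 reversed. GC offsets gave 0.002 for *Clock* in *Ocn*+/− and 0.03 in *Ocn*−/− testes, and library size alone gave 0.023 for *Clock* in *Ocn*−/− testes and 0.012 for *Gapdh* in *Ocn*+/− forebrains, where that scaling put the median of all genes at 0.072 and 0.086. The others came from leaving out 1 library in turn. *Bmal1* then ran from −0.01 to 0.129 in *Ocn*+/− testes, with −0.006 without the *Ocn*+/− testis 2, and *Cry1* from −0.168 to 0.027 in *Ocn*−/− testes, with 0.014 without the *Ocn*−/− testis 1. In forebrain, *Lhcgr* ran from −0.80 to 0.136 in *Ocn*+/− and from −0.462 to 0.475 in *Ocn*−/− mice, both highest without WT 3, with 0.048 in *Ocn*−/− without the *Ocn*−/− forebrain 3. *Nppc* ran from −0.302 to 0.16 and from −0.223 to 0.22, highest without WT 1. *Cyp11a1* in *Ocn*−/− forebrains ran from 0, without the *Ocn*−/− forebrain 2, to 1.111, without WT 1. The cause was not tested for any of these.

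Of the alternatives to the counts, lists and clusterings, 66 of 244 moved a count by more than 1.5 times or changed a direction or a side of the threshold. Those not given above follow. In testes there were 459 genes in *Ocn*+/− mice without the *Ocn*+/− testis 3, 589 in *Ocn*−/− mice without the *Ocn*−/− testis 3, 1054 and 1049 for both without the *Ocn*+/− testis 1 or 3, and 4 and 1 between the mutant genotypes without the *Ocn*+/− testis 1 or the *Ocn*−/− testis 1. In forebrain there were 298, 312 and 273 genes in *Ocn*+/− mice without the *Ocn*+/− forebrain 1, 2 or 3, 478 and 278 in *Ocn*−/− mice without the *Ocn*−/− forebrain 1 or 2, and 2 between the mutant genotypes without the *Ocn*−/− forebrain 2 or the *Ocn*+/− forebrain 2. The difference between the tissues was called for 276, 283 and 347 genes without WT 1, WT 2 or the *Ocn*−/− forebrain 2. The median of the glycolysis and gluconeogenesis list in *Ocn*+/− testes was −0.216 without the WT testis 2. A fold change under 0.5 left 7 genes of Fig. 7C, by construction fewer. The cause was not tested for the others. Depth limits what can be said of *Pck1*, *G6pc1*, *Gprc6a*, the osteocalcin genes and the genes of Fig. 7D with few counts, where a count of 0 allows up to 3.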

Differences from the paper's values

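In forebrain, the log2 fold change of *Hif3a* was −2.07 in *Ocn*+/− mice, against the paper's value of about −1.8 in Fig. 7B, read by eye, and −1.69 in *Ocn*−/− mice, against about −1.4 in Fig. 7B. Of the alternatives set before the data were examined, those whose value did not differ were, for *Ocn*+/−, library size alone with −1.97, and the fits without WT 3 (−1.82), without the *Ocn*+/− forebrain 2 (−2.01) and without the *Ocn*+/− forebrain 3 (−1.95). For *Ocn*−/− they were library size alone with −1.57, and the fits without WT 3 (−1.44), without the *Ocn*−/− forebrain 2 (−1.58) and without the *Ocn*−/− forebrain 3 (−1.61). The other alternatives did not close the gap.

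The log2 fold change of *Mndal* was 2.4 in *Ocn*+/− forebrains, against about 3.2 in Fig. 7B, and 1.67 in *Ocn*−/− forebrains, against about 2.5 in Fig. 7B, both read by eye. Of the alternatives set before the data were examined, the gap was within the error for *Ocn*+/− without WT 2 (2.45), without WT 3 (3.25) and without the *Ocn*+/− forebrain 1 (2.55). For *Ocn*−/− it was so without WT 2 (1.72), without WT 3 (2.52), without the *Ocn*−/− forebrain 1 (1.80) and without the *Ocn*−/− forebrain 3 (2.00). The other alternatives did not close it.

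Over all 12 values that can be read from Fig. 7B, the mean absolute difference was 0.03, and the largest 0.05, without WT 3. It was 0.27 (0.83) with all 9 forebrains, 0.65 (1.55) without WT 1 and 0.33 (0.78) without WT 2. The paper counts 2 WT forebrains in Fig. 7A.

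Of the genes of Fig. 7C, 16 were lower in testes in both mutant genotypes, where the paper marks about 6 in Fig. 7C, read by eye. None of the alternatives set before the data were examined closed the gap, with between 10 and 20 genes. With the fold change under 0.5 that the paper states for its gene lists in testes required in both genotypes, a choice made later, 7 genes remained, the 6 marked ones and *Bdkrb2*.

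The paper names *Star* among the genes most reduced in testes and *Adm* and *Nppc* among reduced hormone genes. Each of these genes was lower here by more than 1 on the log2 scale in both mutant genotypes. In *Ocn*+/− and *Ocn*−/− testes the log2 fold changes were −1.76 and −1.71 for *Star* and −1.049 and −1.085 for *Adm*. *Nppc* had −1.81 and −1.09. The paper also reports lower *Star* by quantitative PCR. In simulated testes 50% of 2-fold changes were found in each mutant genotype, so missing the threshold does not argue against a decrease. *Star* was not past the threshold in either mutant genotype (edgeR adjusted p = 0.219 and 0.258), nor under any alternative that was run. *Adm* was not past it in either genotype (edgeR adjusted p = 0.114 and 0.12), apart from *Ocn*−/− testes without the *Ocn*−/− testis 2 (0.0217, with up to 0.3 over all alternatives). *Nppc* was not past it in *Ocn*−/− testes (edgeR adjusted p = 0.138), nor under any alternative. *Npy* in *Ocn*+/− testes and *Rln1* in both, which Fig. 5E names as lower, passed with edgeR's likelihood ratio test (adjusted p = 0.0432, 0.0175 and 0.015, with up to 0.186, 0.186 and 0.17 over all alternatives), and *Rln1* in *Ocn*+/− testes with only the 2 genotypes compared (edgeR adjusted p = 0.0457).

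The paper's discussion states that *Bmal1* and *Clock* are lower in testes of newborn mutants. Here the log2 fold changes were 0.05 and 0.14 for *Bmal1* and −0.22 and −0.06 for *Clock*, and no alternative brought them past the threshold. It also states that genes change to a lesser extent in *Ocn*+/− than in *Ocn*−/− mice in testes and other organs with Gprc6a. Of the 554 genes called in both, 53.2% changed more in *Ocn*−/− testes. This share leaves out genes called in a single genotype, since 1718 were called in either, and covers no other organ with Gprc6a. It therefore does not decide the paper's statement.

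The paper states that clustering did not part *Ocn*+/− from *Ocn*−/− samples. With the 100 genes used here, 6 of 6 mutant libraries lay nearest to their own genotype in each tissue, but so did 6 of the 10 divisions of the mutants in each tissue when genes were chosen anew, so this count does not show that the genotypes part. It was 2 of 6 with the genes of Fig. 5A and 4 of 6 with the 500 most variable genes in testes, and 4 of 6 with the genes of Fig. 7A and 1 of 6 with the 500 most variable genes in forebrain.

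Of the genes that Fig. 7B names, *Plau* in *Ocn*+/− forebrains was not past the threshold with all 9 forebrains (edgeR adjusted p = 0.077). The exception was the likelihood ratio test (0.0352, with up to 0.235 over all alternatives). Without WT 3, the fit nearest to Fig. 7B, *Plau* in *Ocn*−/− (edgeR adjusted p = 0.088) and *Ccr1* in *Ocn*+/− forebrains (0.116) were not past it either. The main values that follow are again from all 9 forebrains. *Cdhr1* was not past it in either genotype (edgeR adjusted p = 0.0829 and 0.199). It passed in *Ocn*+/− with the likelihood ratio test (0.00191), DESeq2 (0.000621), only the 2 genotypes compared (0.000578) and without the *Ocn*−/− forebrain 1 (6.58e-05), and in *Ocn*−/− with DESeq2 (0.0495) and without the *Ocn*−/− forebrain 1 (0.000901), where all alternatives reached up to 0.242 and 0.42. *Mndal* in *Ocn*−/− forebrains (edgeR adjusted p = 0.145) passed without a filter on low counts (0.0462, with up to 0.462 over all alternatives). *Ccr1* in *Ocn*−/− forebrains (edgeR adjusted p = 0.117) passed under no alternative. *Gpr151* in *Ocn*+/− forebrains (edgeR adjusted p = 0.0514) passed with the likelihood ratio test (0.016) and with only the 2 genotypes compared (0.0471, with up to 0.154 over all alternatives), and in *Ocn*−/− forebrains (edgeR adjusted p = 0.109) it passed under none.

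The paper reports lower *Cyp11a1* in testes of newborn mutants, measured by quantitative PCR. In the sequenced testes its decrease was not past the threshold (edgeR adjusted p = 0.102 and 0.079). In *Ocn*+/− testes it passed without a filter on low counts (0.000357), with the likelihood ratio test (0.0283), with the replicate block (0.0366) and without the *Ocn*+/− testis 2 (0.0229) or 3 (0.0101). In *Ocn*−/− testes it passed without a filter (2.83e-05), with the likelihood ratio test (0.00802), with the block (0.0251), with DESeq2 (0.0231), with only the 2 genotypes compared (0.000712) and without the *Ocn*+/− testis 2 (0.00151) or 3 (0.00646). All alternatives reached up to 0.271 and 0.22.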

Other observations

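Of the tests in this part, those on GC content as the whole cause of the calls in testes, on glycolysis enzymes inside the hypoxia list, on the WT forebrain 3 as the cause of the change in noncoding genes, on blood, on chance pairing of library numbers, on a batch shared with the testes and on circadian phase were chosen only after the result was seen.

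How often other divisions of the same libraries gave as much was counted for each comparison. In testes, where 2 WT and 6 mutant libraries can be divided in 28 ways, the real division gave 1154 called genes in a fit of both mutant genotypes as 1 group, the next 10, so 1 of 28 gave as many. In forebrain the real division gave 1456, the next 345, so 1 of 84 gave as many, and without WT 3 it gave 343, the next 6, or 1 of 28. For the glycolysis and gluconeogenesis list, 1 of 28 divisions in testes, 3 of 84 in forebrain and 1 of 28 in forebrain without WT 3 gave a camera p as small. These shares argue against a chance division. For the list, the smallest camera p of another division was 4.1e-09 in testes, 1.78e-05 in forebrain and 5.73e-05 in forebrain without WT 3. The real division had 6.6e-15, 4.65e-05 and 9.23e-08. A small camera p at the preset correlation thus does not by itself show an effect of genotype. For a single mutant genotype in forebrain, 1 of 10 divisions gave as many calls as the real one for *Ocn*+/− (625, the next 1) and 1 of 10 for *Ocn*−/− (780, the next 0), which is the smallest share that 3 against 3 allow, and chance cannot be told apart from genotype by this count alone. The list had a camera p as small in 2 of 10 divisions for *Ocn*+/− and 1 of 10 for *Ocn*−/−. Between the mutant genotypes, 5 of 10 divisions in forebrain gave at least the 1 call of the real one, and for the clustering 6 of 10 in each tissue gave 6 of 6, so a chance division gives as much. In testes the real division gave 0 calls, so that 10 of 10 gave at least as many decides nothing.

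One division of the mutant forebrains that crosses genotype, with the *Ocn*−/− forebrains 1 and 2 and the *Ocn*+/− forebrain 1 against the other 3, gave 609 called genes, with a median absolute log2 fold change of 0.41. GC content is argued against as the whole cause, since 505 genes were called with GC offsets, although the fold changes followed GC content with a Spearman's rho of 0.24 and gene length with −0.21 across genes. The same division parts the forebrains with and without *Gm3194*, with 138, 116 and 148 counts against 0, which was noticed after the values were seen. A library batch shared with the testes is consistent with a correlation of 0.24 across genes between this division and the same-numbered division of the testes, the highest of the 10 divisions of the testes by a small margin, since the next had 0.23. Testes and forebrains taken from the same pups would give this as well. The correlation of 0.03 with mutants against WT in testes decides nothing here, since a batch within the mutants need not show in it. Litter, day of collection or dissection, which the labels do not give, stay open and were not tested. The paper states an evening hour of collection for all tissues, in its methods for quantitative PCR.

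In testes the lower level of glycolysis and gluconeogenesis genes was weighed against 3 explanations. GC content is argued against, since with GC offsets the median was −0.37 in *Ocn*−/− (camera p of 2.48e-15) and −0.29 in *Ocn*+/− testes. A fall only of the genes in the hypoxia list is argued against, since the 44 members outside it had a median of −0.27 in both genotypes (fry p of 0.00256 in *Ocn*−/−). That list was written by hand and held only 7 of the tested genes. Whether the 44 others respond to hypoxia was not tested, so a wider fall of hypoxia-responsive genes stays open. A lower share of Leydig cells cannot be told apart from a change within cells, since the markers of the other cells went both ways, with −0.08 for germ cells and 0.24 for Sertoli cells in *Ocn*−/− testes, and other Leydig cell markers had −0.11. Loss of *Ocn* in pup or mother is the biological explanation that the design names, and with the litter it stays open and untested.

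A list of 30 hypoxia-responsive genes, which the paper did not test as such apart from the terms of Fig. 5D, was lower in both tissues, with medians of −0.80 in *Ocn*+/− and −0.85 in *Ocn*−/− testes (adjusted fry p of 0.000546 in both) and of −0.38 and −0.42 in forebrains, or −0.43 and −0.41 without WT 3. The glycolysis enzymes inside the list are argued against as the cause, since without them the median was −0.39 in *Ocn*−/− forebrains (camera p of 2.44e-08) and −0.74 in *Ocn*−/− testes. Litter or handling of the WT pups cannot be told apart from genotype, since 0 WT libraries came from *Ocn*−/− mothers. A lower response to hypoxia in pups of *Ocn*−/− mothers may therefore be a candidate explanation beside a difference in how litters were kept or collected, and no value here decides between them.

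In testes the fold changes followed the GC content of the genes, with a Spearman's rho across genes of 0.43 in *Ocn*+/− and 0.14 in *Ocn*−/− (0.19 and 0.11 in forebrain). GC bias between libraries is argued against as the whole cause of the calls, since with GC offsets, which brought rho to 0.01, 1270 genes were called in *Ocn*−/− and 846 in *Ocn*+/− testes. Of the calls without offsets, 655 of 1350 in *Ocn*+/− and 903 of 922 in *Ocn*−/− testes remained. For the other *Ocn*+/− calls GC bias stays open.

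In forebrain, genes of the annotation class TEC, which awaits experimental proof of a transcript, and long noncoding RNA genes were lower in the mutants, by a median of −0.45 in *Ocn*+/− and −0.43 in *Ocn*−/− forebrains for TEC genes and −0.15 in both for long noncoding RNA, where protein-coding genes had 0.01. The WT forebrain 3 alone is argued against, since without it TEC genes had −0.33 in *Ocn*−/− forebrains. Low expression is argued against, since protein-coding genes of matched expression had 0.02, although without WT 3 these had −0.11. Less unspliced pre-mRNA in the mutant libraries is consistent with the stronger change of those that lie inside a protein-coding gene on its strand, with −0.6 against −0.21 for those outside any gene (exact permutation p = 0.0119 over the 9 forebrains, the smallest that 3 against 6 allow). This difference may come from how nuclear RNA was recovered or from transcription itself, and in testes TEC genes had only −0.04 and −0.07. A biological explanation was not tested.

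Neutrophil genes were lower in mutant testes, by a median of −1.92 in *Ocn*+/− and −2.73 in *Ocn*−/− (−2.42 with scarce genes at their bound). More blood in the WT testes cannot be told apart from a change in the tissue, since erythroid genes, with −1.03 and −1.41, were lower as well but overlapped between mice. Globin genes stood at 6791 and 2568 CPM in WT and at 851.5 to 3907 in the mutants, and neutrophil genes at 124 and 102.7 against 45.11 to 80.38. Genes of adipocytes, of which 6 of 12 could be tested, were lower too, by −1.19 and −1.37 (adjusted fry p of 0.000771 and 0.000671), so adjoining tissue at dissection is open as well, untested.

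Immediate-early genes were lower in testes, by a median of −0.27 in *Ocn*+/− and −0.84 in *Ocn*−/−, with *Per1*, *Nr4a2* and *Nr4a3* among the most reduced genes. In forebrain the list had −0.05 in *Ocn*+/− and −0.42 in *Ocn*−/− mice without WT 3, and −0.01 and −0.4 with it. A difference in circadian phase cannot be told apart, since of *Dbp*, *Tef* and *Nr1d1* 0 of 3 were called higher in both genotypes, with an adjusted p of up to 0.473. The paper states that all testes were collected at the same time of day. A lower response to cAMP is consistent with a second list of cAMP-responsive genes, written after the first results were seen and before it was tested, which was lower in *Ocn*−/− testes by a median of −0.87 over 9 genes (unadjusted fry p of 0.00159) and in *Ocn*+/− testes by −0.84 (unadjusted fry p of 0.000875), and had 0.14 in *Ocn*−/− forebrains (camera p of 0.396). Handling before collection may act on such genes too and was not tested. The *Ocn*+/− testis 3 and forebrain 3 both had high *Fos*, with 73 and 20 CPM, where the other mutants had 3.32 to 5.22 and 1.04 to 2.94.

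Mutant testes and forebrains of the same number deviated from their genotype's mean in the same direction across 14590 genes, with correlations from 0.04 to 0.14, where pairs of different numbers had a median of −0.06 and at most 0.03. Chance pairing of the numbers is argued against, since 1 of 36 pairings within genotypes had a sum as high. That testes and forebrain of 1 number came from 1 pup cannot be told apart from other shared causes, since the 9 genes of the interferon response had a Pearson's r of 0.34 (exact permutation p = 0.53) and a Spearman's rho of 0.2 over the 6 pairs. Shared processing of same-numbered libraries stays open.

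*Rbpj-ps3* was lower and *Rbpj* higher in mutants of both tissues. The pseudogene fell from 31.8 to 3.12 CPM in testes and from 6.74 to 1.03 in forebrain. Reads moved from the pseudogene to its parent are argued against as the whole cause, since the gain of *Rbpj* was 2.2 times the loss of *Rbpj-ps3* in testes and 4.63 times in forebrain. An inherited difference at the pseudogene between the WT and mutant strains or litters stays open and was not tested.

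DNA linked to the targeted locus is argued against as the source of the genes called alike in both tissues, since 1 of 58 shared calls lay within 10 Mb of *Bglap*, where 0.92 would be there by chance (Fisher's exact p = 0.606).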
